# Incompatibility of the circadian protein BMAL1 and HNF4α in hepatocellular carcinoma

**DOI:** 10.1038/s41467-018-06648-6

**Published:** 2018-10-19

**Authors:** Baharan Fekry, Aleix Ribas-Latre, Corrine Baumgartner, Jonathan R. Deans, Christopher Kwok, Pooja Patel, Loning Fu, Rebecca Berdeaux, Kai Sun, Mikhail G. Kolonin, Sidney H. Wang, Seung-Hee Yoo, Frances M. Sladek, Kristin Eckel-Mahan

## Abstract

Hepatocyte nuclear factor 4 alpha (HNF4α) is a master regulator of liver-specific gene expression with potent tumor suppressor activity, yet many liver tumors express HNF4α. This study reveals that P1-HNF4α, the predominant isoform expressed in the adult liver, inhibits expression of tumor promoting genes in a circadian manner. In contrast, an additional isoform of HNF4α, driven by an alternative promoter (P2-HNF4α), is induced in HNF4α-positive human hepatocellular carcinoma (HCC). P2-HNF4α represses the circadian clock gene *ARNTL* (BMAL1), which is robustly expressed in healthy hepatocytes, and causes nuclear to cytoplasmic re-localization of P1-HNF4α. We reveal mechanisms underlying the incompatibility of BMAL1 and P2-HNF4α in HCC, and demonstrate that forced expression of BMAL1 in HNF4α-positive HCC prevents the growth of tumors in vivo. These data suggest that manipulation of the circadian clock in HNF4α-positive HCC could be a tractable strategy to inhibit tumor growth and progression in the liver.

## Abstract (web summary)

Hepatocyte nuclear factor 4 alpha (HNF4α) is regulated by different promoters to generate two isoforms, one of which functions as a tumor suppressor. Here, the authors reveal that induction of the alternative isoform in hepatocellular carcinoma inhibits the circadian clock by repressing BMAL1, and the reintroduction of BMAL1 prevents HCC tumor growth.

## Introduction

Hepatocellular carcinoma (HCC) is the leading hepatic malignancy found in humans and the second leading cause of all malignancy-related cancer deaths^1^. HCC is on the rise in the US and elsewhere, and has been linked to the increased incidence of nonalcoholic fatty liver disease, which is driven by the obesity epidemic^2^. Unfortunately, tumors are often found at a late stage with limited potential for surgical removal, making efforts to elucidate the mechanisms responsible for HCC tumor growth and metastasis paramount for improving patient prognosis.

The circadian clock is an intrinsic, 24-h time keeping system that operates in all cells of the body, governing rhythmicity in cell function including metabolism, gene expression, and trafficking and transport of cellular proteins^3–6^. Circadian disruption in humans has been linked to a number of diseases, including cancer^7–16^. Furthermore, experiments that mimic human jet-lag in mice reveal that circadian disruption is sufficient to induce spontaneous HCC^17^. The transcriptional activators, circadian locomoter output cycles kaput protein (CLOCK) and aryl hydrocarbon receptor nuclear translocator like (ARNTL, also known as BMAL1) form a heterodimer in hepatocytes and other cell types, and are necessary to drive the circadian transcription necessary for rhythmicity in many cellular events^6,18^.

Hepatocyte nuclear factor 4α (HNF4α) was originally identified as a nuclear factor enriched in the liver and important for control of genes involved in hepatocyte fate determination and function^19,20^. Since then, diverse roles for HNF4α have been described^16,21–26^, including its ability to function as a tumor suppressor, suppressing several genes (such as cyclin D1, *CCND1*) known to be causal for HCC initiation, growth, or progression^27–35^. While generally considered a transcriptional activator, several repressor proteins can also interact with HNF4α^22,36,37^, allowing repression of some target genes. Some evidence suggests that human HCC may be deficient in HNF4α expression^32^, and overexpression of one of its isoforms in mice reverses the growth of liver tumors arising from chemically induced mutations^32^, while depletion of this isoform promotes tumor growth^38^.

Complicating the mechanistic understanding of HNF4α in liver cancer is the fact that there are two promoters (P1 and P2) that drive the expression of different *HNF4a* transcript variants, which are differentially expressed not just in human HCC, but also colon cancer^28,39,40^. The P1 promoter gives rise to HNF4α1/2 which is expressed in normal adult liver, while the P2 promoter gives rise to HNF4α7/8, which is not normally expressed in the adult liver, but is in fetal liver as well as HCC^39,41^. While P1-HNF4α is typically found only in the nucleus, posttranslational modifications can promote cytoplasmic trafficking^40,42,43^.

Our results reveal that the two isoforms of HNF4α (“P1-HNF4α” and “P2-HNF4α”), which are differentially expressed in liver cancer, exhibit distinct circadian roles. While P1-HNF4α normally represses cell cycle and epithelial-to-mesenchymal transition (EMT) genes in a circadian manner, P2-HNF4α is selectively induced in HCC, where it directly inhibits the expression of the circadian protein BMAL1 and leads to the cytoplasmic expression of the P1 isoform. Importantly, forced expression of BMAL1 in HNF4α-positive liver cancer cells impairs spheroid growth in culture and tumor growth in vivo, demonstrating that manipulation of the circadian clock in HNF4α-positive HCC could be a realistic strategy to slow or reverse growth of human HCC.

## Results

### HNF4α is heterogeneously expressed in human HCC

While evidence suggests that HNF4α has tumor suppressive effects in the liver^38^, heterogeneity of HNF4α expression in HCC has largely been observed using antibodies that do not distinguish between the P1 and P2 isoforms. To reassess HNF4α heterogeneity in liver cancer, mouse and patient-derived human HCC and hepatoblastoma cell lines were first stained using an antibody recognizing both isoforms (P1 and P2) of HNF4α (Fig. 1a). Several HCC cell lines expressed P1/P2-HNF4α robustly while Hepa-1c1c7 cells lacked HNF4α. The nontransformed hepatocyte-derived AML12 cell line also expressed P1/P2-HNF4α, as did the human cancer line HepG2, which is commonly used as an in vitro model for HCC, but is more appropriately classified as hepatoblastoma^44,45^ (Fig. 1a). Using PCR primers and immunoblotting reagents that recognize both the P1 and P2 isoforms, similar patterns were observed: Hepa-1c1c7 cells were devoid of P1/P2 transcripts and proteins, while AML12, HepG2, Huh7 and Hep3B cells all expressed *HNF4a* mRNA and protein (Fig. 1b, c). Because cells grown in two-dimensional (2D) culture do not always retain normal patterns of gene expression (reviewed in^46^), we cultured HNF4α-positive HepG2 cells and HNF4α-negative Hepa-1c1c7 cells in Matrigel to generate small 3D spheroids. HepG2 spheroids stained with an antibody recognizing both isoforms of HNF4α showed robust HNF4α expression while Hepa-1c1c7-derived spheroids were devoid of the protein (Fig. 1d). These results indicate that 2D vs. 3D growth conditions alone did not account for the presence or lack of HNF4α.

**Fig. 1:**
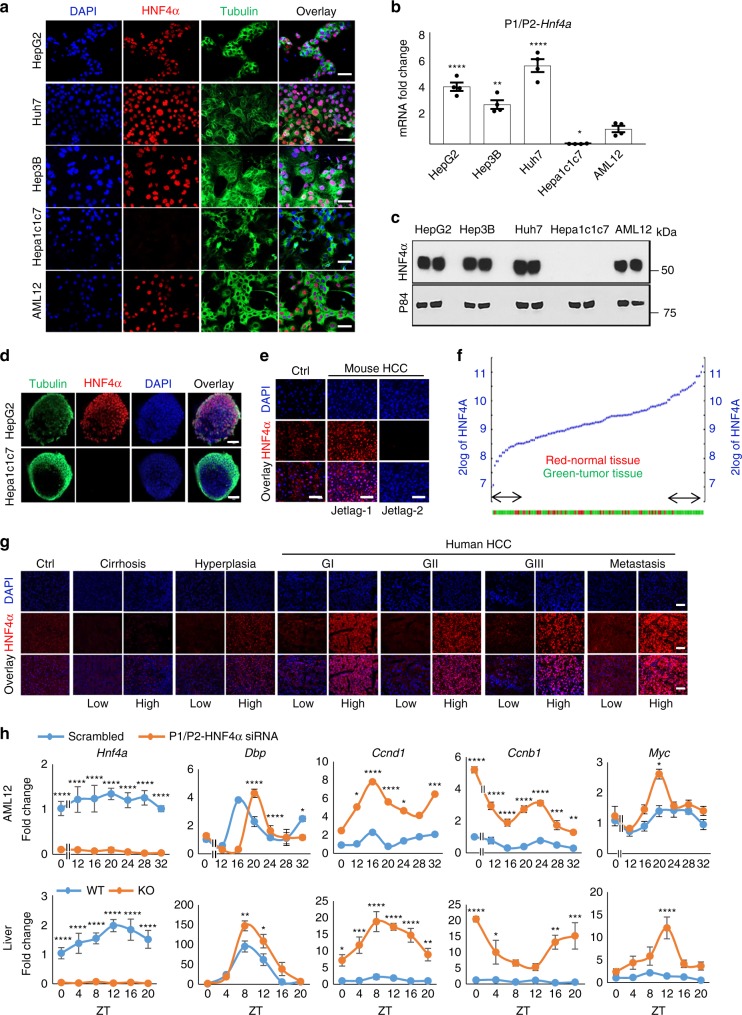
HNF4α is heterogeneously expressed in HCC. **a** Immunofluorescence (IF) reveals P1/P2-HNF4α expression and subcellular localization in mouse and human HCC, hepatoblastoma cancer lines, and in the nontransformed liver cell line, AML12, grown in monolayer conditions. **b** RT-PCR reveals mRNA abundance of P1/P2-HNF4α in HCC cell lines in vitro, fold change over AML12 *Hnf4a* mRNA. Compared to ZT0 at the same time, ^*^P < 0.01, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001, one-way ANOVA test, Dunnett’s multiple comparisons test. (*N* = 4). **c** Western blot showing P1/P2-HNF4α abundance in whole cell lysates of cancer cell lines and nontransformed AML12 cells. **d** Staining of 3D, HCC- and hepatoblastoma-derived spheroids from HepG2 and Hepa-1c1c7 cells with antibodies against P1/P2-HNF4α. **e** IF staining of spontaneous HCC isolated from jet-lagged WT mice using antibody to P1/P2-HNF4α. **f** mRNA expression of *HNF4a* in human HCC tumors and surrounding normal liver tissue (R2: genomics analysis and visualization platform). **g** IF staining of human normal (“Ctrl”), cirrhotic, hyperplastic, and HCC tumor tissue using antibody against P1/P2-HNF4α (G = grades, advancement increasing with number). **h** RT-PCR reveals the circadian expression of *P1/P2*-*Hnf4a*, *Dbp, Ccnd1*, *Ccnb1* and *Myc* following the application of scrambled (Sc) or siRNA specific to *P1/P2-Hnf4a* in AML12 cells (top panel) or in the liver of WT and HNF4α knockout (KO) mice (bottom panel). Compared to controls at the same time, ^*^P < 0.03, ^**^P < 0.005, ^***^P < 0.001, ^****^P < 0.0001, two-way ANOVA test, Sidak’s multiple comparisons test. (*N* = 8–43). Scale bar is 50 µm. (See Supplementary Table 1 for JTK_Cycle Rhythmicity Statistics.) Error bars = SEM

To expand our understanding of HNF4α heterogeneity in HCC, spontaneous HCC isolated from mice subjected to a protocol that simulates jet-lag in humans (so called “jet-lagged” mice)^17^ were stained for P1/P2-HNF4α protein. Heterogeneity in HNF4α expression was also observed in HCC specimens from jet-lagged mice (Fig. 1e). Furthermore, analysis of microarray data from human HCC (R2: Genomics Analysis and Visualization Platform, http://hgserver1.amc.nl/cgi-bin/r2/main.cgi) revealed heterogeneity in *HNF4a* transcript, with HCC displaying extremely high or extremely low levels of *HNF4a* mRNA compared to control tissue (Fig. 1f). Staining for P1/P2-HNF4α protein in human HCC arrays revealed that approximately half of HCC tumors are positive for P1/P2-HNF4α (Fig. 1g and Supplementary Fig. 1a). While HCC is more common in males than females^47^, the heterogeneity in HNF4α expression was not sex-specific. HNF4α-positive tumors analyzed for intensity across grades, revealed that metastatic regions expressed higher levels of P1/P2-HNF4α compared to grades 1–3 or to cirrhotic and hyperplastic regions (Fig. 1g and Supplementary Fig. 1b). Thus, while nontransformed liver cells and control tissue express moderate levels of HNF4α, HCC tumors are heterogeneous in their expression of HNF4α, and HNF4α-positive tumors have significantly higher expression of the protein compared to normal liver (Fig. 1g and Supplementary Fig. 1b).

### HNF4α has circadian activity in liver cells

Based on studies suggesting that HNF4α may influence the liver circadian clock^23^, we examined whether a circadian function of HNF4α might differ in the context of HNF4α-positive HCC by evaluating target gene expression. Primary mouse hepatocytes and AML12 cells were serum shocked to synchronize the circadian clock across the cells. The expected circadian nuclear translocation of BMAL1 was observed in primary mouse hepatocytes following serum shock (Supplementary Fig. 1c) and *Dbp* (a canonical CLOCK:BMAL1 target gene) showed the expected circadian oscillation (Supplementary Fig. 1d, *P* = 0.0199). To assess whether HCC and hepatoblastoma lines were able to synchronize in culture, Hepa-1c1c7, Hep3B, and HepG2 cells were serum shocked and *Dbp* expression was examined. The cancer cells were also able to synchronize and sustain 24-h rhythmicity, as indicated by oscillatory *Dbp* expression in Hepa-1c1c and Hep3B cells (*P* = 0.027 and 0.004, respectively, JTK_Cycle test for rhythmicity^48^, Supplementary Fig. 1d and Supplementary Table 1). To determine whether loss of HNF4α altered the circadian expression of target genes, we treated AML12 cells with siRNA against both P1/P2 isoforms of *Hnf4a*. In addition, we inducibly knocked out HNF4α in the adult mouse liver using a previously described mouse model^27^. Reducing P1/P2-HNF4α expression in AML12 cells and healthy liver did not eliminate rhythmicity of the core clock genes, though *Dbp* was phase shifted in AML12 cells (Fig. 1h, Supplementary Fig. 1e, f, and Supplementary Table 1). In contrast, *Myc* expression was significantly increased in AML12 cells in the absence of P1/P2-HNF4α, and the HNF4α target genes, cyclin B1 (*Ccnb1*) and cyclin D1 (*Ccnd1*), which P1-HNF4α has been shown to repress at single time points^27^, showed robust rhythmicity in expression in the HNF4α KO liver (*P* = 0.0026 and *P* = 0.0075, respectively) (Fig. 1h and Supplementary Table 1), and an increase at the protein level (Supplementary Fig. 1g, h). Though the mechanisms are not known, HNF4α transcriptionally inhibited target genes at different phases. Being one of the most abundant hepatic transcription factors, HNF4α binds to over 20,000 locations in the genome^49^, and plausibly may activate or repress at different *zeitgeber* times based on the temporal array of different cofactors shared. Loss of P1/P2-HNF4α had no significant impact on the circadian expression of regulators of EMT, such as Snail (*Snai1*), Slug (*Snai2*), and E-cadherin (*Cdh1*), in either AML12 cells or the liver (Supplementary Fig. 1e, f and see Supplementary Table 1). To determine whether circadian de-repression of HNF4α target genes was BMAL1-dependent, we used siRNA to knockdown BMAL1 in the presence or absence of siRNA to *P1/P2-Hnf4a* and analyzed *Ccnd1* expression following serum shock in AML12 cells (Supplementary Fig.1i). Interestingly, while loss of BMAL1 or P1/P2-HNF4α both increased *Ccnd1* expression, co-treatment did not further augment the effect (Supplementary Fig. 1j). Thus, nontransformed cells as well as HNF4α-positive and -negative HCC cells can exhibit 24-h rhythmicity, and in nontransformed liver cells, P1/P2-HNF4α represses the circadian expression of *Myc*, *Ccnb1*, and *Ccnd1*, which are involved in cell growth and proliferation.

### Loss of HNF4α and BMAL1 co-expression in HCC

While BMAL1 and HNF4α are co-expressed in healthy hepatocytes and nontransformed hepatocyte-derived cell lines (Fig. 2a–c, Supplementary Fig. 1a, g, h), we found that cancer cells expressing P1/P2-HNF4α express little to no BMAL1. On the other hand, HCC that is devoid of HNF4α expresses high levels of BMAL1 mRNA and protein (Fig. 2a–c). Analysis of human HCC microarray data sets (R2: Genomics Analysis and Visualization Platform), revealed that *ARNTL* (BMAL1) and *HNF4A* are also inversely correlated at the level of mRNA expression in human HCC (*P* < 0.0017; *N* = 134) (Fig. 2d). Both 2D and 3D culture of HepG2 cells confirmed that while the HNF4α-positive HepG2-cells did not express BMAL1 (Supplementary Fig. 2a), HNF4α–deficient Hepa-1c1c7 spheroids robustly expressed Bmal1 (Fig. 2b, c and Supplementary Fig. 2b). HepG2 spheroids infected with a lentiviral construct for BMAL1 showed reduced HNF4α expression (Supplementary Fig. 2a), while Hepa-1c1c7 spheroids infected with an HNF4α-containing vector showed reduced BMAL1 expression in synchronized organoid cultures (Supplementary Fig. 2b), suggesting an inverse relationship between BMAL1 and HNF4α in liver cancer cells. Similarly, GFP-sorted HepG2 cells expressing GFP-BMAL1 showed reduced HNF4α, while GFP-sorted Hepa-1c1c7 cells expressing GFP-HNF4α showed reduced *Bmal1* mRNA abundance, confirming an inverse correlation between HNF4α and BMAL1 in the context of HCC (Supplementary Fig. 2c, d). To determine whether this apparent incompatibility of expression was present in spontaneous HCC, HCC from jet-lagged mice were stained with antibodies for BMAL1 and P1/P2-HNF4α. Spontaneous HCC from jet-lagged mice also revealed that high HNF4α expression coincided with low BMAL1 expression and vice versa (Fig. 2f). Finally, human HCC sections stained with antibodies to P1/P2-HNF4α and BMAL1 revealed the same inverse relationship (Fig. 2g and Supplementary Fig. 2e).

**Fig. 2:**
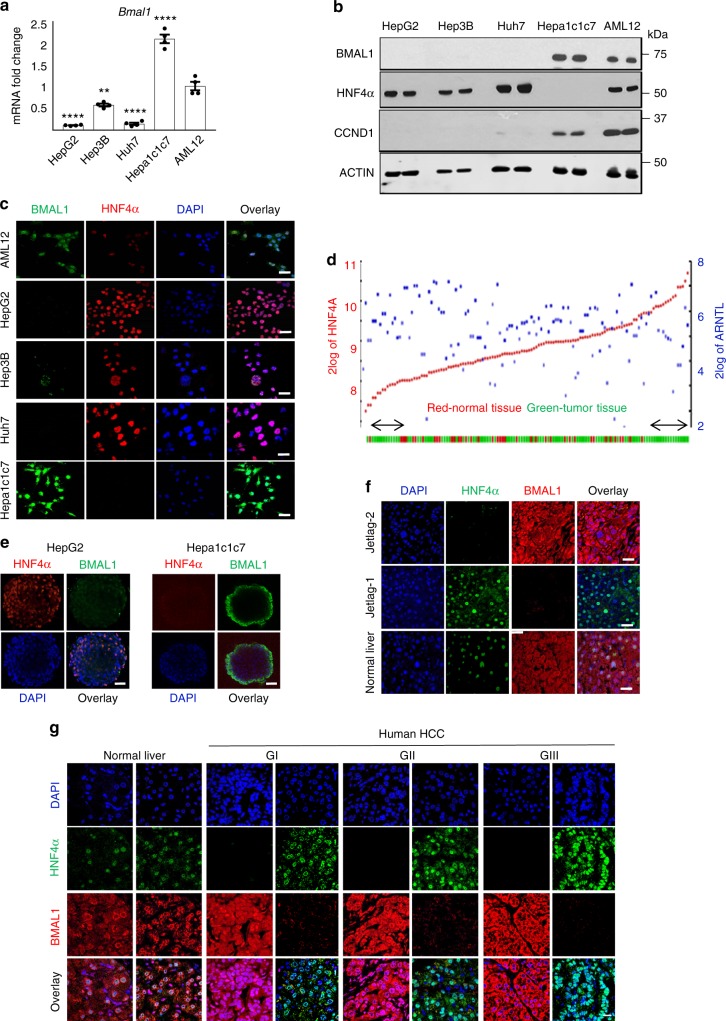
Inverse expression of HNF4α and BMAL1 in HCC. **a** RT-PCR reveals *ARNTL* (*BMAL1*) mRNA abundance in HCC and hepatoblastoma lines expressing varying levels of *P1/P2*-*Hnf4a* mRNA as well as the nontransformed hepatocyte cell line, AML12. Levels of *BMAL1* mRNA expression compared to AML12 cells, ^**^P < 0.001, ^****^P < 0.0001, one-way ANOVA test, Dunnett’s multiple comparisons test. (*N* = 4*)*. **b** Western blot reveals BMAL1, P1/P2-HNF4α, and CCND1 protein levels in HNF4α-positive and HNF4α-negative liver cancer lines as well as in nontransformed AML12 cells. **c** Staining of 2D HCC cells and AML12 cells with antibodies to BMAL1 and to P1/P2-HNF4α. Overlap with DAPI nuclear stain. **d** Human HCC microarray datasets reveal inverse gene expression of *HNF4a* and *ARNTL* (*BMAL1*) mRNA in HCC specimens (*P* < 0.0017) (*N* = 134). **e** Staining of 3D spheroids generated from HepG2 and Hepa-1c1c7 cells with antibody to P1/P2-HNF4α and BMAL1. Overlay with DAPI nuclear signal. **f** Staining of spontaneous mouse HCC from jet-lagged mice using antibodies to BMAL1 and P1/P2-HNF4α. Overlay with DAPI nuclear stain. **g** Human HCC specimens stained with antibodies for BMAL1 and P1/P2-HNF4α. Overlay with DAPI nuclear stain (G = tumor grade, increasing with number). Scale bar is 50 µm. Error bars = SEM

### P2-HNF4α is induced in HCC and has unique circadian activity

While the P1 promoter-driven isoform is mainly expressed in the liver of adult mice, both P1-HNF4α and P2-HNF4α are expressed in the normal gut^39,40,50^ (Supplementary Fig. 2F), where only the P1-HNF4α has tumor suppressive activity and aberrant expression of P2-HNF4α contributes to colitis-associated colon cancer^28,30^. P2-HNF4α is also found in HCC^39^, and has recently been associated with poor prognosis^51^. Using primers detecting only P1-HNF4α or P2-HNF4α we analyzed the expression of each isoform across normal and transformed liver cells. While Hepa-1c1c7 had no detectable P1- or P2-HNF4α, SNU449, HepG2, Hep3B, and Huh7 cells expressed both P1- and P2-HNF4α or only P2-HNF4 (SNU449). P2- HNF4α was not detectable in normal liver tissue (Fig. 3a). Antibodies specific to either P1-HNF4α or P2-HNF4α revealed that AML12 cells also do not express detectable P2-HNF4α, while all the HNF4α-positive cancer lines do (Fig. 3b, c). To determine whether P1-HNF4α is indeed responsible for the circadian transcriptional repression observed in Fig. 1h, HNF4α isoform-specific siRNA was administered to HepG2 cells. In control cells, robust oscillation of *P2-HNF4*a was observed (*P* = 0.0008), compared to *P1-HNF4a*, which did not oscillate (Fig. 3d and Supplementary Table 1). Loss of both P1- and P2-HNF4α resulted in a pronounced upregulation of BMAL1, CCND1, and CCNB1 proteins and an upregulation of the BMAL1 target *DBP*, as well as circadian induction of *CCND1* and *CCNB1* transcripts after serum synchronization (Supplementary Fig. 3a, b). Interestingly, knockdown of only the P1 isoform of HNF4α did not affect BMAL1 abundance, while CCND1 and CCNB1 were greatly induced and *CCND1* exhibited rhythmicity at the level of mRNA (*P* = 6.80E^−^^05^) (Fig. 3e, f). Overexpression of the P1 isoform in HNF4α-deficient Hepa-1c1c7 cells resulted in the inverse outcome, with the levels of CCND1 and CCNB1 being reduced at the mRNA and protein levels (Supplementary Fig. 3E). Remarkably, knockdown of only the P2 isoform resulted in a robust increase in BMAL1 protein, but no overall increase in cyclin gene expression, although there were differences at individual time points (Fig. 3g, h). Importantly, the loss of P1- or P2-HNF4α did not significantly affect the gene expression of the alternate isoform (Supplementary Fig. 3C). Knockdown of P2-HNF4α in SNU449, a human HCC line that exhibits only P2 expression, resulted in a similarly robust increase in BMAL1, while CCND1 was minimally affected (Fig. 3i, j). Together, these data indicate that the repressive effect of P1-HNF4α on cell cycle genes is circadian, and ectopic expression of P1-HNF4α can induce circadian transcriptional repression in normal and HCC cells. In contrast, P2-HNF4α reduces the expression of the circadian protein BMAL1 in HCC.

**Fig. 3:**
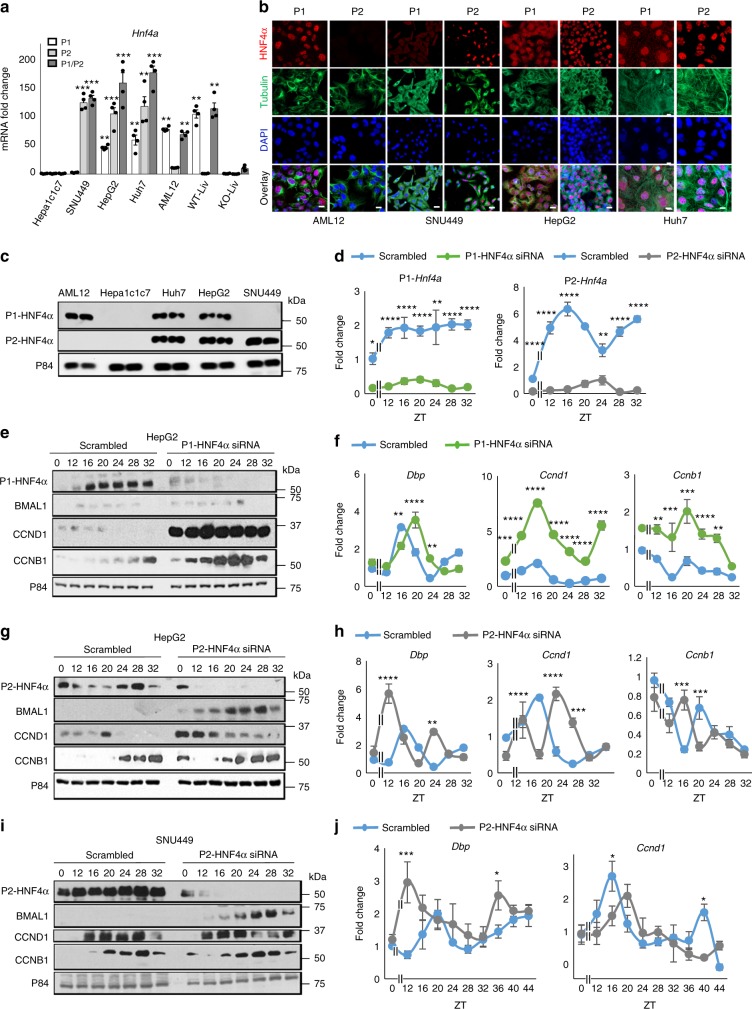
The P2 isoform of HNF4α is uniquely expressed in HCC and has distinct circadian activity. **a** RT-PCR reveals the mRNA abundance of *P1-HNF4a* and *P2-HNF4a* in hepatoblastoma and HCC lines, nontransformed AML12 cells, and wild-type (WT) and *Hnf4a* knockout (KO) liver tissues using primers to each isoform. **b** Staining of AML12, hepatoblastoma, and HCC cell lines with antibodies specific to P1-HNF4α or P2-HNF4α. Overlay with DAPI nuclear stain. **c** Western blot of lysates from AML12, hepatoblastoma, and HCC cell lines with antibodies specific to P1-HNF4α, P2-HNF4α, or P84 proteins. **d** RT-PCR reveals expression of *P1-HNF4a* or *P2-HNF4a* following serum synchronization in HepG2 cells and using siRNA specific to *P1-HNF4a* (left panel) or *P2*-*HNF4a* (right panel). **e** Western blot analysis showing P1-HNF4α, BMAL1, CCND1, and CCNB1 protein expression in HepG2 cells serum shocked and previously treated with siRNA specific to *P1*-*HNF4a* or with scrambled oligonucleotides. **f** RT-PCR reveals the expression of *DBP*, *CCND1*, and *CCNB1* following serum shock and knockdown of *P1*-*HNF4a* with specific siRNA or scrambled (Sc) oligonucleotides. **g** Western blot showing P2-HNF4α, BMAL1, CCND1, and CCNB1 protein expression following expression of scrambled or *P2-HNF4α*-specific siRNA oligonucleotides. **h** RT-PCR reveals the circadian expression of *DBP*, *CCND1*, and *CCNB1* following knockdown of P2-HNF4α. **i** Western blot showing P2-HNF4α, BMAL1, CCND1, and CCNB1 expression in SNU449 cells after serum shock and previously treated with scrambled oligonucleotides or siRNA oligonucleotides specific to P2-HNF4α. **j** RT-PCR reveals the expression of *DBP* and *CCND1* following the application of scrambled (Sc) or siRNA specific to the *P2-HNF4a* isoform in SNU449 cells. Two-way ANOVA, Sidak’s multiple comparisons test, ^*^P < 0.03, ^**^P < 0.005, ^***^P < 0.0005, ^****^P < 0.0001. (*N* = 4). Scale bar 50 µm. (See Supplementary Table 1 for JTK_Cycle Rhythmicity Statistics.) Error bars = SEM

### Circadian control of migration and invasion by HNF4α

Part of P1-HNF4α’s tumor suppressor activity has been attributed to its ability to repress genes involved in EMT^32,52^. To determine whether P1-HNF4α or P2-HNF4α differentially regulate EMT in transformed cells, single or double knockdown of P1-HNF4α and P2-HNF4α was performed in HepG2 cells prior to serum shock using siRNA. In contrast to AML12 cells, knockout of both P1-HNF4α and P2-HNF4α concomitantly in HepG2 cells resulted in depression of CDH1 expression, but activation of β-catenin *(CTNNB1), SNAI1*, and *SNAI2* (Supplementary Fig. 4b, c). Similarly, CDH1 was reduced following P1/P2-HNF4α inhibition while both phospho- and total β-catenin were increased (Supplementary Fig. 4b, c). Knockdown of only P1-HNF4α in HepG2 cells largely mimicked this result, with *CTNNB1*, *SNAI2*, and *SNAI1* mRNAs being increased in abundance throughout the circadian cycle, while CDH1 expression was reduced at both the mRNA and protein levels (Fig. 4a, b). Loss of P1-HNF4α in HepG2 cells also resulted in an increase β-catenin phosphorylation (Fig. 4b), while overexpression of P1-HNF4α in Hepa-1c1c7 cells had the opposite effect (Supplementary Fig. 4a, b). In contrast, knockdown of P2-HNF4α in HepG2 and SNU449 cells revealed that P2-HNF4α has differential circadian effects on EMT genes compared to the P1 isoform. For example, the mRNA and protein abundance of CDH1 was increased at specific time points in the absence of P2-HNF4α (Fig. 4c, e), while CTNNB1 protein was moderately decreased (Fig. 4d, f). Finally, in contrast to the loss of P1-HNF4α, knockdown of P2-HNF4α reduced *SNAI1* and *SNAI2* mRNA (Fig. 4c, e, and Supplementary Fig. 4f).

**Fig. 4:**
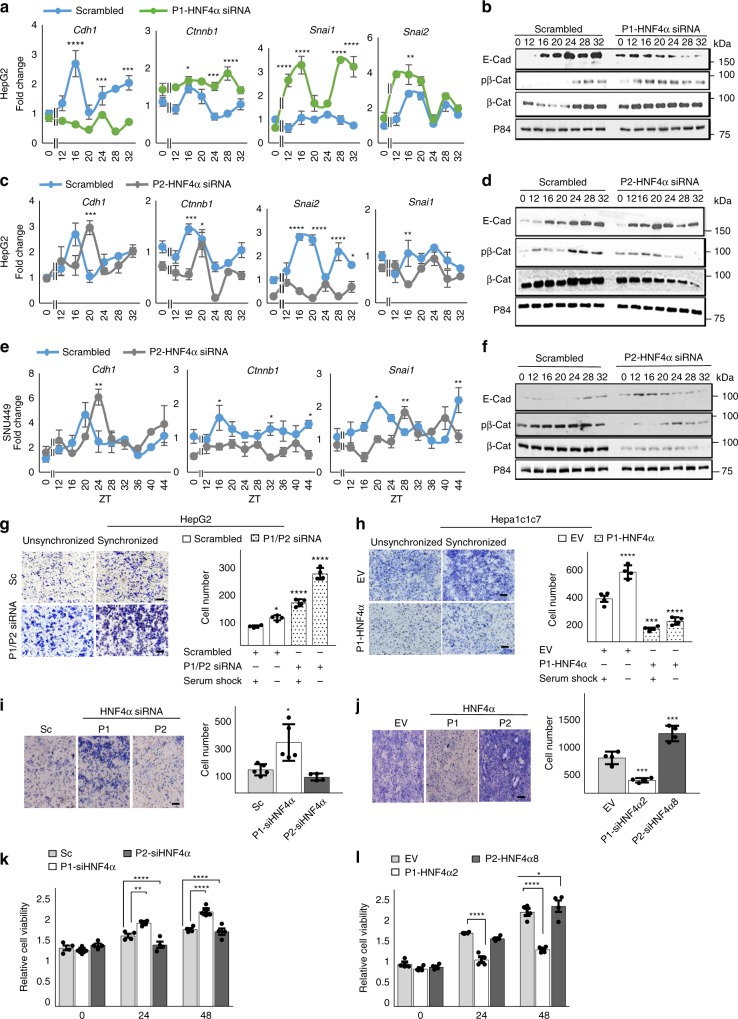
Circadian control of EMT by HNF4α is isoform specific. **a** RT-PCR reveals mRNA abundance of EMT genes *CDH1, CTNNB1, SNAI1*, and *SNAI2* after serum shock with prior application of scrambled oligonucleotides or siRNA specific to P1-HNF4α in HepG2 cells. **b** Western blot showing expression of CDH1, phosphorylated, and total β-catenin (CTNNB1, β-Cat), after P1-HNF4α knockdown followed by serum shock. **c** RT-PCR reveals expression of EMT genes following serum shock and prior application of scrambled or siRNA specific to *P2-HNF4a*. **d** Western blot showing expression of CDH1, phosphorylated and total β-Cat following knockdown of P2-HNF4α and serum shock. **e** RT-PCR reveals circadian expression of EMT genes *CDH1*, *CTNNB1*, and *SNAI1* after inhibition of P2-HNF4α using specific siRNA oligonucleotides in SNU449 cells. **f** Western blot showing the expression of CDH1 and phosphorylated and total β-Cat after P2-HNF4α knockdown following serum shock in SNU449 cells. Two-way ANOVA, Sidak’s multiple comparisons test, ^*^P < 0.03, ^**^P < 0.005, ^***^P < 0.0005, ^****^P < 0.0001, (*N* = 4). **g** Invasion assay reveals invaded unsynchronized or circadian synchronized HepG2 cells expressing scrambled or siRNA for *P1/P2-HNF4a*, 48 h after plating. Quantification, right panel. **h** Invaded unsynchronized or synchronized Hepa-1c1c7 cells following serum synchronization and prior overexpression of P1-HNF4α. Quantification, right panel. **i** Invaded synchronized HepG2 cells following application of scrambled (“Sc”), *P1-HNF4a*, or *P2-HNF4a* siRNA oligonucleotides. Quantification, right panel. **j** Invaded synchronized Hepa-1c1c7 cells following overexpression of P1-HNF4α or P2-HNF4α. Quantification, right panel. Compared to SC or EV at the same time: ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001, one-way ANOVA test, Dunnett’s multiple comparisons test. (*N* = 5). **k** Fold change in proliferating HepG2 cells following P1-HNF4α vs. P2-HNF4α knockdown at 24- and 48 h using MTT assay. **l** MTT assay reveals proliferating Hepa-1c1c7 cells after transfection with empty vector (EV), *P1-Hnf4a* (*Hnf4a2*) or *P2-Hnf4a* (*Hnf4a8*) at 24- and 48 h using MTT assay. Comparing SC/EV to P1/P2-siHNF4α or between P1-siHNF4α and P2-siHNF4α: Two-way ANOVA, Sidak’s multiple comparisons test, ^*^P < 0.03, ^**^P < 0.005, ^***^P < 0.0005, ^****^P < 0.0001, (*N* = 6). Scale bar 100 µm. (See Supplementary Table 1 for JTK_Cycle Rhythmicity Statistics.) Error bars = SEM

To determine whether loss of P1-HNF4α vs. P2-HNF4α differentially affected EMT, HepG2 cells were infected with siRNA to both or single HNF4α isoforms prior to circadian synchronization and invasion assays, wherein the ability of cells to migrate through Matrigel toward a chemoattractant was measured. Knockdown of P1/P2-HNF4α resulted in an increase in the invasiveness of HepG2 cells (Fig. 4g), congruent with previously published results showing that P1 overexpression in cells reduces invasion^32^. Circadian synchronization positively affected invasion, though the reasons for this are unclear. Ectopic BMAL1 expression in HepG2 cells decreased their invasive potential, which was largely recovered by concomitant knockdown of P1/P2-HNF4α (Supplementary Fig. 4g). Overexpression of P1-HNF4α in HNF4α-deficient Hepa-1c1c7 cells produced an inverse phenotype, with cells invading less in both unsynchronized and synchronized conditions (Fig. 4h). When HepG2 cells were transfected with siRNA to only P1-HNF4α or P2-HNF4α, invasiveness of the cells was only increased after losing expression of the P1 isoform (Fig. 4i), and P1-HNF4α vs. P2-HNF4α overexpression in HNF4α-deficient Hepa-1c1c7 cells revealed a loss of invasion only after P1-HNF4α but not P2-HNF4α overexpression (Fig. 4j).

To determine whether HNF4α isoform-specific expression differentially affects cell proliferation, MTT assays (colorimetric assays designed to assess cell viability) were performed on HepG2 cells lacking both P1/P2 (Supplementary Fig. 4h) or each individual isoform (Fig. 4k and Supplementary Fig. 4i), or on Hepa-1c1c7 overexpressing one or the other isoform (Fig. 4l and Supplementary 4j). Knockdown of both isoforms resulted in an increase in HepG2 cell proliferation at 24- and 48 h (Supplementary Fig. 4h), which was due to the loss of the P1 isoform, as demonstrated by application of isoform-specific siRNAs (Fig. 4k). Overexpression of P1-HNF4α reduced the number of viable Hepa-1c1c7 cells at both time points, while overexpression of P2 had no effect (Fig. 4l). Thus, P1-HNF4α functions as a repressor of EMT and cell proliferation in HCC, but P2-HNF4α does not.

### The P1 isoform of HNF4α is aberrantly localized in HCC

Based on the specific circadian expression of the P2-HNF4α isoform and its inverse pattern of expression with BMAL1 in the context of HNF4α-expressing HCC, we examined the subcellular localization P1-HNF4α and P2-HNF4α in HCC under conditions in which they are co-expressed. P1-HNF4α, but not P2-HNF4α, has previously been demonstrated to be phosphorylated directly by SRC kinase^40^, which leads to trafficking from the nucleus to the cytoplasm. Subcellular fractionation of AML12 cells and HCC lines revealed that while nontransformed AML12 cells express P1-HNF4α only in the nuclear compartment, P1-HNF4α is present in the cytoplasmic fraction of cancer cells (Fig. 5a). In contrast, P2-HNF4α resides in the nuclear and chromatin compartments of HCC cells (Fig. 5a). Based on the inverse expression of P2-HNF4α and BMAL1 in liver cancer, liver samples were attained from P2-HNF4α-only expressing mice (α7HMZ mice)^50^ to determine whether BMAL1 levels were affected in an otherwise normal liver. Fractionation of livers from α7HMZ mice revealed that BMAL1 was reduced in both the cytoplasmic and nuclear compartments, and also in whole cell lysates (Fig. 5b; for quantification, see Supplementary Fig. 5A).

**Fig. 5:**
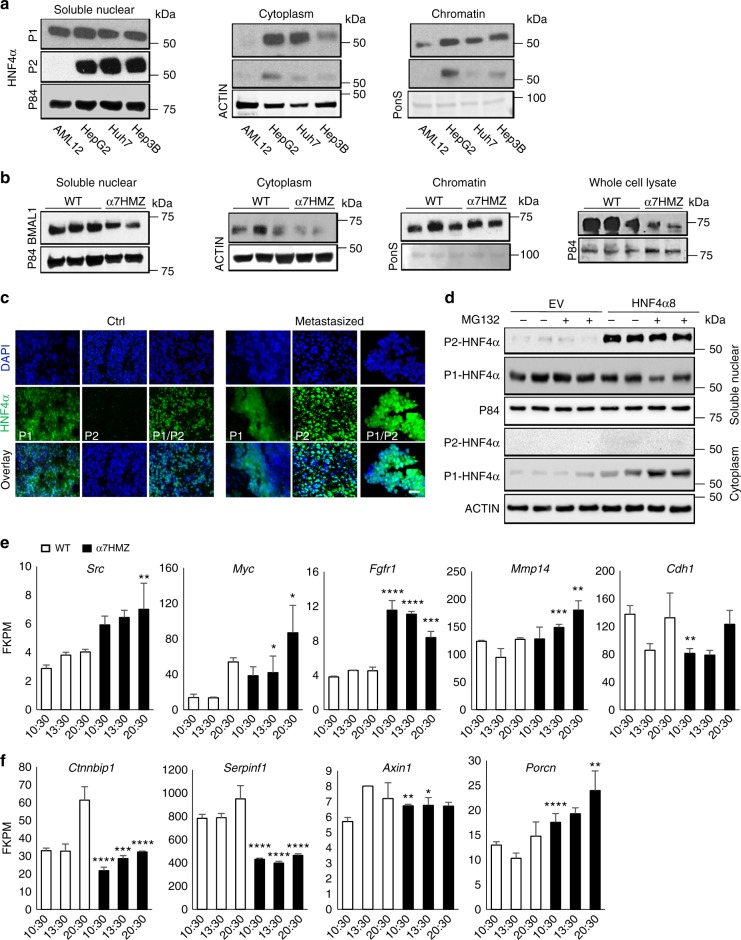
Altered subcellular localization of HNF4α isoforms in HCC. **a** Western blot shows the expression of P1-HNF4α and P2-HNF4α in the soluble nuclear, cytoplasmic, and chromatin fractions of AML12, hepatoblastoma, and HCC lines. **b** Western blot showing the expression of BMAL1 in cellular compartments and whole cell lysates of mice expressing exclusively P1-HNF4α (WT) or P2-HNF4α (α7HMZ mice) (PonS = ponceau S). **c** Immunofluorescence of control tissue and metastasized human HCC specimens with antibodies specific to P1-HNF4α, P2-HNF4α, or to P1/P2-HNF4α. **d** Western blot showing P2-HNF4α and P1-HNF4α localization to the soluble nuclear compartment or the cytoplasm following overexpression of P2-HNF4α in AML12 cells. **e** FKPM counts from RNA-seq for *Src*, *Myc*, *Fgfr1*, *Mmp14*, and *Cdh1* mRNAs in WT or αHMZ livers. **f** FKPM counts from RNA-seq for *Ctnnbip1*, *Serpinf1*, *Axin1*, and *Porcn* in WT or αHMZ livers. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001, (*N* = 3). Scale bar is 50 µm. Error bars = SEM

To further determine the degree to which P1-HNF4α subcellular localization is impacted in HCC, human HCC was stained with antibodies specific for either the P1- or P2-HNF4α isoforms and compared to sections stained with the P1/P2-HNF4α antibody. The staining revealed that while only P1-HNF4α is expressed in normal tissue, P2-HNF4α is predominantly expressed in HCC specimens (Fig. 5c and Supplementary Fig. 5b). While some P1-HNF4α was detected in human HCC, nuclear staining was considerably reduced compared to control tissue (Fig. 5c). To determine whether expression of P2-HNF4α can affect P1-HNF4α subcellular localization, AML12 cells were transfected with P2-HNF4α (HNF4α8) and analyzed by immunofluorescence (Supplementary Fig. 5c) and by Western blot analysis (Fig. 5d). P2-HNF4α overexpression resulted in a pronounced cytoplasmic export of P1-HNF4α, which was accentuated when cells were treated with MG132 (Fig. 5d and Supplementary Fig. 5c). Thus, under conditions of P1-HNF4α and P2-HNF4α co-expression, P2-HNF4α becomes the predominantly nuclear-localized isoform (Fig. 5d).

To determine whether livers expressing only P2-HNF4α showed global alterations in gene expression consistent with those observed in P2-HNF4α-expressing HCC, RNA-seq was performed on WT and α7HMZ livers at three different *zeitgeber* times. 

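The livers came from WT mice and from α7HMZ mice, whose Hnf4a gene makes only P2-HNF4α. Male mice were fed ad libitum and killed at 10:30 (ZT 3.5), 13:30 (ZT 6.5) or 20:30 (ZT 13.5). A further group of each genotype was fasted for 12 h and killed at 10:30. Each of the 8 groups held 3 mice and each mouse gave 1 poly(A) RNA library, which makes 24 libraries. The fasted groups are not part of Fig. 5 and are described after the article. The authors aligned single-end reads to the mouse genome mm10 with TopHat v2.1.1, kept reads with 1 unique alignment, and counted reads per gene with HTSeq v0.6.1. The deposited counts were used here as they are. Total counts in WT livers ranged from 12973444 to 23175751 at 10:30 (median 16551516), from 16200783 to 28445590 at 13:30 (median 20628451) and from 8545959 to 22197032 at 20:30 (median 19058751). In α7HMZ livers they ranged from 10655650 to 24602090 at 10:30 (median 17142231), from 14699690 to 22557384 at 13:30 (median 21359672) and from 15256970 to 22850811 at 20:30 (median 16111762). The paper's reported mean is about 50 M sequenced reads per sample, and the values here rest on the counted reads. Hnf4a was counted over the whole gene, so its count does not separate P1 from P2 transcripts and does not check the genotype. It reached 717 ± 64.8 CPM (the count scaled to library size) in WT and 989 ± 168 CPM in α7HMZ livers at 10:30, 1041 ± 64.3 and 908 ± 111 CPM at 13:30, and 803 ± 194 and 1134 ± 148 CPM at 20:30 (mean ± SD, n = 3 mice each). Its log2 fold change was 0.46 (SE 0.17, edgeR adjusted p = 0.0629) at 10:30, -0.20 (SE 0.17, adjusted p = 0.53) at 13:30 and 0.50 (SE 0.17, adjusted p = 0.0443) at 20:30. Genotypes were compared with edgeR's quasi-likelihood test on the 18 fed libraries, with TMM normalization and Benjamini-Hochberg adjustment over the 13334 genes that passed edgeR's filter on low counts. CPM values in the text are scaled by TMM over all 24 libraries. The deposited FPKM equal the count divided by a DESeq2 size factor and by a whole-number length per gene. These lengths have a median of 390 bases, against 3054 bases for the annotated transcripts of the same genes, so FPKM were not compared between genes. In α7HMZ replicate 1 at 10:30, the ribosomal RNA transcript Rn45s took 50.8% of the counts. The bile duct keratin Krt19 reached 14.3 and 12.6 CPM in α7HMZ replicates 1 and 3 and 18.5 CPM in WT replicate 2 at 20:30, and at most 2.12 CPM in the other fed livers except WT replicate 3 at 20:30, which had 4.30 CPM.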

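Many genes of cholesterol synthesis, of bile acid synthesis and transport, and of fatty acid and triglyceride synthesis were lower in α7HMZ than in WT livers. Many cytochrome P450 genes were lower too. The genes of cholesterol synthesis were the most uniform group, with 20 of 23 tested members lower and 3 that did not pass, in the average over the 3 fed times. Of 36 cytochrome P450 genes of xenobiotic metabolism, 21 were lower and 6 were higher. Among them Cyp2c50 fell by 4.89 (SE 0.14) on the log2 scale and Cyp2a12 by 3.58 (SE 0.12), while the female-biased Cyp2b9 rose by 4.88 (SE 0.22). These genes, like the Mup genes, have close paralogs with which they can share reads, so their single values are uncertain. Across all genes tested, 1776 were higher and 1760 were lower in the average over the 3 times (2265 higher and 1499 lower under upper quartile scaling). At the single times, 1115 were higher and 1197 lower at 10:30, 825 higher and 881 lower at 13:30, and 1105 higher and 1446 lower at 20:30 (1060 and 705 at 13:30 and 1354 and 1153 at 20:30 under upper quartile scaling). The counts higher were 660, 571 and 698 at 10:30 without WT replicates 1, 2 and 3. At 13:30 they were 446 and 519 without WT replicates 1 and 3. Without α7HMZ replicates 1, 2 and 3 they were 543, 478 and 547. At 20:30, 544 were higher and 852 lower without WT replicate 3. Calls shared by the 3 times numbered 183 higher and 410 lower genes, where independent lists of the same sizes would share 5.72 and 8.58. Of 40 hepatocyte genes listed as targets of HNF4α, 24 were lower and 2 higher (27 lower and 3 higher when adjusted over the list alone). They include Nr1i3, which encodes the xenobiotic receptor CAR and had a log2 fold change of -3.72 (SE 0.12), and the apolipoprotein genes Apoc2 (-1.73, SE 0.071) and Apoa4 (-3.96, SE 0.21). Of 26 genes of bile acid synthesis and transport, 14 were lower and 2 higher (15 and 3 when adjusted over the list alone). Cyp8b1, the sterol 12α-hydroxylase, had a log2 fold change of -3.45 (SE 0.27). Of 25 genes of fatty acid and triglyceride synthesis, 15 were lower and 1 higher (17 and 1 when adjusted over the list alone), among them Scd1 at -1.80 (SE 0.16) and Acacb at -1.35 (SE 0.13). Adjusted over the list alone, 22 cholesterol genes were lower, and the P450 counts were again 21 lower and 6 higher. Each of these 5 lists was lower than the other genes in limma's camera test with a preset correlation of 0.01 (adjusted p at most 1.99e-05). With an estimated correlation the adjusted p was 0.208 for cholesterol synthesis, 0.117 for HNF4α targets, and 0.138 for the P450, bile acid and fatty acid lists. Genes that differ between male and female livers moved too. Of 23 male-biased genes 13 were lower and 2 higher, and of 24 female-biased genes 11 were higher and 3 lower (13 and 2, and 12 and 3, when adjusted over each list alone). Mup7, a male-biased urinary protein gene, had a log2 fold change of -5.34 (SE 0.34), and the female-biased Cyp2b13 one of 4.83 (SE 0.24). In camera the male-biased list was lower (adjusted p = 1.99e-05, and adjusted p = 0.208 with an estimated correlation) and the female-biased list higher (adjusted p = 0.00151, and adjusted p = 0.168 with an estimated correlation). Of 31 cell cycle genes 2 were higher and 4 lower, and of 29 genes of EMT and invasion 2 were higher and 3 lower (2 and 3 for either list when adjusted over the list alone). The 2 higher EMT genes were Fgfr1 and Mmp14 of Fig. 5e, so that count is not independent of the figure. Under upper quartile scaling 3 cell cycle genes were higher and 2 lower, and the EMT counts were 4 higher and 2 lower with GC content and full quantile offsets and 1 higher and 7 lower without the libraries with the most Rn45s, Krt19 or Ctrb1. In that setting 12 of 15 Kupffer cell and 11 of 15 sinusoidal endothelial markers were lower too. At 10:30, 1 EMT gene was higher and 7 lower. At 13:30, 3 were higher, and at 20:30, 1 was higher and 1 lower. GC content and full quantile offsets are a kind of normalization that the methods of the paper name, made here without its EDASeq package. With these offsets 13 HNF4α targets were lower and 8 higher, and 8 genes of fatty acid synthesis were lower and 1 higher. Without the 4 fed libraries with the most Rn45s, Krt19 or Ctrb1, a pancreatic enzyme transcript (α7HMZ replicate 1 at 10:30, and WT replicate 2 and α7HMZ replicates 1 and 3 at 20:30), 481 genes were higher and 668 lower at 20:30, where 1 α7HMZ and 2 WT mice remain and other groups give the spread, and 17 cholesterol and 20 P450 genes were lower in the average.

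**Figure D1:**
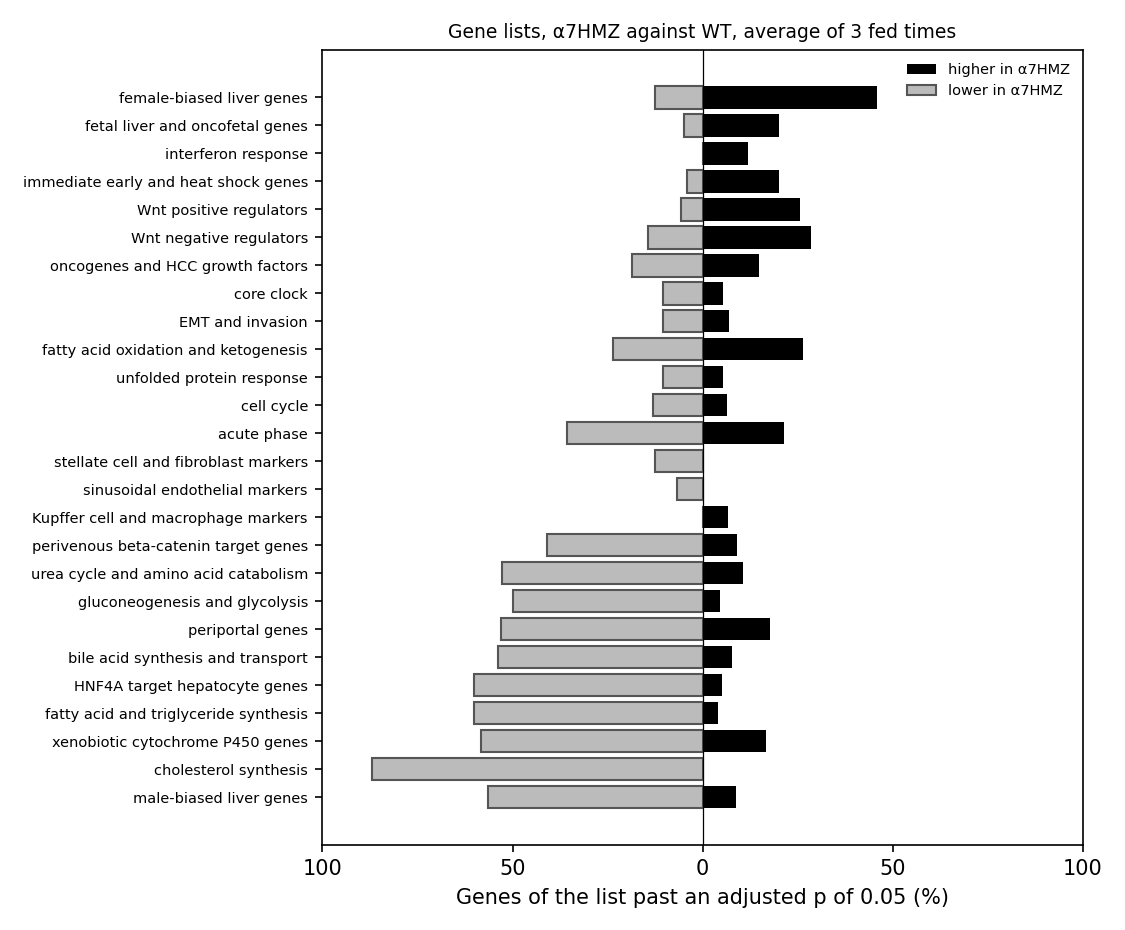
Bars give the percent of each list's tested genes that were higher (black, right) or lower (grey, left) in α7HMZ than in WT livers at an edgeR adjusted p under 0.05, averaged over the 3 fed times with 3 mice per group and time. Lists with at least 15 tested genes are drawn, ordered by median log2 fold change, with 20 of 23 cholesterol genes on the lower side.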

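The clock genes Arntl and Dbp differed between α7HMZ and WT livers in a direction that changed with the time of day. Arntl, which encodes BMAL1, was lower in α7HMZ livers at 10:30, with 11.9 ± 4.86 CPM against 24.3 ± 1.18 CPM, and higher at 20:30, with 17.0 ± 8.15 CPM against 7.19 ± 1.73 CPM (mean ± SD, n = 3 mice each). Dbp, a target gene of CLOCK and BMAL1, had the opposite signs, with 13.9 ± 9.04 CPM in α7HMZ and 6.30 ± 1.45 CPM in WT livers at 10:30 and 6.19 ± 1.44 and 19.6 ± 4.49 CPM at 20:30. The α7HMZ livers at 10:30 had 3.79, 16.5 and 21.3 CPM of Dbp, of which replicate 1, the library with the most Rn45s, lay below every WT liver. Clock, which encodes the partner of BMAL1, was higher at 20:30 by 0.71 on the log2 scale (SE 0.13, edgeR adjusted p = 6.65e-04). The log2 fold change of Arntl was -1.0 (SE 0.28, edgeR adjusted p = 0.018) at 10:30, -0.90 (SE 0.39, adjusted p = 0.154) at 13:30 and 1.28 (SE 0.29, adjusted p = 0.00531) at 20:30. That of Dbp was 1.18 (SE 0.38, edgeR adjusted p = 0.0367) at 10:30, 0.0055 (SE 0.32, adjusted p = 0.997) at 13:30 and -1.70 (SE 0.37, adjusted p = 0.00382) at 20:30. Dbp was most abundant at 13:30, with 112.9 ± 14.1 CPM in α7HMZ and 112.5 ± 13.9 CPM in WT livers. Of 19 core clock genes tested, 4 passed the edgeR test for a genotype difference that changes with time, Arntl, Clock and Dbp among them. In the average over the times, 1 clock gene was higher and 2 were lower, with the same counts when adjusted over the list alone (3 and 2 without the libraries with the most Rn45s, Krt19 or Ctrb1). Arntl did not pass in this average, with a log2 fold change of -0.21 (SE 0.19, edgeR adjusted p = 0.453). Clock (0.062, adjusted p = 0.577) and Dbp (-0.17, adjusted p = 0.596) did not pass in it either. The paper reports reduced BMAL1 protein in α7HMZ livers by western blot, which was not analysed here. The test of genotype by time called 665 genes in all. This number was 1201 without the libraries with the most Rn45s, Krt19 or Ctrb1, which leaves 1 α7HMZ mouse at 20:30, and leaving out single libraries gave from 114 genes (without WT replicate 2 at 10:30) to 1884 genes (without α7HMZ replicate 1 at 10:30). The libraries at 10:30 were on another flow cell than those at 13:30 and 20:30.

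**Figure D2:**
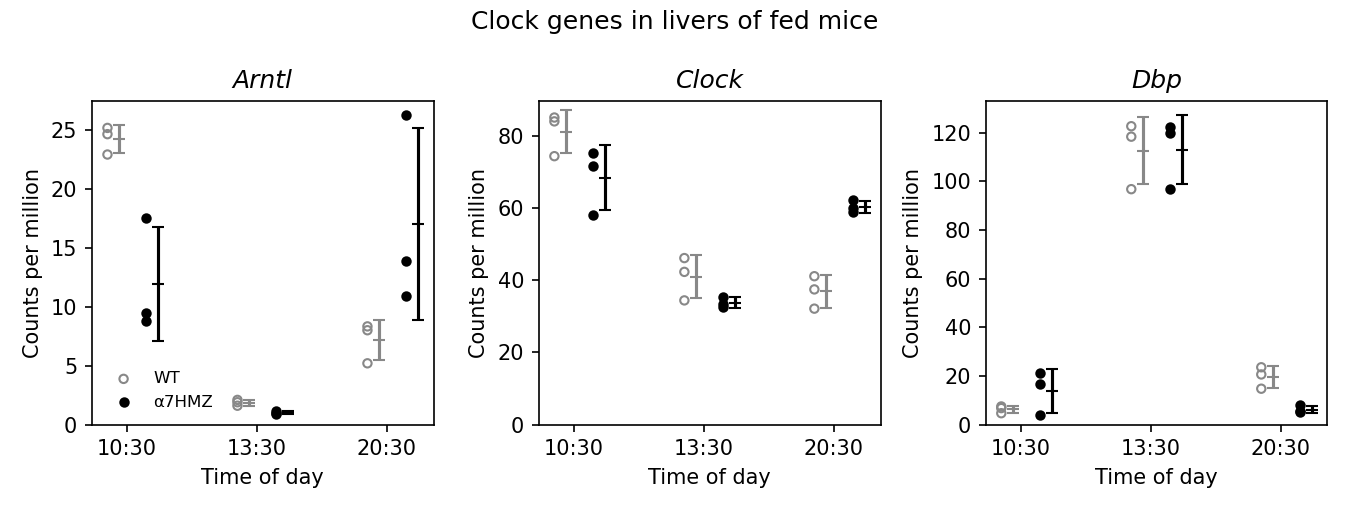
CPM of Arntl, Clock and Dbp by time of day in fed WT (open circles) and α7HMZ (filled circles) mice. Each circle is 1 mouse, and bars beside the circles show the mean and SD of 3 mice. The filled circles of Arntl lie lower at 10:30 and higher at 20:30, around means of 11.9 and 17.0 CPM against 24.3 and 7.19 CPM in WT mice.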

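Fgfr1, which encodes a fibroblast growth factor receptor, was higher in α7HMZ than in WT livers at each of the 3 times. At 10:30 it reached 20.1 ± 3.61 CPM in α7HMZ livers and 6.59 ± 0.25 CPM in WT livers (mean ± SD, n = 3 mice each). At 13:30 the values were 19.3 ± 0.907 and 7.89 ± 0.12 CPM, and at 20:30 they were 14.5 ± 2.00 and 7.81 ± 1.19 CPM. The gene lies on chromosome 8 of mm10 from 25513654 to 25575718. Its log2 fold change was 1.61 (SE 0.15, edgeR adjusted p = 4.07e-07) at 10:30, 1.29 (SE 0.14, adjusted p = 4.20e-06) at 13:30 and 0.91 (SE 0.15, adjusted p = 2.86e-04) at 20:30. A change of this difference with the time of day did not pass the test of genotype by time (edgeR adjusted p = 0.0928). Among 27 oncogenes and growth factor genes of HCC, Fgfr1 had the smallest p. Of the 27, 4 were higher and 5 lower in the average over the times, with the same counts when adjusted over the list alone (5 higher and 4 lower with GC content and full quantile offsets). The receptor genes Fgfr3 and Erbb3 had log2 fold changes of -1.08 (SE 0.13) and -1.11 (SE 0.14), and Fgfr2 one of 0.45 (SE 0.079).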

A comparison of the normalized FPKMs (Fragments Per Kilobase of transcript per Million mapped reads) revealed a pronounced upregulation of *Fgfr1*, a receptor known to be associated with HCC progression and metastasis^53^ (Fig. 5e). Similarly, the matrix metallopreoteinase *Mmp14*, whose transcriptional regulation by HNF4α has been reported to be involved in metastasis^54^, was increased at several time points in α7HMZ mice. α7HMZ livers showed a downregulation of *Cdh1* at some time points, suggesting an altered circadian phase in the absence of P1-HNF4α. 

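Mmp14, which encodes a membrane-bound matrix metalloproteinase, was higher in α7HMZ than in WT livers at 13:30, with 24.6 ± 1.67 CPM against 15.5 ± 4.55 CPM (mean ± SD, n = 3 mice each). At 20:30 its level was 29.7 ± 4.57 CPM in α7HMZ and 20.9 ± 0.642 CPM in WT livers, and at 10:30 it was 21.1 ± 6.15 and 20.3 ± 0.569 CPM. Cdh1, which encodes E-cadherin, was lower in α7HMZ livers at 10:30, with 14.2 ± 2.02 CPM against 24.0 ± 3.83 CPM. Its levels at 13:30 were 13.8 ± 2.07 CPM in α7HMZ and 14.9 ± 2.84 CPM in WT livers, and at 20:30 they were 21.5 ± 5.83 and 23.1 ± 10.8 CPM. The log2 fold change of Mmp14, a gene on chromosome 14 of mm10 from 54431612 to 54445364, was 0.67 (SE 0.20, edgeR adjusted p = 0.0298) at 13:30. It was 0.51 (SE 0.20, adjusted p = 0.0784) at 20:30 and 0.05 (SE 0.20, adjusted p = 0.912) at 10:30, and in the average over the times it was 0.41 (SE 0.11, adjusted p = 0.0118), from edgeR. Cdh1, on chromosome 8 from 106603351 to 106670246, had a log2 fold change of -0.76 (SE 0.26, edgeR adjusted p = 0.0473) at 10:30, -0.12 (SE 0.25, adjusted p = 0.837) at 13:30 and -0.06 (SE 0.25, adjusted p = 0.89) at 20:30, and -0.32 (SE 0.15, adjusted p = 0.123) in the average. A difference between times was not shown for either gene, with an edgeR adjusted p for genotype by time of 0.263 for Mmp14 and 0.303 for Cdh1. The call of Mmp14 at 13:30 ended without WT replicate 1 (log2 fold change 0.44, adjusted p = 0.153), α7HMZ replicate 1 (0.62, adjusted p = 0.0967) or α7HMZ replicate 2 (0.63, adjusted p = 0.0991) in edgeR. The call of Cdh1 at 10:30 ended under upper quartile scaling (adjusted p = 0.0552), with all 24 libraries in 1 edgeR fit (adjusted p = 0.0621), with a replicate block (adjusted p = 0.0605), and without WT replicates 1 or 2 or α7HMZ replicates 2 or 3 (adjusted p from 0.11 to 0.163).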

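Src, which encodes a non-receptor tyrosine kinase, was higher in α7HMZ than in WT livers at 10:30 and 20:30. At 10:30 it reached 2.82 ± 0.535 CPM in α7HMZ and 1.36 ± 0.198 CPM in WT livers (mean ± SD, n = 3 mice each). At 13:30 its level was 3.06 ± 0.407 CPM in α7HMZ and 1.80 ± 0.157 CPM in WT livers. At 20:30 it was 3.32 ± 1.47 and 1.91 ± 0.147 CPM. Src was rare in these livers, with 14 to 107 counts per fed library. It lies on chromosome 2 of mm10 from 157418444 to 157471862, at a distance of 6.09 Mb from Hnf4a. The log2 fold change was 1.02 (SE 0.30, edgeR adjusted p = 0.0238) at 10:30, 0.76 (SE 0.27, adjusted p = 0.0722) at 13:30 and 0.84 (SE 0.28, adjusted p = 0.0455) at 20:30. Averaged over the times it was 0.87 (SE 0.16, adjusted p = 4.96e-04), and the difference between times did not pass (adjusted p = 0.873), both from edgeR. At 20:30, α7HMZ replicates 1, 2 and 3 had 4.27, 1.62 and 4.06 CPM of Src. Without the libraries with the most Rn45s, Krt19 or Ctrb1 the log2 fold change at 20:30 was -0.16 (edgeR adjusted p = 0.804), with 1 α7HMZ mouse left, replicate 2, and the spread taken from other groups, and the call at 20:30 also ended without WT replicates 1, 2 or 3 (adjusted p = 0.121, 0.064 and 0.13), without α7HMZ replicates 1 or 3 (adjusted p = 0.193 and 0.152), with the 20:30 libraries alone (adjusted p = 0.156), with all 24 libraries in 1 fit (adjusted p = 0.0901), with a replicate block (adjusted p = 0.063) and with GC content and full quantile offsets (adjusted p = 0.0575). The call at 10:30 ended with all 24 libraries in 1 edgeR fit (adjusted p = 0.0508), without WT replicates 1, 2 or 3 (adjusted p = 0.0506, 0.0648 and 0.0773) and without α7HMZ replicates 2 or 3 (adjusted p = 0.0975 and 0.0517), while at 13:30 the difference passed with the 13:30 libraries alone (adjusted p = 0.0224).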

Interestingly, expression of *Src* was elevated in α7HMZ livers, which could in part explain the nuclear export of P1-HNF4α in P2-HNF4α-positive HCC^40^. 

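Myc, a transcription factor gene that drives cell growth, was higher in α7HMZ than in WT livers in the average over the 3 fed times, with a log2 fold change of 1.29 (SE 0.34, edgeR adjusted p = 0.00833). Its level was 10.8 ± 5.02 CPM in α7HMZ and 3.82 ± 1.84 CPM in WT livers at 10:30 (mean ± SD, n = 3 mice each). At 13:30 it was 11.8 ± 9.10 and 3.75 ± 0.374 CPM, and at 20:30 it was 24.2 ± 14.7 and 15.0 ± 2.08 CPM. The α7HMZ livers differed from each other more than the WT livers did at 13:30 and 20:30. At 10:30 the α7HMZ livers had 9.78, 16.25 and 6.36 CPM and the WT livers 2.16, 3.51 and 5.79 CPM. At 13:30 the α7HMZ livers had 2.42, 20.6 and 12.3 CPM, and at 20:30 they had 35.6, 7.54 and 29.5 CPM. Myc lies on chromosome 15 of mm10 from 61985391 to 61990374. At single times the log2 fold change did not pass the threshold, at 1.54 (SE 0.63, edgeR adjusted p = 0.103) for 10:30, 1.64 (SE 0.59, adjusted p = 0.08) for 13:30 and 0.70 (SE 0.55, adjusted p = 0.402) for 20:30. Of the cell cycle genes that the paper names elsewhere, Ccnd1 encodes cyclin D1. In the average over the times it had a log2 fold change of -0.35 (SE 0.12, edgeR adjusted p = 0.0333). At single times Ccnd1 passed at 13:30 (-0.70, edgeR adjusted p = 0.0226). It did not pass at 10:30 (-0.22, adjusted p = 0.508) or 20:30 (-0.13, adjusted p = 0.698). Ccnb1, which encodes cyclin B1, was too rare to be tested. Without α7HMZ replicate 1 the difference in Myc at 13:30 was 2.12 (edgeR adjusted p = 0.00951) and without α7HMZ replicate 2 it was 0.91 (adjusted p = 0.452), and with only the 10:30 libraries in the fit the adjusted p at 10:30 was 0.0384. Without the libraries with the most Rn45s, Krt19 or Ctrb1 the log2 fold change at 20:30 was -1.01 (edgeR adjusted p = 0.483), from 1 α7HMZ mouse, replicate 2, with the spread taken from other groups, and it was 0.31 (adjusted p = 0.776) without α7HMZ replicate 1 alone and 1.12 (adjusted p = 0.135) without α7HMZ replicate 2 alone.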

Finally, *Myc* abundance was increased in P2-HNF4α expressing livers, consistent with increased proliferation of HCC expressing the P2 isoform.

HNF4α has previously been linked to the Wnt/β-catenin pathway and the isoforms show distinct recruitment to genes involved in Wnt/β-catenin signaling^30^. To examine whether Wnt/β-catenin signaling might be different in α7HMZ livers, RNA-seq data was analyzed for changes in expression of genes involved in this pathway. 

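In α7HMZ livers Porcn was higher than in WT livers at 13:30 and 20:30, Ctnnbip1 was lower at 10:30 and 20:30, Serpinf1 was lower at all 3 times, and Axin1 passed the test at none. Porcn encodes the enzyme that attaches palmitoleate to Wnt proteins before secretion. It reached 5.26 ± 0.571 CPM in α7HMZ and 2.79 ± 0.496 CPM in WT livers at 13:30 and 6.52 ± 1.92 and 4.00 ± 1.35 CPM at 20:30 (mean ± SD, n = 3 mice each). Ctnnbip1, whose protein keeps β-catenin from TCF factors, fell from 7.88 ± 0.613 to 5.22 ± 0.782 CPM at 10:30 and from 14.6 ± 2.97 to 7.73 ± 0.254 CPM at 20:30. Porcn, on chromosome X of mm10 from 8193848 to 8206525, had log2 fold changes of 0.92 (SE 0.23, edgeR adjusted p = 0.0111) at 13:30 and 0.76 (SE 0.23, adjusted p = 0.0303) at 20:30, and one of 0.43 (SE 0.24, adjusted p = 0.241) at 10:30. Those of Ctnnbip1, on chromosome 4 from 149518236 to 149566437, were -0.60 (SE 0.18, edgeR adjusted p = 0.0273) at 10:30, -0.20 (SE 0.17, adjusted p = 0.528) at 13:30 and -0.91 (SE 0.17, adjusted p = 0.001) at 20:30. Axin1, a scaffold of the β-catenin destruction complex on chromosome 17 from 26138688 to 26195811, had 22.0 ± 0.758 CPM in α7HMZ and 18.6 ± 1.73 CPM in WT livers at 10:30, 22.2 ± 2.97 and 26.1 ± 0.142 CPM at 13:30, and 21.9 ± 1.23 and 23.5 ± 5.69 CPM at 20:30. Its log2 fold changes of 0.24, -0.23 and -0.11 had edgeR adjusted p values of 0.269, 0.331 and 0.617. In the average over the times Porcn had a log2 fold change of 0.70 (SE 0.13, edgeR adjusted p = 6.38e-04), Ctnnbip1 one of -0.57 (SE 0.099, adjusted p = 2.44e-04) and Axin1 one of -0.034 (SE 0.081, adjusted p = 0.8). Of 35 positive regulators of Wnt signaling, 9 were higher and 2 lower in the average over the times, among them the ligand genes Wnt5a at 1.30 (SE 0.21) and Wnt5b at -1.91 (SE 0.14). Of 21 negative regulators 6 were higher and 3 lower, and the corepressor gene Tle3 had a log2 fold change of 0.54 (SE 0.087). Serpinf1 and Ctnnbip1, genes of Fig. 5f, are among the 3 lower ones, so this count is not independent of the figure. Adjusted over the list alone, 9 positive regulators were higher and 2 lower, and 9 negative regulators were higher and 3 lower. Neither list passed limma's camera test, with an adjusted p of 0.119 for the positive and 0.287 for the negative regulators. Of 22 perivenous targets of β-catenin, 9 were lower and 2 higher (9 and 3 when adjusted over the list alone), with Cyp2c37 at -3.96 (SE 0.14) and Lect2 at -1.03 (SE 0.096). This list was lower in camera (adjusted p = 0.0035), and with an estimated correlation the adjusted p = 0.437. The call of Porcn ended at 13:30 without WT replicate 1 or α7HMZ replicate 2 (edgeR adjusted p = 0.0675 and 0.0604), and at 20:30 without WT replicates 1 or 3 or α7HMZ replicate 2 (adjusted p = 0.127, 0.14 and 0.13), with the 20:30 libraries alone (adjusted p = 0.106) and with GC content and full quantile offsets (adjusted p = 0.0641). The call of Ctnnbip1 ended at 10:30 without WT replicates 1 or 2 or α7HMZ replicates 2 or 3 (edgeR adjusted p = 0.0996, 0.069, 0.107 and 0.0759) and at 20:30 without the libraries with the most Rn45s, Krt19 or Ctrb1 (-0.86, adjusted p = 0.0653, with 1 α7HMZ mouse left), and without those libraries 6 positive regulators of Wnt signaling were higher and 3 lower, and 2 negative regulators higher and 3 lower.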

Several Wnt/β-catenin pathway genes were significantly altered between WT and α7HMZ livers, with a pronounced upregulation of the positive regulator *Porcn* in α7HMZ livers, but a downregulation of several negative regulators of the pathway, including *Ctnnbip1*, *Serpinf1*, and *Axin1* (Fig. 5f). Interestingly, *Serpinf1* (also known as *Pedf*) has been shown to negatively regulate the Wnt/β-catenin pathway in the liver specifically^55^ and is reported to have antiangiogenic activity in the context of HCC^56^. Thus, downregulation of *Serpinf1* in the context of α7HMZ livers is consistent with P2-HNF4α activation of the Wnt/β-catenin pathway and promoting tumor growth.

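Serpinf1, which encodes the secreted protein PEDF, was lower in α7HMZ than in WT livers at each of the 3 times, and had the highest CPM of the 9 genes of Fig. 5e, f. At 10:30 it reached 312 ± 11.0 CPM in α7HMZ and 566 ± 46.8 CPM in WT livers (mean ± SD, n = 3 mice each). The levels were 289.6 ± 19.4 and 569.9 ± 44.0 CPM at 13:30, and 337 ± 20.6 and 686 ± 135 CPM at 20:30. It lies on chromosome 11 of mm10 from 75409769 to 75422701. The log2 fold change was -0.86 (SE 0.12, edgeR adjusted p = 7.85e-05) at 10:30, -0.98 (SE 0.12, adjusted p = 2.13e-05) at 13:30 and -1.03 (SE 0.12, adjusted p = 1.25e-05) at 20:30. A change of the difference with time did not pass the edgeR test of genotype by time (adjusted p = 0.742). The paper cites Serpinf1 as a negative regulator of Wnt/β-catenin in the liver with reported antiangiogenic activity in HCC. It proposes that the lower Serpinf1 would go with activation of this pathway by P2-HNF4α and with tumor growth.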

### Direct and indirect repression of BMAL1 by P2-HNF4α

To elucidate what mechanisms might be responsible for the incompatibility of BMAL1 and HNF4α in HCC, we determined whether HNF4α regulates the transcription of the *BMAL1* promoter. Hepa-1c1c7 cells were transiently transfected with P1- or P2-HNF4α expression constructs and a *BMAL1-LUC* reporter with or without the BMAL1 activator, retinoic acid receptor related orphan receptor A (RORα). Because prior studies have revealed that MYC can repress BMAL1 expression in specific cancer cells^14,57^, we co-transfected the cells with si*Myc* or scrambled oligonucleotides to determine the extent to which HNF4α repression of *Bmal1*could be indirect through changes in *Myc* expression. While both P1- and P2-HNF4α reduced basal and RORα-activated BMAL1-driven LUC expression, P2-HNF4α had a much stronger repressive effect, reducing the RORα-induced activation to near baseline levels (Fig. 6a). Compared to scrambled oligonucleotides, the addition of si*Myc* contributed a further ~16 and 7% reduction over P1-HNF4α and P2-HNF4α repression of Bmal1-luc, respectively (Supplementary Fig. 6A). ChIP-seq reveals that P1-HNF4α binds the murine *Bmal1* promoter at approximately 350 base pairs upstream of the transcriptional start site (Supplementary Fig. 6b). To confirm whether the distinct isoforms of HNF4α interact with the *ARNTL* locus in normal and cancer cells, HNF4α ChIP was performed on HepG2 cell extracts (Fig. 6b and Supplementary Fig. 6d) and mouse liver (Supplementary Fig. 6c). Antibodies specific to each isoform revealed that P2-HNF4α shows superior binding to *ARNTL* in human HepG2 cells (Fig. 6b). ChIP of normal liver using the P1/P2-HNF4α antibody confirmed that P1-HNF4α can also bind to the *Arntl* promoter (Supplementary Fig. 6c). (For ChIP in HepG2 cells using the P1/P2-HNF4α antibody, see Supplementary Fig. 6d). Thus, HNF4α both binds the *BMAL1* promoter and represses *BMAL1* expression at the transcriptional level, with the P2 isoform providing the primary nuclear repression in HCC cells (Fig. 5b–e). Thus, we conclude that while *Myc* upregulation in response to loss of nuclear P1-HNF4α may contribute marginally to BMAL1 loss in HCC, the primary mechanism involves direct transcriptional repression by P2-HNF4α.

**Fig. 6:**
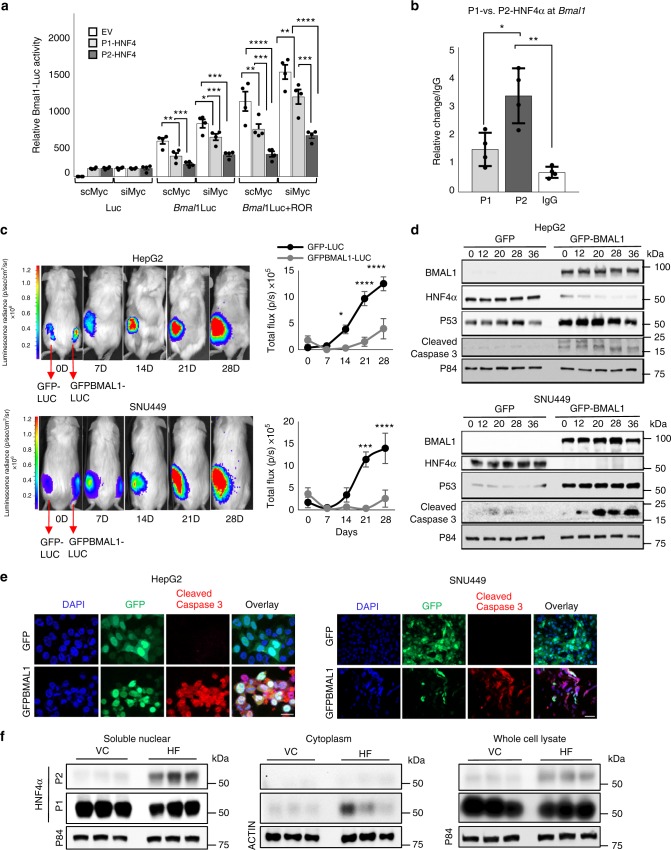
BMAL1 overexpression in HNF4α-positive HCC inhibits tumor growth **a** Luciferase assay results showing luciferase expression from BMAL1-LUC following transfection of DNA for the empty vector (EV), *P1-Hnf4a* or *P2-Hnf4α* with or without co-expression of RORα and with co-application of scrambled or *Myc* siRNA oligonucleotides. Comparing EV to P1/P2-HNF4α. Two-way ANOVA, Sidak’s multiple comparisons test, *P < 0.03, **P < 0.005, ***P < 0.0005, ****P < 0.0001, (*N* = 6). **b** Chromatin immunoprecipitation (ChIP) of P1- or P2-HNF4α in HepG2 cells followed by qPCR reveals amplification of *BMAL1* sequence upstream of the transcriptional start. **c** In vivo bioluminescence of hepatoblastoma and HCC tumors in immune compromised mice on days 0, 7, 14, 21, and 28 after subcutaneous injection of HepG2 or SNU449 cells expressing vectors *Luc* and *Gfp* or *Luc* and *Gfp-Bmal1*. Quantification of tumor size, right panel. Two-way ANOVA, Sidak’s multiple comparisons test, *P < 0.03, **P < 0.005, ***P < 0.0005, ****P < 0.0001. (*N* = 6–9). Scale bar is 100 µm. **d** Western blot reveals the abundance of BMAL1, P1/P2-HNF4α, P53, cleaved caspase 3, and P84 after serum synchronization of HepG2 and SNU449 cells previously transfected with *Gfp* or *Gfp-Bmal1*. **e** Staining of HepG2 and SNU449 cells 48 h after infection with virus containing *Gfp-Bmal1*, using antibodies to GFP and cleaved caspase 3. Overlay with DAPI nuclear stain. Scale bar is 20 µm. **f** Western blot showing P2-HNF4α and P1-HNF4α localization in the soluble nuclear and cytoplasmic cellular compartments, or in whole cell lysates of livers from animals with diet-induced obesity, using antibodies specific to P2-HNF4α or P1-HNF4α. Error bars = SEM

### Ectopic BMAL1 in HNF4α-positive HCC impairs tumor growth

To determine whether forced expression of BMAL1 in BMAL1-deficient, HNF4α-positive hepatoblastoma and HCC impairs tumor growth, AML12, HepG2, Huh7, and SNU449 cells were transfected with an expression vector for BMAL1 and analyzed for growth and viability. Ectopic expression of BMAL1 in HepG2 cells resulted in a transient loss of HNF4α expression (Supplementary Fig. 6h); and cancer cells, but not AML12 cells overexpressing BMAL1, showed reduced proliferative capacity over 48 h. (Supplementary Fig. 6e). Furthermore, overexpression of P1-HNF4α in Hepa-1c1c7 cells significantly impaired the ability of cells to form 3D spheroids after 10 days in Matrigel, as did the transient transfection of *GFP-Bmal1* in HepG2 cells (Supplementary Fig. 6f-g). To determine whether the growth of liver tumors in vivo could be impeded by ectopic BMAL1 expression, we injected immune compromised NSG (NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^/SzJ) mice subcutaneously with HepG2 or SNU449 cells stably expressing luciferase and co-transfected with GFP-BMAL1 or empty vector. Bioluminescence was measured on day 0 to ensure similar cell numbers were injected, and tumor growth was monitored weekly for 4 weeks. Compared to cells expressing luciferase only, BMAL1-expressing HepG2 and SNU449 cells were significantly retarded in tumor growth, resulting in a complete lack of tumor growth or substantially smaller tumors (Fig. 6c and Supplementary Fig. 6i). Thus, we conclude that the co-expression of P2-HNF4α and BMAL1 in HCC is incompatible with tumor cell proliferation in vitro and in vivo.

To determine the mechanisms by which BMAL1 induces cell death in HNF4α-positive cancer cells, HepG2 and SNU449 cells were transfected with GFP or GFP-BMAL1. Expression of GFP-BMAL1 resulted in the induction of the tumor suppressor P53 as well as cleaved caspase 3 protein at all circadian time points tested following serum shock (Fig. 6d). Staining of unsynchronized cells transfected with GFP or GFP-BMAL1 revealed an increase in cleaved caspase 3 in BMAL1 overexpressing cells (Fig. 6e), suggesting that forced expression of the circadian protein BMAL1 in HNF4α-positive HCC inhibits tumor growth by inducing apoptosis, though additional BMAL1-mediated mechanisms may also contribute^57,58^.

## Discussion

Our results reveal that the P1 and P2 isoforms of HNF4α have distinct circadian roles. In addition, they show that, as in colon cancer, P1-HNF4α is tumor suppressive, while P2-HNF4α is not. These data provide a model by which the upregulation of P2-HNF4α is causal for downregulation of BMAL1 expression in human HCC, consistent with findings in exon swap mice expressing P2-HNF4α in normal liver (Fig. 5). Furthermore, these data reveal that forced expression of BMAL1 inhibits HNF4α-positive tumor growth (Fig. 7). Taken together, these results suggest that targeting the circadian clock in HCC may be a promising treatment for the growth and progression of HCC tumors.

**Fig. 7:**
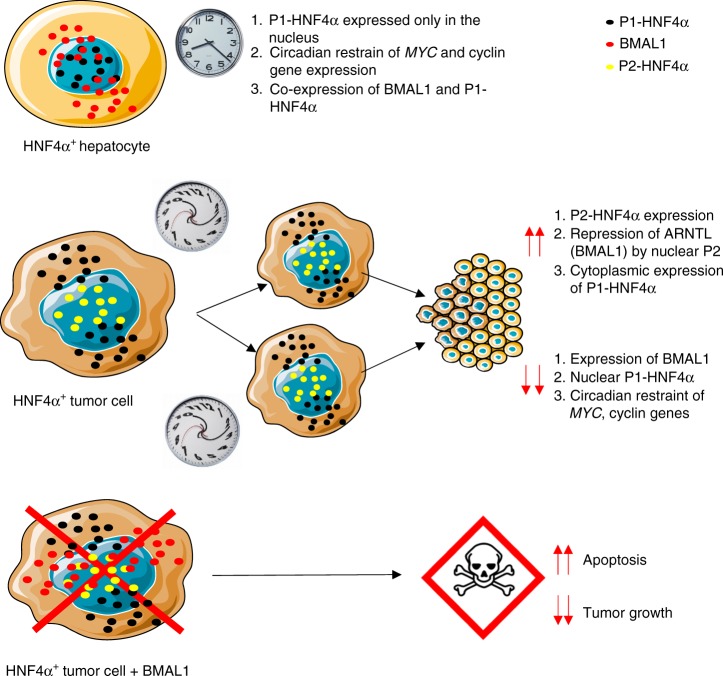
Model of HNF4α isoform and BMAL1 expression in normal vs. cancer cells. In normal hepatocytes, the P1-HNF4α isoform and the circadian protein BMAL1 are concomitantly expressed. While BMAL1 is found in both nuclear and cytoplasmic compartments, P1-HNF4α is found exclusively in the nucleus, where it both activates and represses target genes, sometimes in a circadian manner. In HCC, P2-HNF4α is induced, resulting in either the dual expression of both P1-HNF4α and P2-HNF4α or only P2-HNF4α in HNF4α-positive tumors (approximately 50% of HCC). Induction of P2-HNF4α results in direct transcriptional repression of BMAL1 and a large portion of P1-HNF4α becomes cytoplasmic, reducing its ability to repress target cyclin and EMT genes in a circadian manner. Forced expression of BMAL1 in HNF4α-positive HCC results in a cell death and inhibition of tumor growth

Several interesting scenarios regarding P2-HNF4α expression in HCC are plausible. Firstly, in spontaneous human HCC, P2-HNF4α is selectively induced^39^ by yet unidentified mechanisms. Interestingly, the proto-oncogene SRC can phosphorylate and down-regulate P1-HNF4α. Because P1-HNF4α represses the P2 promoter^30^, elevated SRC could potentially be leading to the induction of P2-HNF4α in HCC. SRC has been found to be overexpressed in HCC, and SRC inhibitors are a first-line chemotherapeutic treatment for liver cancer, although some patients are refractory to the treatment^59^. Our data suggest that P2-HNF4α increases SRC expression, which may provide a positive feedback loop in HCC.

Since P2-HNF4α expression results in an increase in cytoplasmic P1-HNF4α (as does SRC-induced phosphorylation), circadian repression in the nucleus of *MYC, CCND1*, *CCND1*, among other genes normally repressed in a healthy liver by P1-HNF4α appears to be reduced in HCC. However, ectopic expression of P1-HNF4α in HCC can still produce circadian repression of these targets, and knockdown of P1-HNF4α in HNF4α-positive HCC can increase the expression of these targets. In addition to targeting HCC by increasing BMAL1-mediated clock function, HCC growth could potentially be prevented by inhibiting P1-HNF4α from exiting the nucleus.

While HNF4α and BMAL1 are robustly co-expressed in normal hepatocytes, of significance is the distinct downregulation of BMAL1, which has been demonstrated to play tumor suppressive roles^14,57,58^ in HNF4α-positive HCC. The data presented here reveal that P2-HNF4α contributes to this by providing strong transcriptional repression of the *Bmal1* gene. While P1-HNF4α has a modest ability to repress *Bmal1* in luciferase assays in vitro, P2-HNF4α provides much stronger repression of *Bmal1* and furthermore, appears to be the primary nuclear-localized isoform in the context of HCC (see Fig. 5). Preferential binding of P2-HNF4α over P1-HNF4α to one or more corepressor proteins may contribute to greater repression of BMAL1. Consistent with what has been observed in the colon^28^, we find that the P1-HNF4α isoform preferentially binds the nuclear receptor ESRRA (Supplementary Fig. 7c). On the other hand, P2-HNF4α appears to preferentially bind PROX1 (Supplementary Fig. 7c), a protein known to interact with the HDAC3 repressive complex^60^. However, we have not yet confirmed whether these isoform-specific interactions contribute to differential repression of BMAL1. It is also conceivable that P2-HNF4α preferentially interacts with chromatin modifiers or with other transcriptional repressors that result in repression at specific target genes.

HCC appears to fall into two categories as it relates to HNF4α expression: either P2-HNF4α is induced so that the cells express both P1-HNF4α and P2-HNF4α or only the P2 isoform, or tumors are devoid of HNF4α expression altogether. At least for HNF4α-positive HCC, these data reveal the therapeutic potential of targeting the circadian clock in tumor progression. For example, there are known molecules that enhance clock function directly through the activation of a specific BMAL1 transcriptional regulator^61^, and thus it is worth determining whether such molecules might be employed as interventions in HNF4α-positive HCC. Furthermore, specific ligands have been proposed for HNF4α^62–64^. HNF4α has been shown to bind its endogenous ligand, linoleic acid, in a reversible fashion, indicating that HNF4α is a potential drug target^63^. Circadian targeting of normal vs. HCC cells with such ligands could provide a unique opportunity for tumor prevention or treatment if compounds that act in an isoform-specific fashion could be identified.

While HCC incidence in humans has historically been associated with viral infections, emerging evidence identifies nonalcoholic fatty liver disease and nonalcoholic steatohepatitis as major contributors to the increase in HCC^65,66^. Interestingly, we find an upregulation in the expression of the P2 isoform in mice chronically fed a high-fat diet (HFD) (Fig. 6f and Supplementary Fig. 7a), as well as a partial redistribution of the P1 isoform from the nucleus to the cytoplasm. Similarly, we find an induction of the P2 isoform in the livers of *db/db* mice, which are known to exhibit steatosis and fibrosis (Supplementary Fig. 7b). This suggests that aberrant expression of P2-HNF4α may be involved in the pathogenesis of HCC. Importantly, circadian disruption mimicking human jet-lag in mice induces spontaneous HCC via the development of fatty liver^17^, and we consider circadian disruption in humans to be an inadequately studied link to the increase in HCC, but of considerable translational value. Thus, circadian targeting of HCC holds great promise and may have advantages over traditional therapies due to decreased toxicity in hepatic and extra-hepatic tissues. Future studies investigating the clinical utility of circadian intervention in HCC are essential and highly promising.

## Methods

### Cell culture

Cell lines were obtained from the American Tissue Culture Collection (ATCC, Manassas, VA). SNU449, HepG2, Huh7, Hep3B, and Hepa-1c1c7 cells were grown in Eagle’s Minimal Essential Medium, and AML12 cells were grown in a 1:1 mixture of Dulbecco’s Modified Eagle’s Medium and Ham’s F12 medium. Media was supplemented with 0.005 mg ml^−^^1^ insulin, 0.005 mg ml^−1^ transferrin, 5 ng ml^−1^ selenium, and 40 ng ml^−1^ dexamethasone. HEK 293T cells were grown in Dulbecco’s modified Eagle’s medium, supplemented with 10% fetal bovine serum, 100 units ml^−1^ penicillin G sodium, and 100 μg ml^−1^ streptomycin.

For circadian synchronization by serum, cells were cultured in normal media until 90–100% confluency was reached. Cells were treated with media containing 50% horse serum for 2 h. At the end of the serum shock treatment, cells were washed with PBS and the medium was replaced with normal assay medium. Application of 50% horse serum is considered ZT0; therefore, ZT0 refers to the unsynchronized condition.

### Human HCC tissue arrays

Human tumor microarray slides containing lesions from patients with stages I–IV Hepatocellular carcinoma and matched nonmalignant tissues were obtained from UsBiomax.

### Mouse HCC tissue slides

Paraffin slides containing liver sections from chronically jet-lagged mice with spontaneous hepatocellular carcinoma were obtained from Loning Fu^17^.

### Mice

Care of animals was in strict accordance with guidelines from the McGovern Medical School, UTHealth Institutional Animal Care and Use Committee. Mice were group housed in standard pathogen-free conditions and fed ad libitum with a standard mouse chow (PicoLab Rodent Diet 5053) and water. Animals were maintained in steady 12-h light/12-h dark cycles (24-h LD cycles). For experiments using livers from diet-induced obese mice, animals were fed with a diet containing 60% kcal from fat, Research Diets D12492, for 30 weeks starting at 8 weeks of age.

*Hnf4a*^*F/F*^ and *SA*^*+/Cre-ERT2*^ mouse lines were originally provided by Gonzalez^25^. To generate the conditional *Hnf4a*^*F/F*;*AlbERT2cre*^ mice, *Hnf4a*^*F/F*^ mice were crossed with the tamoxifen-inducible hepatocyte-specific *Cre* recombinase expressing mouse *SA*^*+/Cre-ERT2*^. Livers from 10-week-old male and female mice of each genotype were used for chromatin immunprecipitation.

Eight-week-old male NSG mice, NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ were used for subcutaneous injections of HepG2 and SNU449 cells.

### Mouse liver samples

Liver samples from α7HMZ mice used in the study were provided by Frances Sladek. α7HMZ mice are described in (Briançon and Weiss, 2006). Three young adult males on standard lab chow, aged 16–20 weeks, were sacrificed at 10:30 (ZT 3.5), 13:30 (ZT 6.5) and 20:30 (ZT 13.5) (lights on at 7:00 and off at 19:00) for liver RNA-seq analysis.

Livers from C57BL/6J mice (The Jackson Laboratory, 000664) under normal chow (PicoLab Rodent Diet 5053) or made obese with HFD (Research Diets D12492) were obtained from mice at 10 months of age. Mice had been maintained on their respective diets from 2 months of age.

### Plasmid constructs

The sources for all plasmid constructs are presented in Supplementary Table 2. *Bmal1*, *Hnf4α2*, and *Hnf4α8* were subcloned into pLenti CMV GFP Puro and pEGFP-C1. pLenti CMV GFP Puro was digested using BamHI and SalI. pEGFP-C1 was digested using XbaI and BamHI or Sal1 and XbaI followed by insertion of full length *Hnf4α2, Hnf4α8*,or *Bmal1* amplified from their respective pcDNA vectors using primers designed with cohesive ends (Supplementary Table 9). Dephosphorylation of the linearized vector was performed using CIP (Alkaline Phosphatase, Calf Intestinal) followed by ligation of the vector with the corresponding fragment using a Quick Ligation kit for 15 min at room temperature according to manufacturer’s protocol.

### Transient transfection and siRNA,

Transient transfection of plasmid vectors (Supplementary Table 2) was performed with Lipofectamine 2000 according to the manufacturer’s protocol. Briefly, 1 × 10^6^ cells were transfected with 1 µg of plasmid using 5 µl of Lipofectamine 2000. Knockdown of human and mouse P1/P2-HNF4α, P1-HNF4α and P2-HNF4α was performed using siRNA duplexes^28^ purchased from Eurofins Genomics (Supplementary Table 3). Approximately 1 × 10^6^ cells were transfected with 25 pmol of siRNA and 5 μl of Lipofectamine RNAiMAX Transfection reagent. Scrambled siRNA with similar GC content was used as a control. Transfections were performed following the manufacturer’s protocol.

### Lentivirus production and titration, and generation of stable cell lines

High titer lentiviral vector stock was produced in HEK 293T cells by Lipofectamine 2000 Transient transfection. Briefly, 10 µg of transfer vectors, 5 µg of each packaging vector, and 2.5 µg of envelope vector (Supplementary Table 2) along with 50 µl of Lipofectamine were used to transfect 1 × 10^7^ HEK 293T cells. Supernatant harvests were performed every 16 h for a total of three harvests and then pooled. Supernatant was filtered through 0.45 µm pore size filters and concentrated using one volume of Lenti-X concentrator reagent in three volumes of clarified supernatant according to the manufacturer’s protocol. The titration of lentivirus was assessed using a qPCR based approach. Woodchuck Hepatitis Virus Posttranscriptional Regulatory Element and albumin genes were used as targets for a SYBR green-based real-time qPCR method to determine virus titer^67^ (Supplementary Table 4). For stable cell line production, cells were infected with concentrated lentiviral stock at ~50 multiplicity of infection in the presence of 8 mg ml^−1^ polybrene for 8 h at 37 °C. A 2 µg ml^−1^puromycin was then added to eliminate uninfected cells. Media was replaced every 3–4 days with fresh, puromycin-containing medium. Stable lines were used as 3D spheroid cultures and injected into the xenograft model.

### Transwell invasion assays

Cells were seeded into the upper chamber of a Transwell insert in serum-free medium at a density of 50,000 cells/well. For invasion assays, inserts were precoated with 2 mg ml^−1^ Matrigel. Medium containing 20% FBS was placed in the lower chamber as a chemoattractant, and cells were incubated for 24 h in a CO_2_ incubator. Non-migrating cells were removed from the upper chamber by scraping. Remaining cells were fixed with methanol for 10-min and stained with 0.1% crystal violet. Cells were imaged using a Zeiss inverted light microscope and 4 randomly chosen fields chosen on the lower side of the filter were used for counting.

### 3D spheroid culture

For 3D Matrigel-embedded cultures, human and mouse HCC cells were trypsinized and resuspended in complete medium. Twenty-five microliter cell suspension containing 5 × 10^3^ cells was added to 25 μl of Matrigel with a protein concentration ranging from 7 to 7.5 μg μl^−1^. Matrigel/cell suspension was gently mixed and deposited into 24-well uncoated plates (Nalge Nunc International). To grow single organoids via the hanging drop method^68^, the lid from a 60 mm tissue culture plate was removed and 5 ml of PBS was placed in the bottom of the dish to act as a hydration chamber. The lid was inverted and 10 μl media containing 1 × 10^3^ cells was deposited onto the bottom of the lid. The lid was returned to its upright position on top of the PBS-filled bottom chamber and incubated at 37 °C overnight. This cell drop was carefully removed via pipet and mixed with 50% Matrigel prior to being deposited on the bottom of an uncoated 24-well plate. In both conditions, deposited Matrigel drops were incubated at 37 °C for 30 min. until solidified and then covered with 1 ml complete medium and grown at 37 °C under 5% CO_2_ for 15 days. The media was changed every 2 days^69^. Organoids were harvested and washed 4× in ice cold PBS to remove all Matrigel after a 15 day growth period, and subjected to protein analysis.

### MTT assay

Cell viability was assessed by MTT cell proliferation assay using a CellTiter 96^®^ Non-Radioactive Cell Proliferation Assay (MTT) kit. Plates were processed according to the manufacturer’s instructions. Absorbance was read at 570 nm using a Tecan infinite M1000 reader.

### Luciferase reporter assay

To analyze *Bmal1* promoter activity, 1 μg of each construct was co-transfected into 1 × 10^6^ Hepa1-c1c7 cells using 5 μl of Lipofectamine 2000 according to the manufacturer’s manual. Luminescence was measured 48 h posttransfection using a Luciferase assay system. Briefly, cells were washed in PBS and lysed by rapid shaking on a plate shaker at 200 RPM for 10 min. at RT in Luciferase Lysis buffer (Supplementary Table 5). Thirty microliters of cell lysate was added to 70 μl of Luciferase React Buffer containing luciferin (Supplementary Table 5), and luciferase activity was measured immediately on a plate reader. The pGL3-Basic plasmid (promoter-less) was used in each experiment to determine the basal levels of luciferase expression. Each construct was tested in three independent transfection experiments. A *beta-galactosidase* measurement was used to normalize experiments for transfection efficiency using Lac Z. Beta-galactosidase activity was measured by adding 30 μl lysate to 70 μl of prepared Z buffer (Supplementary Table 5) followed by a 37 °C incubation for 5-min. Reactions were stopped with 50 μl of 1 M NaHCO_3_. Absorbance was read at 450 nm using a Tecan infinite M1000 plate reader.

### RNA extraction, reverse transcription, and quantitative PCR

Total RNA was isolated from cells and liver using TRIzol reagent according to the manufacturer’s protocol. One microgram of total RNA was used for cDNA synthesis using an iScript cDNA synthesis kit. Advanced Universal SYBR Green Super mix from Bio-Rad was used for qPCR amplification using a Bio-Rad C1000. PCR protocol settings were as follows: 95 °C for 30 s, 95 °C for 10 s, 62 °C for 30 s, and then 39 cycles at 65 °C for 31 s and 65 °C for 5 s. Ribosomal subunit 18 s expression was used as control. The fold change in mRNA expression for each gene was calculated using 2^−ΔΔC^. Primers used for amplification are presented in Supplementary Table 6.

### Fractionation and immunoblotting

For whole cell lysates, liver tissue was homogenized in RIPA lysis buffer (Supplementary Table 7) for 15 s, using a MagNA Lyser (Roche, IN, USA). Cultured cells were sonicated (Qsonica, Newton, USA) for 10 s at 30% amplitude in RIPA lysis buffer. Samples were spun at 10,000×*g* for 10 min to eliminate insoluble material. The total protein levels of the lysates were determined using the bicinchoninic acid method. Protein extracts were analyzed using 8% sodium dodecyl sulfate polyacrylamide gel electrophoresis followed by transfer to the nitrocellulose membrane before staining with primary antibodies (Supplementary Table 8). Secondary antibodies conjugated to horseradish peroxidase and enhanced chemiluminescence substrate, or alternatively, florescent conjugated secondary antibodies were used for detection (Supplementary Table 8). All full length blots and gels are supplied in the supplementary figures.

For tissue fractionations, liver tissue was homogenized for 15 s in BA (Supplementary Table 7) using a MagNA Lyser. Samples were spun at low speed for 10 min and supernatant was saved for cytoplasmic fractions. Pellets were resuspended in 1 ml of BA and spun at low speed for 20 min. Pellets were washed 2× with low-salt buffer (LSB) (Supplementary Table 7) and the final pellet was dissolved in 150 µl LSB per 100 µl pellet. The resulting homogenate was resuspended vigorously in 2× volume high-salt buffer (Supplementary Table 7), and nutated for 1 h at 4 °C. Samples were spun for 20 min at 10,000×*g* and the soluble nuclear material (supernatant) was snap frozen in liquid nitrogen and stored at −80 °C. Remaining pellets were resuspended in RIPA lysis buffer and sonicated (Qsonica, Newton, USA) for 10 s at 30% amplitude. Samples were spun at 10,000×*g* for 5 min to remove insoluble material and the resulting chromatin material was stored at −80 °C.

### Immunofluorescence

Cells and 3D spheroids were plated on glass cover slips in a six-well plate and fixed with 3.7% of methanol-free formaldehyde for 10 min. followed by permeabilization with 0.1% Triton X-100 for 5 min. Cells were blocked with 3% BSA dissolved in 1× PBS (pH 7.4) for 1 h. Cells were incubated overnight at 4 °C with specific primary antibodies (Supplementary Table 8) in 3% BSA. Human HCC microarray and mouse liver paraffin slides were baked for 15 min at 65 °C and samples were immersed in xylene for 20 min and sequentially rehydrated in 100, 90, 80, and 70% alcohol series and rinsed with PBS. For antigen retrieval, slides were steamed for 30 min in 10 mM citrate buffer (pH 6). After blocking with 10% goat serum and 3% BSA in PBS for 1 h, slides were incubated with primary antibody overnight at 4 °C (Supplementary Table 8). For both IF and IHC, primary staining was followed by appropriate secondary fluorescent antibody (Supplementary Table 8) at 1:500 in a dark chamber for 1 h at room temperature. Nuclei were stained using DAPI. Images were captured and processed using a Zeiss Fluorescent microscope and Zen software.

### CHIP assay

Chromatin immunoprecipitation was performed as described in ref. ^70^ with some modifications. One hundred milligrams of frozen tissue or cells in culture from a 15 cm dish were washed in PBS containing protease inhibitors (1% NP-40, 1 mm PMSF, 1 mM NaF, 400 mM NAM, and 3.3 mM TSA). Tissue was minced in PBS with inhibitors followed by cross-linking with DSG (2 mM final) in PBS containing MgCl (10 mM final) for 45 min at 25 °C. Formaldehyde (1% final) was added for additional cross-linking at 25 °C for 15 min. Samples were spun at low speed and resuspended in PBS with protease inhibitors for homogenization. Following homogenization, samples were spun at low speed and resuspended in 2 ml ChIP sonication buffer (1% Triton X-100, 50 mM Tris, pH 8.1, 5 mM EDTA, 0.1% deoxycholate, 150 mM NaCl) containing protease inhibitors. Following sonication, samples were spun at 16,000×*g* in a microcentrifuge and supernatants were diluted 1:4 in ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris [pH 8.1], 167 mM NaCl), and immunoprecipitated with HNF4α antibodies (Supplementary Table 4) or control IgG overnight. Protein:DNA complexes were captured with blocked protein G-agarose beads and following elution, cross-linking was reversed by heating at 65 °C overnight. Proteins were digested by 0.17 μg μl^−1^ proteinase K (New England Biolabs), and the DNA was extracted with phenol-chloroform, precipitated with ethanol, and dissolved in 100 μl Tris-EDTA buffer (10 mm Tris-Cl [pH 8.0], 1 mm EDTA). ChIP samples were diluted in 120 μl ddH_2_0. Six microliters of ChIP samples were used for qPCR analysis using gene specific primers (Supplementary Table 9).

### Xenograft experiments

HCC (SNU449) and hepatoblastoma cells (HepG2) stably expressing LUC were infected with pLenti-*Gfp* or pLenti-*Gfp-Bmal1*.  Forty-eight hours following infection, 2 × 10^6^ cells were implanted subcutaneously into the right and left flanks.

Animals were monitored for luciferase expression 6 h following injection and then weekly for four consecutive weeks. For bioluminescent monitoring, 100 μl of 50 mg ml^−1^ D-luciferin was injected intraperitoneally to the animals 15 min prior to luciferase measurements. Tumor growth was tracked by monitoring luciferase activity using an IVIS Spectrum (PerkinElmer, USA). Resulting tumors were excised at 4 weeks.

### Tamoxifen injections

*Hnf4a*^*F/F*; *AlbERT2cre*^ mice were injected intraperitoneally with tamoxifen (10 mg ml^−1^) in corn oil for 5 consecutive days (days 1–5) and then allowed to rest for 10 days prior to euthanization at the indicated zeitgeber times.

### Quantification and statistical analysis

All results are expressed as the mean ± SEM. Experiments with one variable were analyzed by unpaired Students *t* tests or one-way ANOVA using Dunnetts multiple comparison test. Experiments involving two variables were analyzed by two-way ANOVA using Bonferroni post-tests (Prism 7.0). Significance was defined as a *P* < 0.05. To test for rhythmicity, JTK_Cycle^48^ was applied, using a window of 20–28 h to capture circadian oscillations. For serum shock experiments, rhythmicity was ascertained from all values excluding the ZT0 (unsynchronized) time point.

### Fluorescent quantification

Fluorescent intensity of HNF4α or BMAL1 was measured using Fiji (Image J). Briefly, areas of interest were selected using the Drawing tools. From selected cells, the mean fluorescent densities were measured using “set measurement” in the analysis menu. Values were correcting using the total cell fluorescence (CTCF) values. CTCF = mean fluorescent density of cells − mean fluorescent density of background readings.

### Expression profiling (RNA-seq) and analysis

RNA sequencing (RNA-seq) was carried out as previously described^30^. WT and α7HMZ male mice were sacrificed (*N* = 3, aged 16–18 weeks), at one of three time points, 10:30 am, 1:30 pm, 8:30 pm (ZT 3.5, ZT 6.5, and ZT 13.5, respectively). The three mice were harvested in succession within a 30 min time frame. Livers were weighed and rinsed in PBS. Two ~25 mg pieces from each liver were immediately frozen in liquid nitrogen and stored at −4 °C. The miRNeasy Mini Kit (Qiagen) was used to extract and purify total RNA; 4 µg of each sample was used to prepare a poly(A) + RNA library using TruSeq RNA Sample Prep v2 Kit (Illumina, Cat# RS-122-2001). Libraries submitted for 75 bp single-end sequencing with Illumina NextSeq 500 at the UCR IIGB Genomics Core. A total of 24 libraries (3 fed time points, 1 fasted time point, 2 genotypes each, and 3 replicates) were multiplexed and sequenced in two separate runs each of which yielded ~600 M reads, averaging ~50 M reads per sample.

Reads were aligned to the mouse reference genome, mm10, with Illumina’s iGenome genes.gtf file using TopHat v2.1.1 with default parameters with the exception of allowing only one unique alignment for a given read, instead of the default 20. Raw read counts were calculated at the gene level for each sample using HTSeq v0.6.1. Library normalization was performed with EDASeq. Within-lane normalization on GC content was performed with the loess method and between-lane normalization was performed with the nonlinear full quantile method. Normalization factors from EDASeq were used for differential expression analysis with DESeq2. Normalized read counts, FPKM (fragments per kilobase per million), and rlog (regularized log transformation) results were generated for downstream analysis. Pairwise contrasts for differential gene expression were generated for all relevant comparisons. Sample distance matrix were generated using rlog transformed values from DESeq2.

### Detailed reagent information

Specific details related to all reagents and antibodies used can be found in Supplementary Table 10.

### Image creation

Underlying cell images in Fig. 7 were taken from the Library of Science and Medical Illustraions, at http://www.somersault1824.com/resources/. A link to the license address is: https://creativecommons.org/licenses/by-nc-sa/4.0/.

## Electronic supplementary material

Supplementary Information

## Data Availability

All data are publicly available. The genome-wide RNA-seq data has been deposited into Gene Expression Omnibus (GEO) and has a number of GSE117972. All relevant data are available from the authors associated with this manuscript and will be disseminated upon request.

# Supplementary material for: Incompatibility of the circadian protein BMAL1 and HNF4α in hepatocellular carcinoma
**Source:** Nat Commun. 2018 Oct 19;9:4349. doi: 10.1038/s41467-018-06648-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for “Incompatibility of the Circadian Protein BMAL1 and HNF4α in Hepatocellular Carcinoma” Fekry et al.**

**
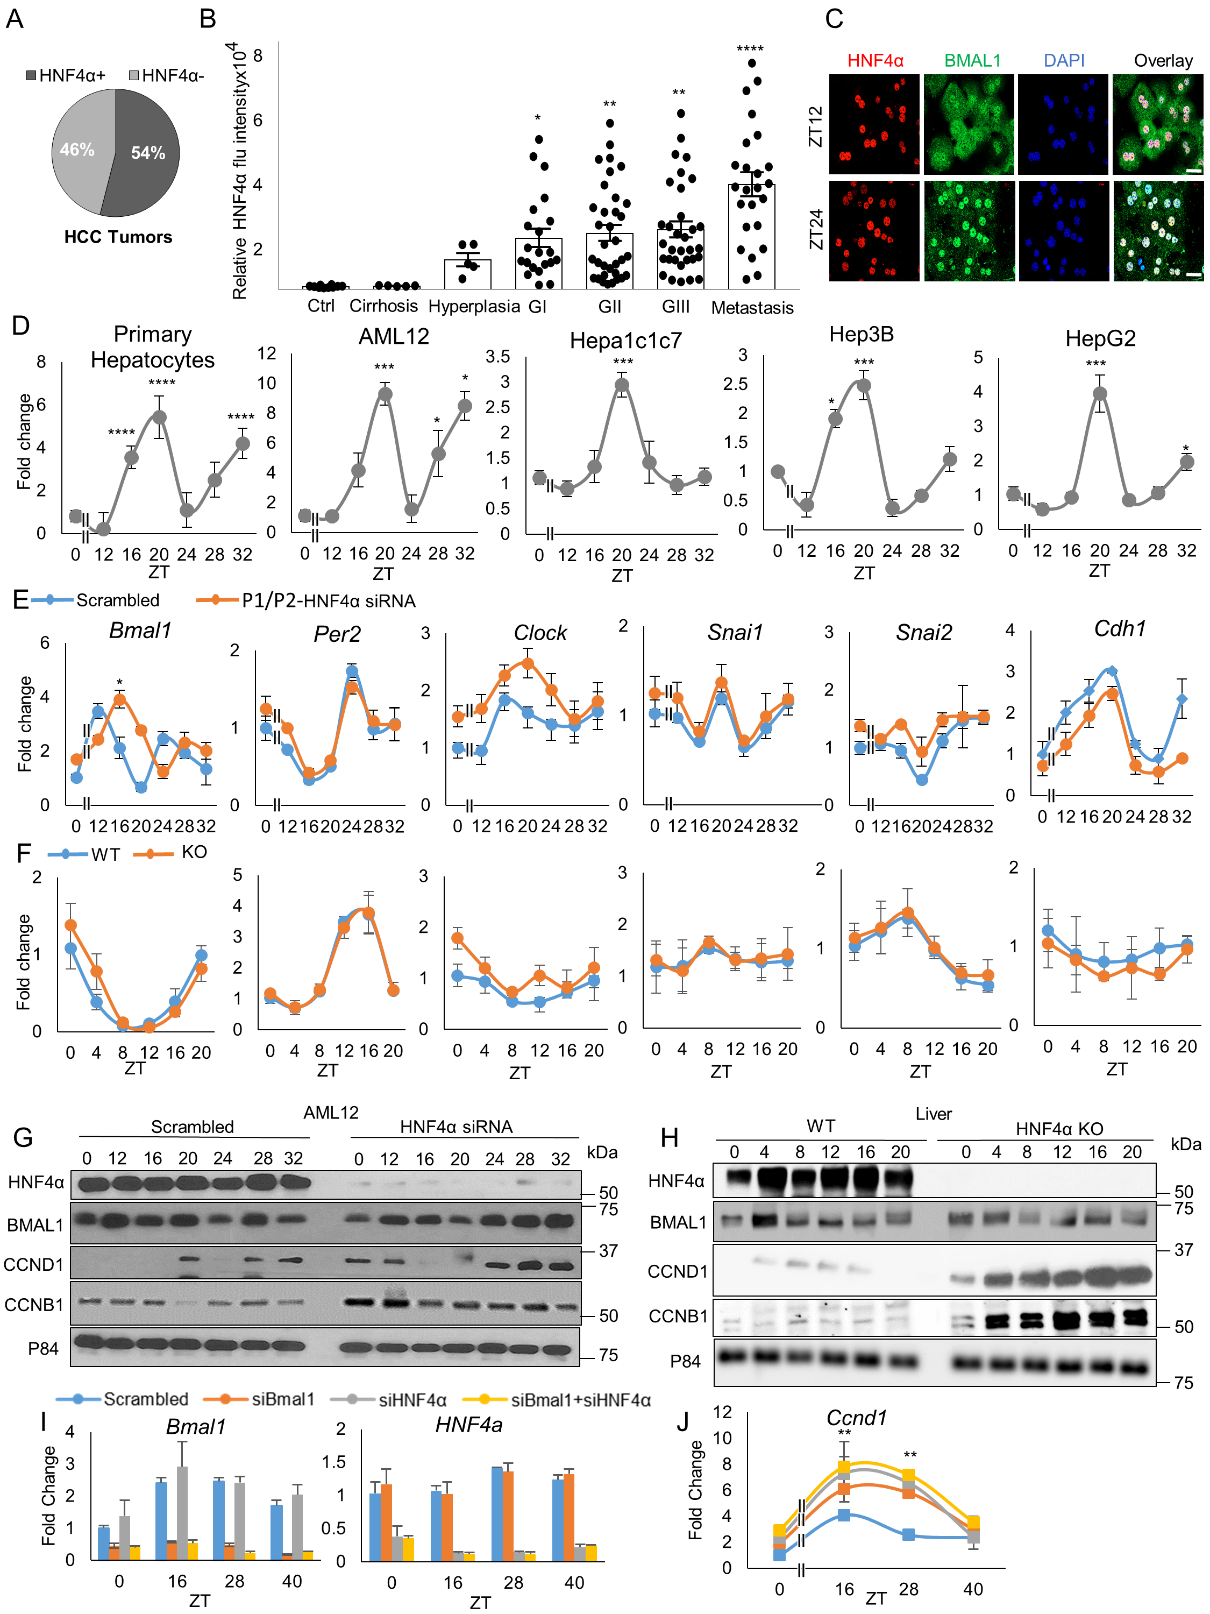
**

**Supplementary Figure 1 Loss of HNF4α Alters Circadian Expression of HNF4α Target Genes.**  (A) Percent of human HCC tumors that express P1/P2-HNF4α or are devoid of expression. (B) Relative intensity of P1/P2-HNF4α protein across human HNF4α-positive tumors of varying grades as well as metastasized lesions. Compared to controls at the same time: *P<0.03, **P<0.005, ***P<0.001, ****P<0.0001, *One-way ANOVA* test, Dunnett’s multiple comparisons test. (N=8-43. (C) Staining of fixed primary hepatocytes harvested 12-h or 24-h following serum shock, using antibodies to BMAL1 and P1/P2-HNF4α. (Scale bar 50µm). (D) RT-PCR reveals expression of the CLOCK: BMAL1 target gene, *Dbp*, in primary hepatocytes, non-transformed AML12 cells, and hepatoblastoma and HCC lines Hepa-1c1c7, Hep3B, and HepG2, *in vitro* after circadian synchronization by serum shock. Compared to ZT0 at the same time: *P<0.01, **P<0.01, ***P<0.001, ****P<0.0001, *One-way ANOVA* test, Dunnett’s multiple comparisons test. (N=4). (E) RT-PCR of serum-shocked AML12 cells transfected with scrambled or siRNA oligonucleotides for P1/P2-HNF4α isoforms reveals expression of core clock genes *Bmal1*, *Per2*, *Clock, Snai1,Snai2* and *Cdh1* at different *zeitgeber* times following serum shock. (F) RT-PCR reveals expression of *Bmal1*, *Per2*, *Clock, Snai1, Snai2* and *Cdh1* in livers of WT and liver-inducible HNF4α knockout (KO) animals throughout the circadian cycle. (G-H) Western blot showing P1/P2-HNF4α, BMAL1, CCND1, CCNB1and P84 expression in Aml12 cells and in WT and HNFα KO liver. (I-J) RT-PCR reveals the expression of *Bmal1, Hnf4α* and *Ccnb1* following serum shock and prior knockdown of P1/P2-HNF4α and BMAL1 singly or together with specific siRNA. *Two-way ANOVA*, Sidak’s multiple comparisons test, *P<0.01, **P<0.005,***P<0.001, ****P<0.0001. (N=4). (For JTK_Cycle rhythmicity statistics, see Table S1.) Error bars=SEM.

*
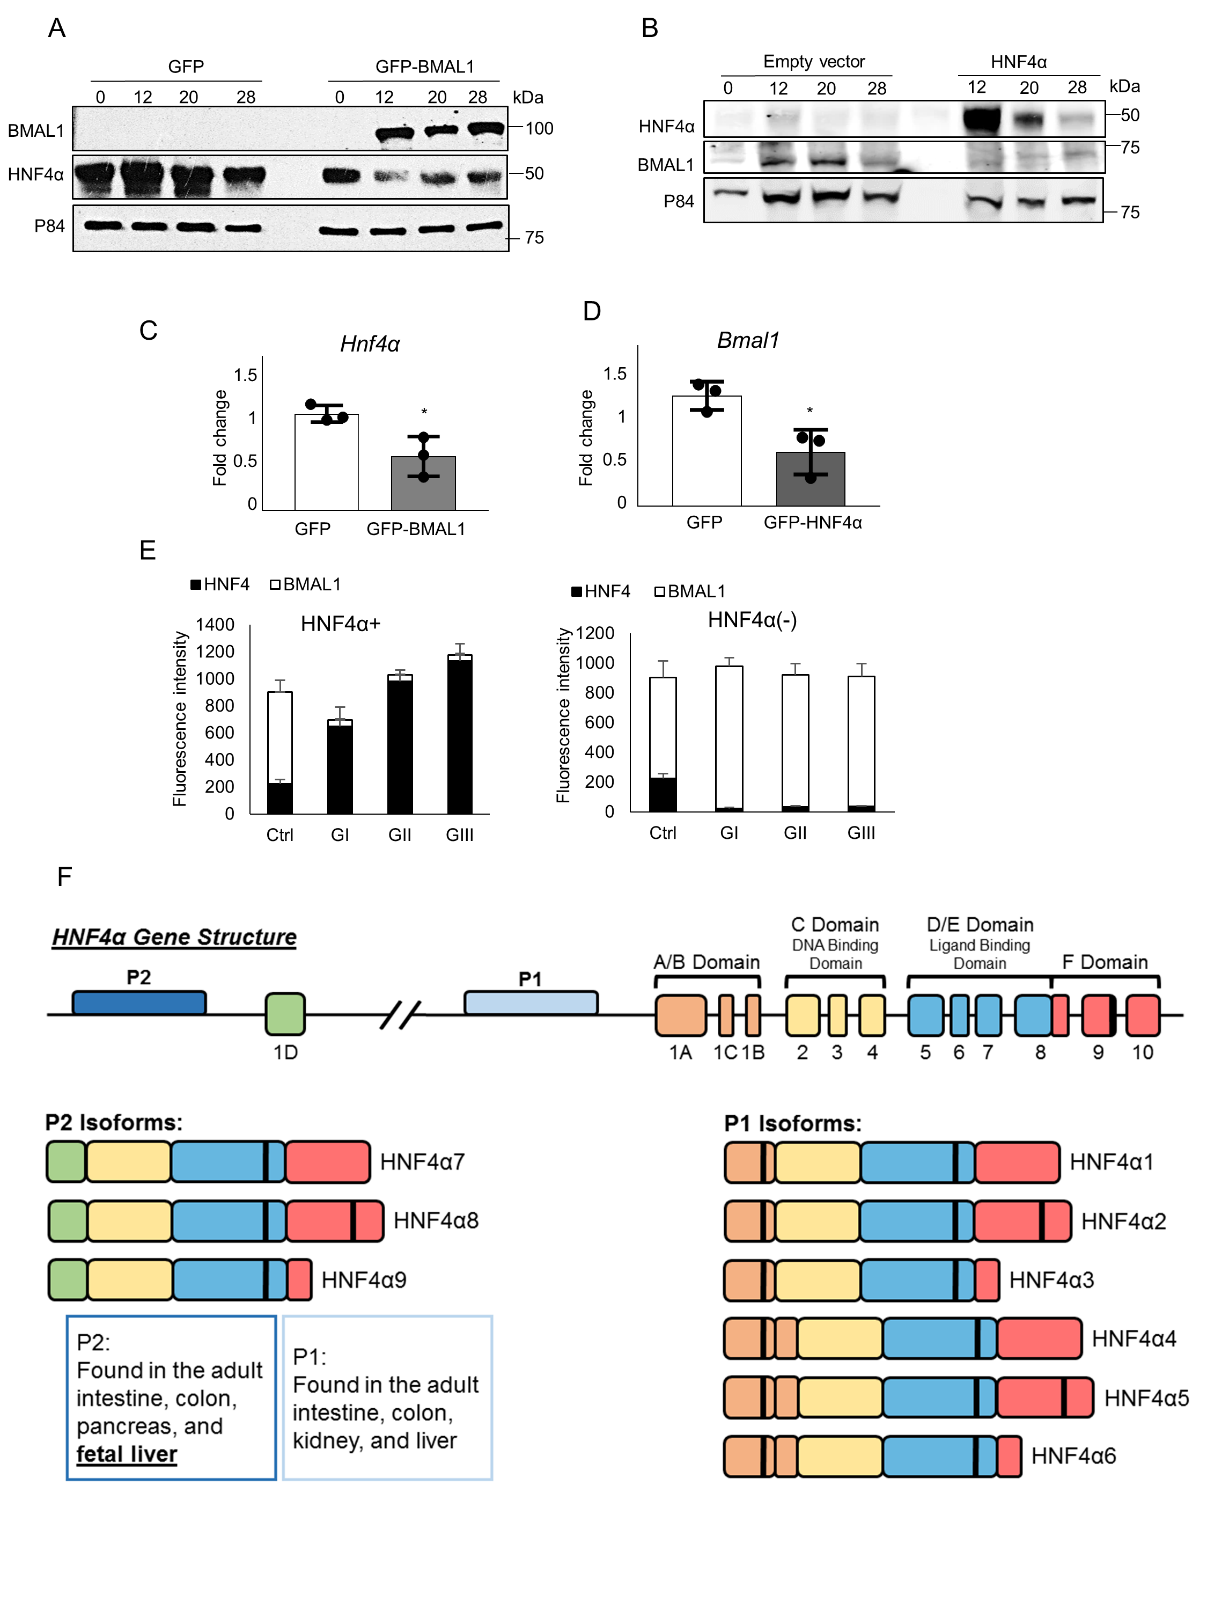
*

**Supplementary Figure 2 Incompatibility of BMAL1 and HNF4α in HCC but not Healthy Liver.** (A) Western blot showing P1/P2-HNF4α and BMAL1 protein in BMAL1-negative HepG2 spheroids following overexpression of BMAL1 using lentiviral infection. (B) BMAL1 and HNF4α expression in HNF4α-negative Hepa-1c1c7 3D spheroids after infection with expression vector for P1/P2*-Hnf4a*. (C) RT-PCR reveals amplification of P1/P2*-Hnf4a* in sorted GFP-positive HepG2 cells (left panel) transfected with *Gfp* empty vector (“Gfp”) or *Gfp-Bmal1*. (D) RT-PCR reveals relative *Bmal1* abundance in sorted GFP-positive cells following transfection of Hepa-1c1c7 cells with *Gfp* or *Gfp-P1/P2-Hnf4a*. Unpaired Two tailed Student T-Test,*P<0.05. (E) Quantification of BMAL1 and P1/P2-HNF4α in control tissue and in human HCC (grades I-III) that are P1/P2-HNF4α-positive or P1/P2-HNF4α-negative (N=8-15 per group). (F) Schematic of the HNF4α gene structure.

**
**

**Supplementary Figure 3 Isoform-Specific Circadian Effects of HNF4α on Cyclin Gene Expression** (A) Western blot showing P1/P2-HNF4α, BMAL1, CCND1, and CCNB1 expression in HepG2 cells serum shocked and previously treated with siRNA specific to both P1/P2-*Hnf4a* isoforms or with scrambled oligonucleotides. (B) RT-PCR reveals the expression of *Dbp*, *Ccnd1* and *Ccnb1* following serum shock and with or without specific knockdown of P1/P2-*Hnf4a* with specific siRNA. (C) RT-PCR reveals the expression of P1 or P2-*Hnf4a* following serum shock and knockdown of P2 or P1-*Hnf4a* with specific siRNA. (D) Merged gene expression for HepG2 cells treated with scrambled oligonucleotides or siRNA specific to the P1- HNF4α or P2- HNF4α followed by serum synchronization (E) Western blot showing P1-HNF4α, BMAL1, CCND1, and CCNB1 proteins at different time points following serum shock of *P1-Hnf4a*-transfected Hepa-1c1c7 cells (left panel). RT-PCR analysis reveals fold change in the mRNA abundance of *Dbp*, *Myc*, *Ccnb1* and *Ccnd1* following serum shock of previously *P1/P2-Hnfa*-transfected Hepa-1c1c7 cells (right panel). (F) RT-PCR reveals the expression of *Ccnb1*following serum shock in SNU449 cells with prior knockdown of *P2-Hnf4a* with specific siRNA or administration of scrambled oligonucleotides. *Two-way ANOVA*, Sidak’s multiple comparisons test, *P<0.03, **P<0.005, ***P<0.0005, ****P<0.0001. (N=4). (For JTK_Cycle rhythmicity statistics, see Table S1.) Error bars=SEM.

**
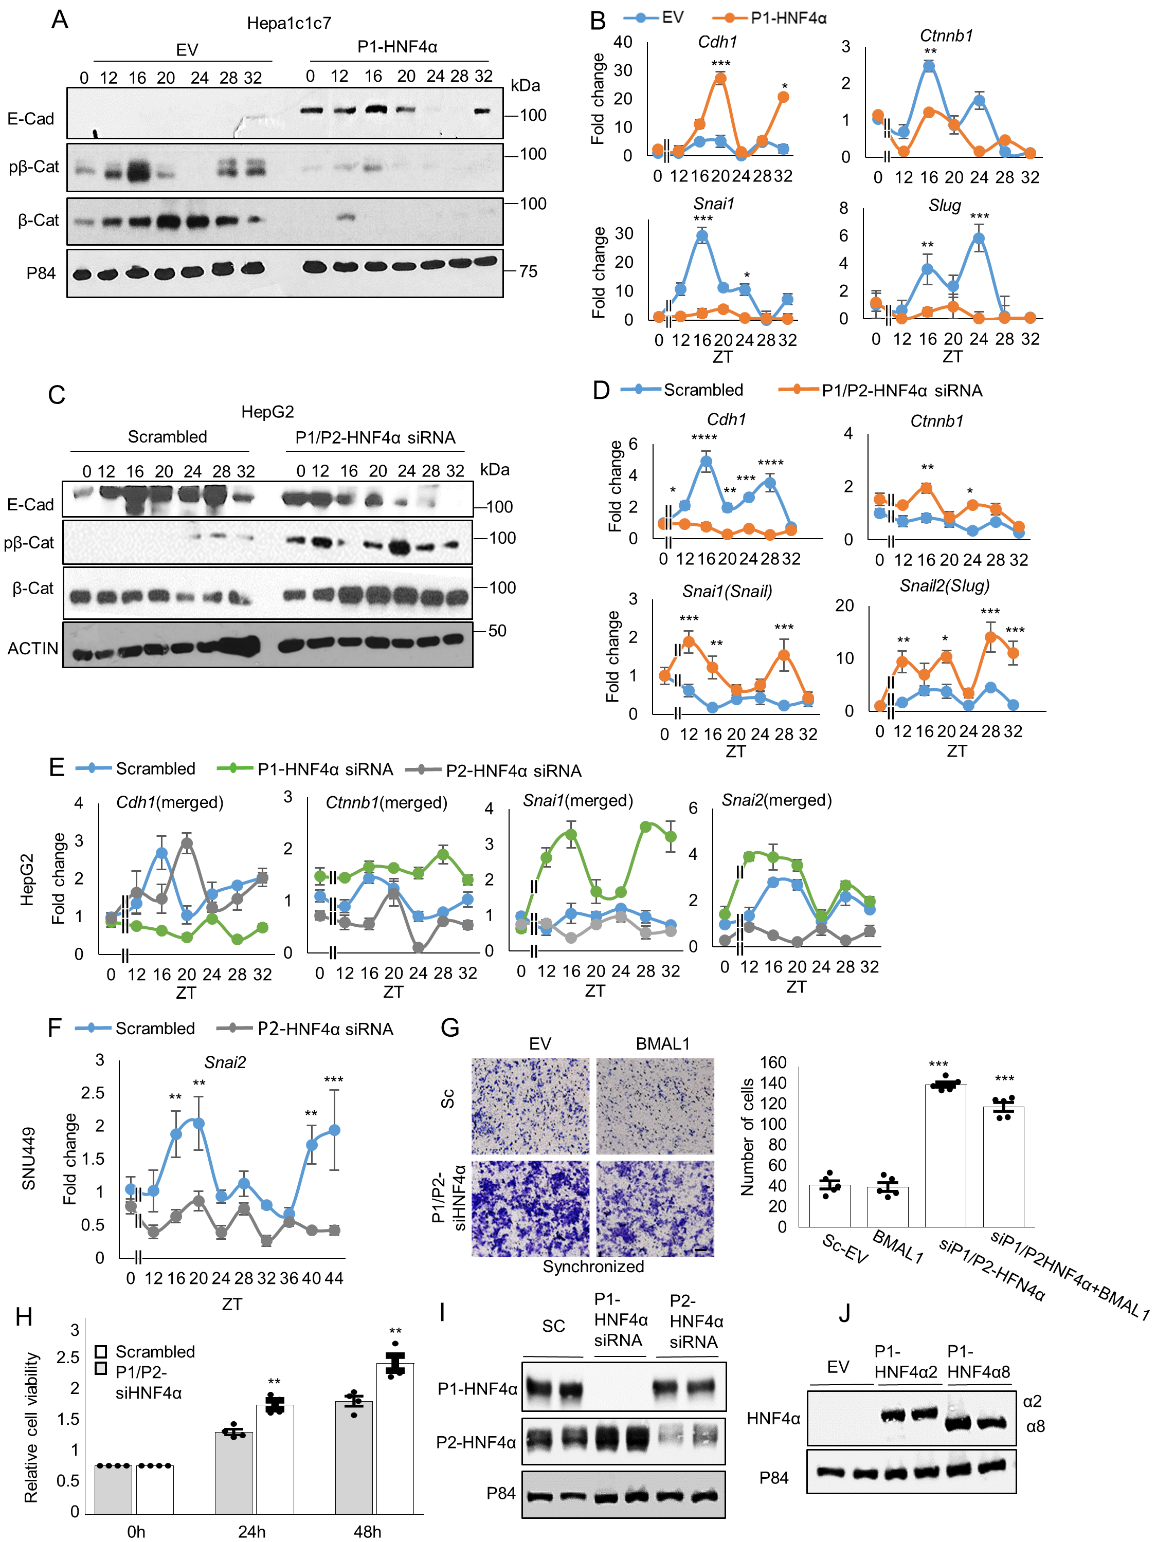
**

**Supplementary Figure 4 Forced Co-Expression of HNF4α and BMAL1 in HCC Inhibits Cell Proliferation and Invasion** (A) Western blot showing the post-serum shock expression of E-cadherin (CDH1), phospho-β-catenin and total β-catenin (CTNNB1) proteins in Hepa-1c1c7 cells transfected with empty vector (ev) or a P1*-Hnf4a* expression vector. (B) RT-PCR results reveal changes in expression over time following serum shock in the mRNA abundance of *Cdh1*, *Ctnnb1*, *Snail* (*Snai1)* and *Slug* (*Snai2)* following transfection of empty vector (ev) or the P1*-Hnf4a* isoform in Hepa-1c1c7 cells. Two-way ANOVA, Sidak’s multiple comparisons test, *P<0.03, **P<0.005, ***P<0.0005, ****P<0.0001, (N=4). (C) Western blot showing expression of CDH1, phosphorylated and total β-catenin (CTNNB1), after P1/P2- HNF4α knockdown followed by serum shock. (D) RT-PCR reveals mRNA abundance of EMT genes *Cdh1,* *Ctnnb1,* *Snai2* and *Snai1* after serum shock and prior application of scrambled oligonucleotides or siRNA recognizing P1/P2-HNF4α in HepG2 cells. (E) Merged RT-PCR data showing EMT gene mRNA abundance in cells treated with scrambled oligonucleotides (Sc), or siRNA to P1-HNF4α, or P2-HNF4α followed by serum shock. (F) RT-PCR reveals circadian expression of Snai2 following serum shock and prior application of scrambled or siRNA specific to P2-HNF4α. (G) Invasion assays shows invaded HepG2 cells transfected with empty vector (EV) or *Bmal1* expression construct in the presence or absence of siRNA targeting P1/P2-HNF4α. Quantification of invaded cells, right panel. (H) Cell proliferation (measured by MTT assay) of HepG2 cells transfected with scrambled oligonucleotides or P1/P2*-siHn4a*. (I) Western blot analysis of P1/P2-HNF4α after specific knockdown of P1- HNF4α or P2-HNF4α in HepG2 cells. (J) P1- and P2-HNF4α expression in Hepa-1c1c7 cells transfected with P1 or P2-specific *Hn4a* expression vectors. Quantification of invaded cells, right panel. Compare to SC or EV at the same time *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, *One-way ANOVA* test, Dunnett’s multiple comparisons test, (N=5), (Scale bar 100µm). (For JTK_Cycle rhythmicity statistics, see Table S1.) Error bar=SEM.

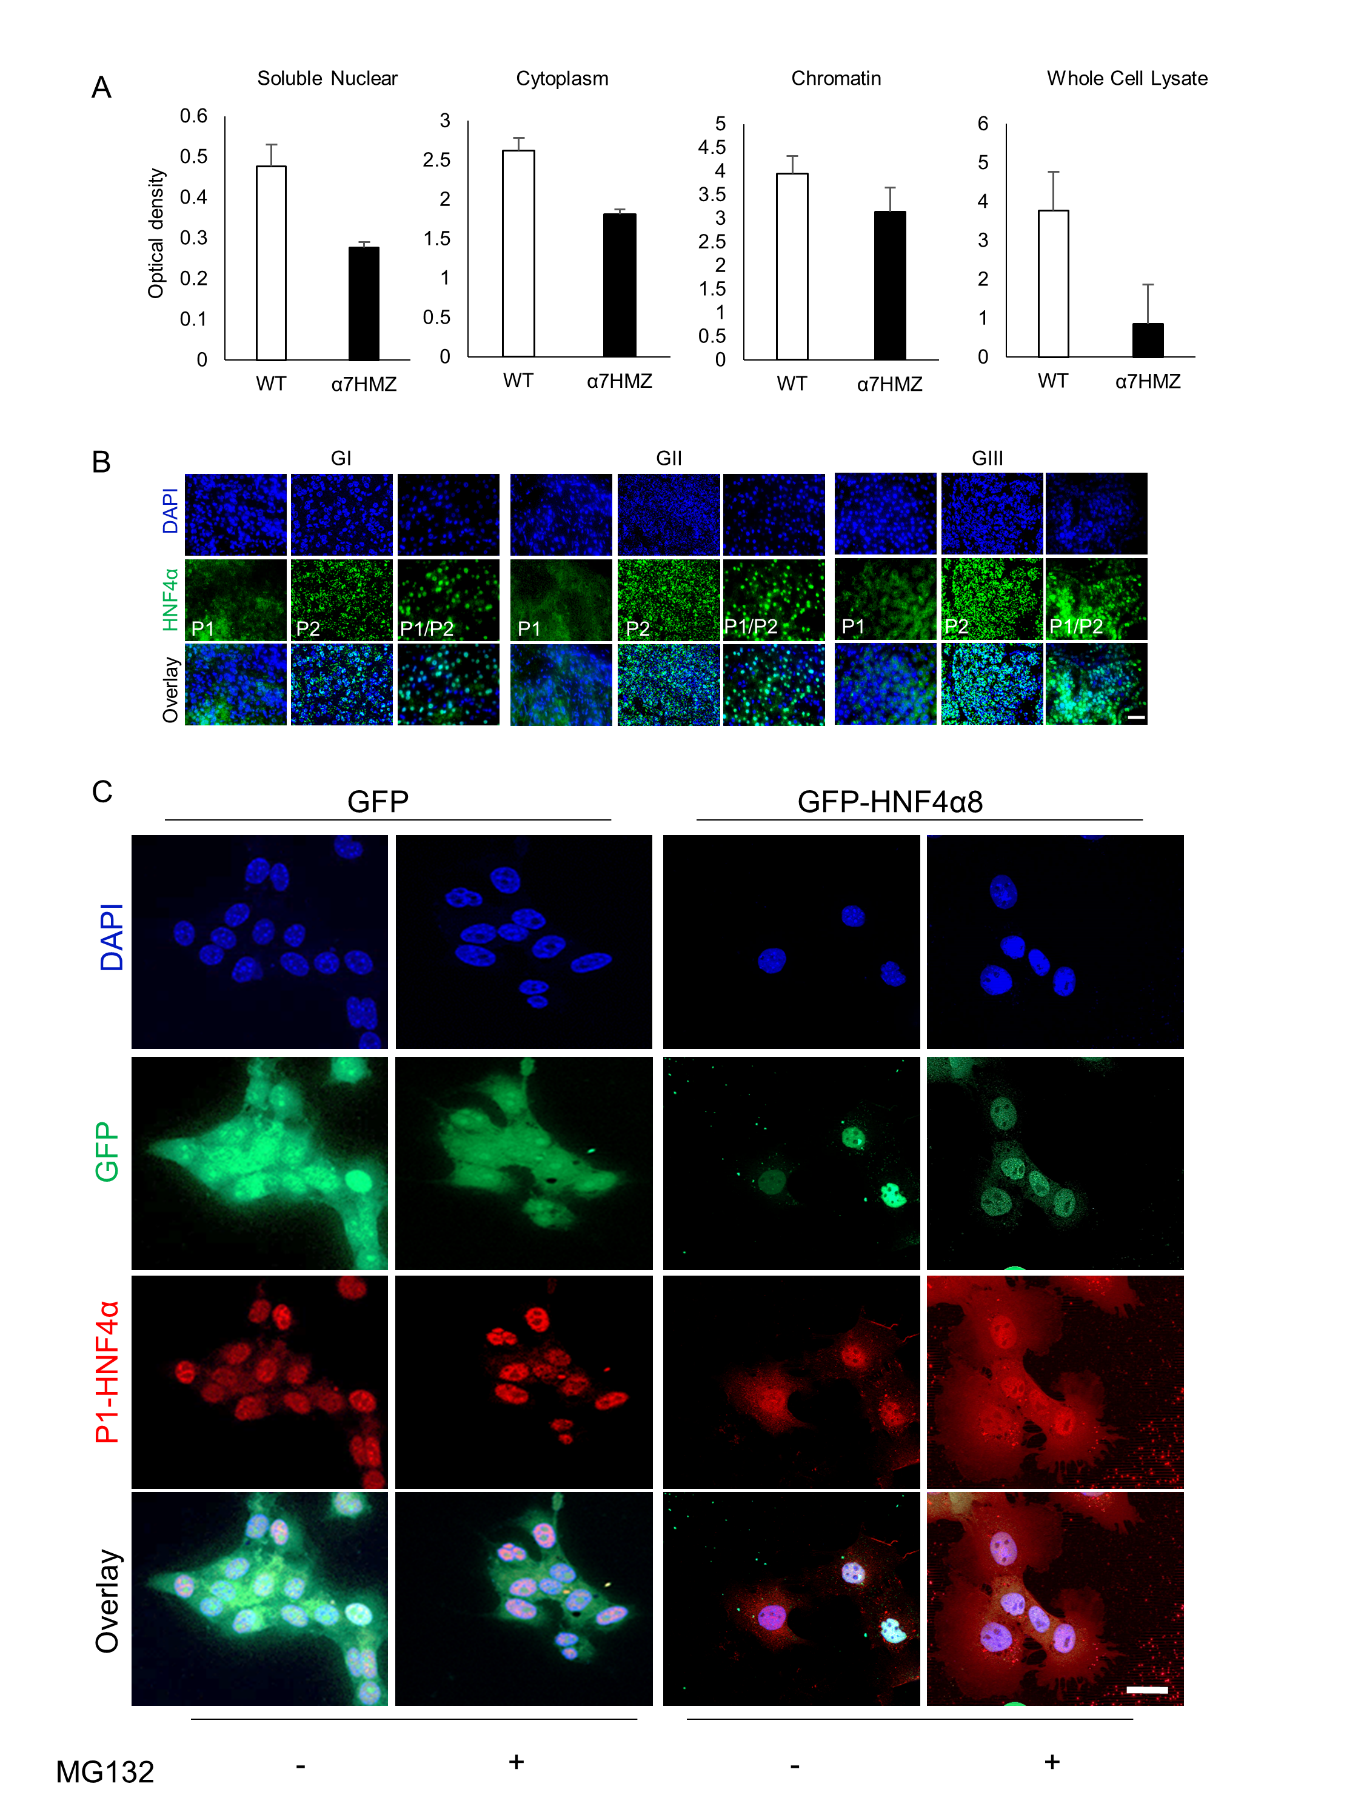

**Supplementary Figure 5 Expression of P2-HNF4α Results in the Cytoplasmic Accumulation of P1-HNF4α.** (A) Quantification of BMAL1 protein from western blots of WT and α7HMZ livers. (Corresponds to Figure 5B.) (B) Immunohistochemistry of grades 1-3 (GI, GII, GIII) human HCC specimens using antibodies specific only to P1-HNF4α, P2-HNF4α, or to P1/P2-HNF4α. (C) Immunocytochemistry of AML12 cells transfected with *Gfp*-empty vector of *Gfp-Hnf4α8* (*P2-Hnf4a*) and treated with vehicle or MG132. Staining performed with antibody to P1-HNF4α. Overlay with DAPI nuclear stain. (Scale bar 20µm).

**
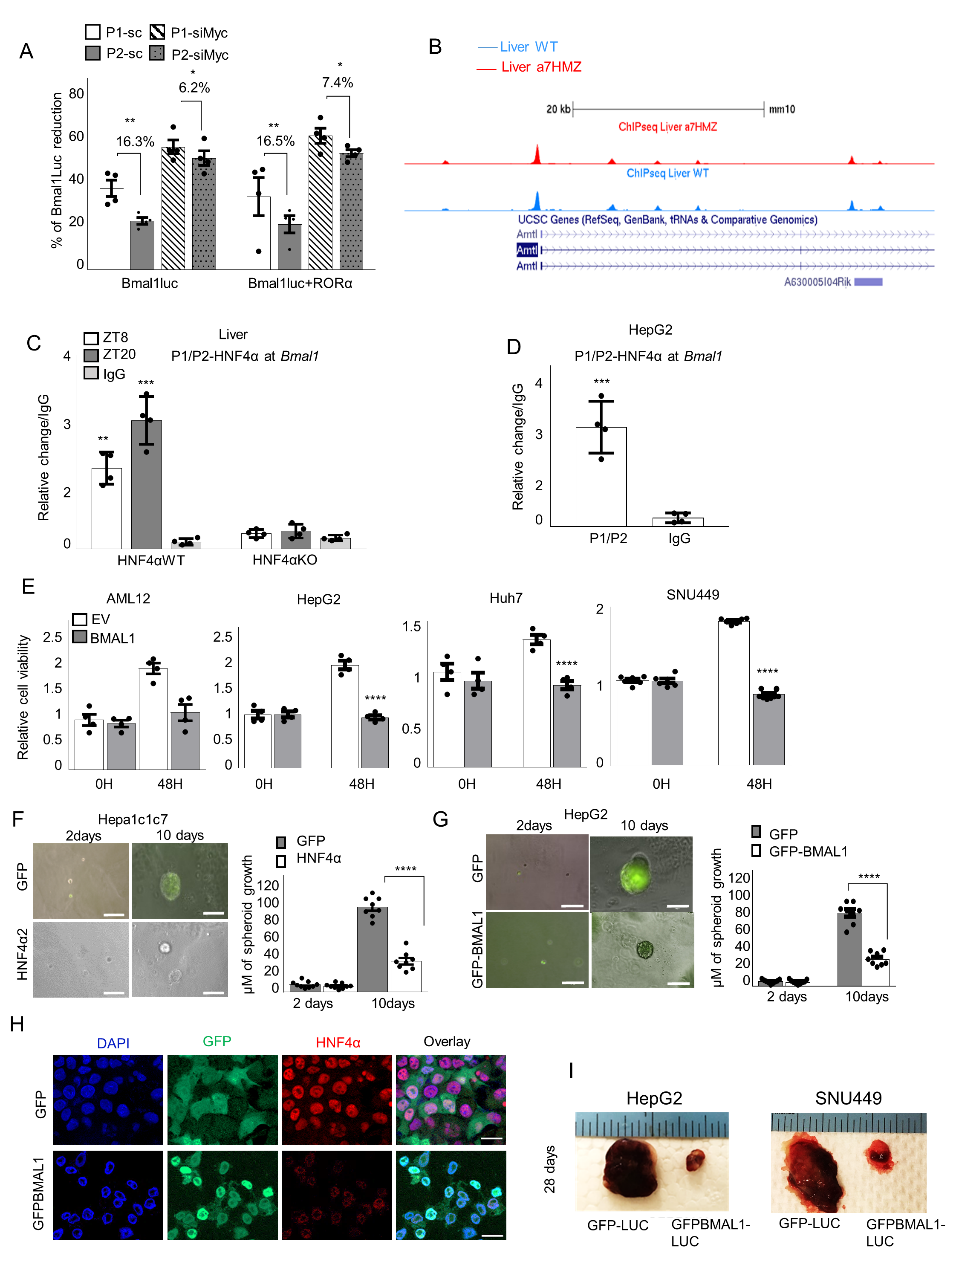
**

**Supplementary Figure 6 Co-Expression of BMAL1 and HNF4α in HCC Impairs Cell Proliferation** (A) Quantification of MYC-mediated repression of *Bmal1-luc* activity in the presence or absence of siRNA to the P1- or P2- HNF4α. (Corresponds to Figure 6A.) (B) ChIP-seq peaks for P1-HNF4α or P2-HNF4α in WT or α7HMZ livers at the *Bmal1* (*Arntl*) locus. (C-D) Chromatin immunoprecipitation of HNF4α followed by qPCR reveals P1/P2 isoform occupancy at an upstream *Bmal1* gene regulatory region in mouse WT and *Hnf4a* KO liver at two different *zeitgeber* times, ZT8 and ZT20 (left panel), and in the HepG2 cell line in unsynchronized conditions (right panel). Compared to IgG: *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, *One-way ANOVA* test, Dunnett’s multiple comparisons test, (N=5). (E) Fold change in forty-eight hour cell proliferation as measured by MTT assay of AML12, Huh7, and HepG2 cells following overexpression of *Bmal1.* *Two-way ANOVA*, Sidak’s multiple comparisons test, *P<0.03, **P<0.005, ***P<0.0005, ****P<0.0001, (N=6)*.* (F) 3D organoid growth in Matrigel at 2 and 10 days following plating of Hepa-1c1c7 cells transfected with *Gfp* empty vector or *Gfp-P1-Hnf4a* expression vector. Quantification of spheroid size at 2 and 10 days after plating, right panel. (G) 3D organoid growth in Matrigel at 2 and 10 days following plating of HepG2 cells transfected with *Gfp* empty vector or *Gfp-P1-Bmal1* expression vector. Quantification of spheroid size at 2 and 10 days after plating, right panel. *Two-way ANOVA*, Sidak’s multiple comparisons test, *P<0.03, **P<0.005, ***P<0.0005, ****P<0.0001, (N=9), (Scale bar 100µm). (H) Staining of HepG2 cells after transient transfection with *Gfp*-containing empty vector or *Gfp-Bmal1*. Staining was performed with antibodies to P1/P2-HNF4α and BMAL1. Counterstained with DAPI nuclear stain. (I) HepG2 and SNU449-derived tumors excised from the xenograft experiments. (Corresponds to Figure 6C.) Error bars=SEM.

**
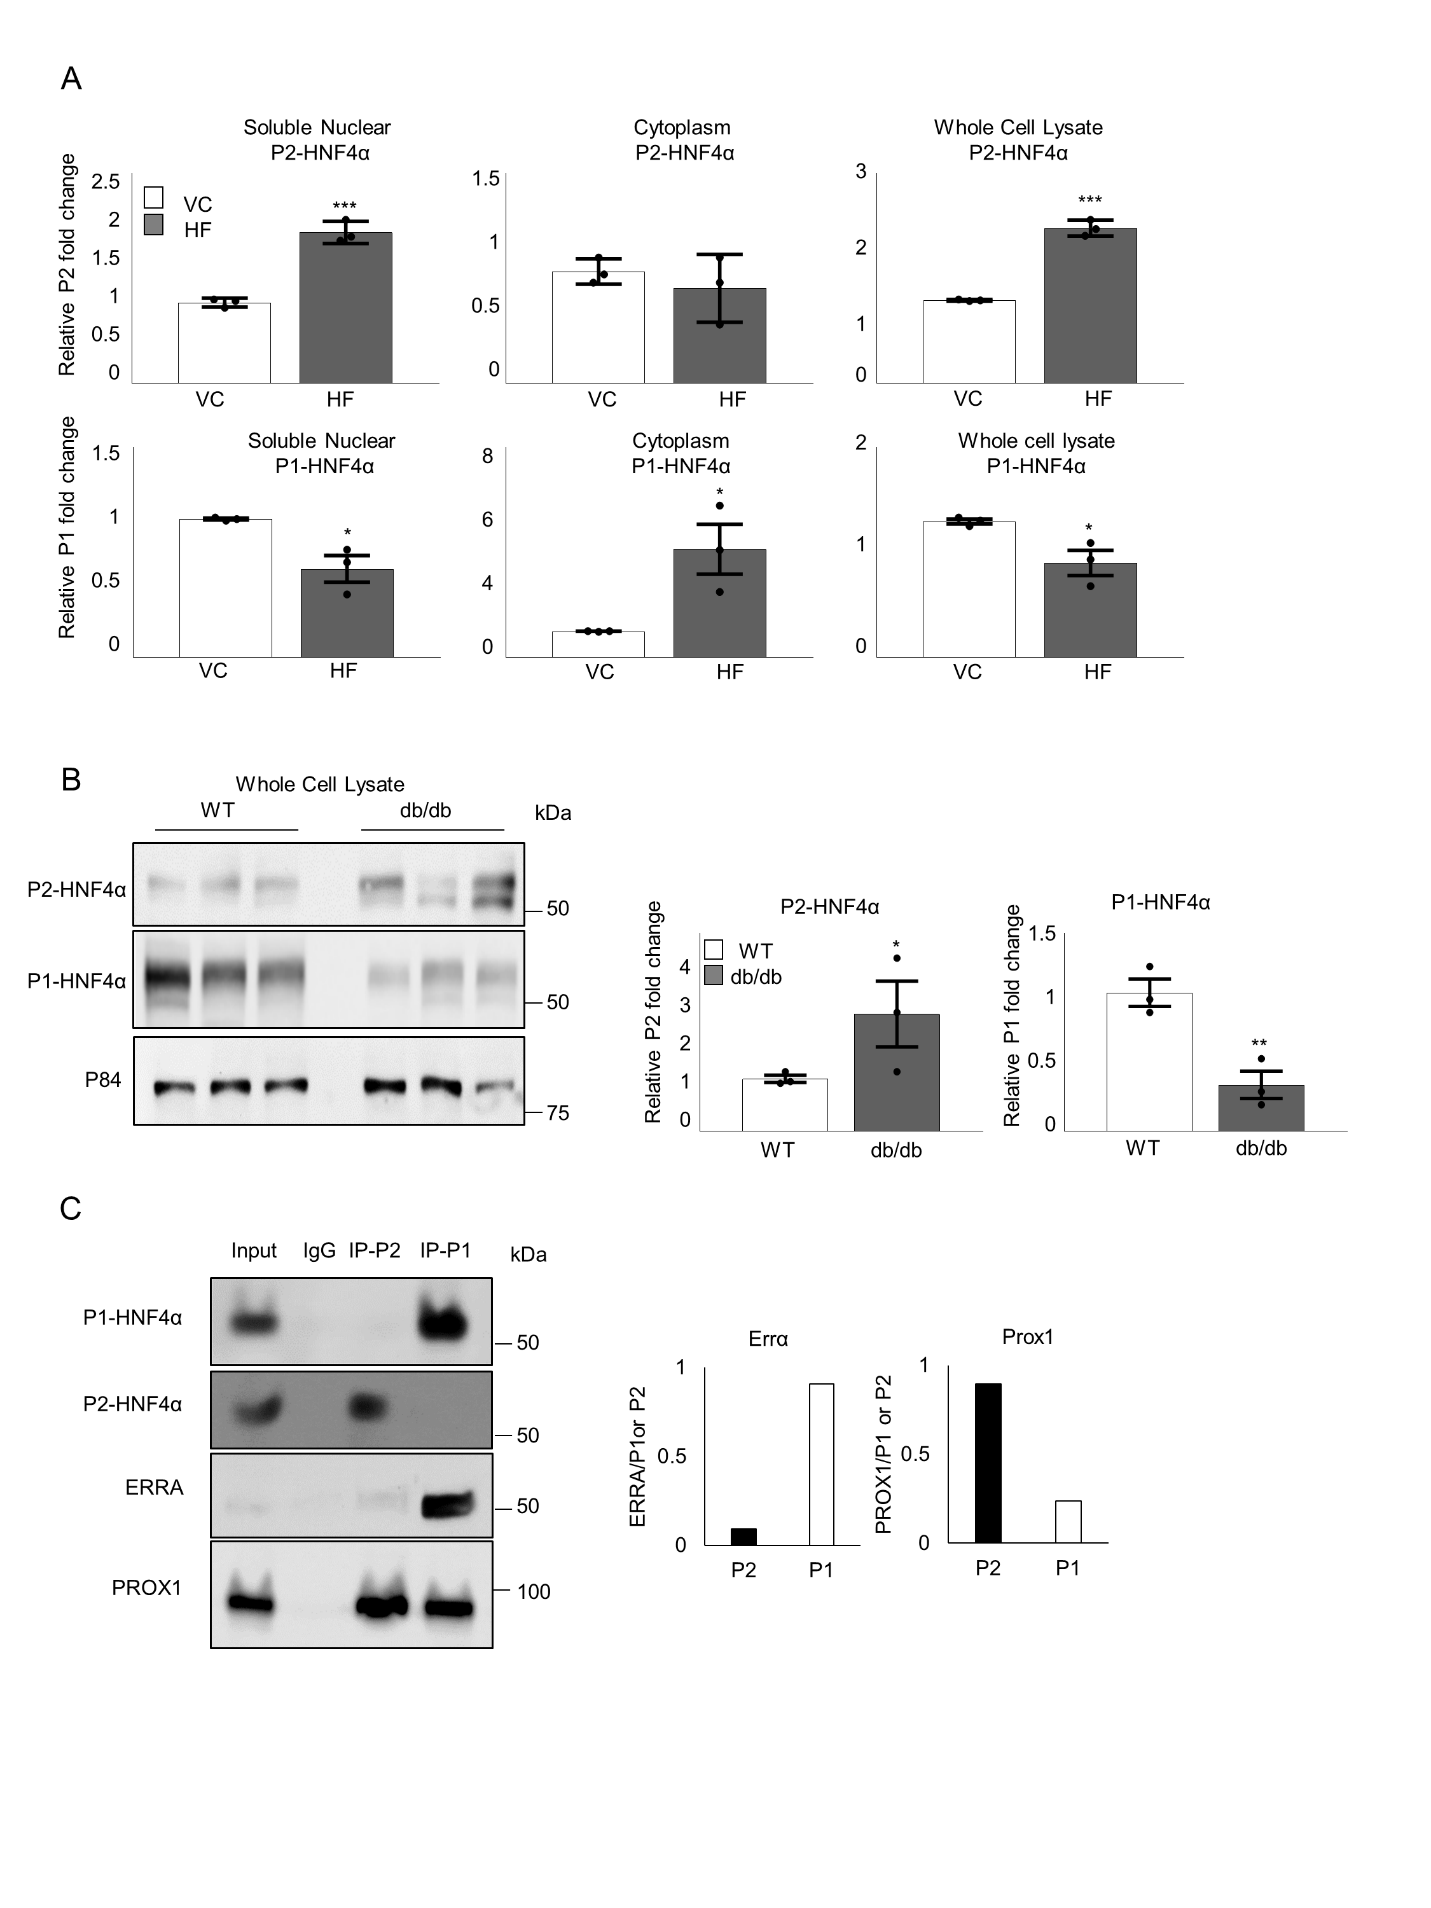
**

**Supplementary Figure 7 P2-HNF4a is induced in Fatty Liver** (A) Quantification of HNFα isoforms in the nuclear and cytoplasmic cell fractions as well as in whole cell lysates of mice made obese by prolonged HFD feeding. (B) Western blot analysis reveals P1-HNF4α, P2-HNF4α and P84 in livers from leptin-deficient mice (*db/db*). Western blot quantification (right panel). (C) Western blot reveals co-immunoprecipitation of ERRA and PROX1 with P1- HNF4α or P2-HNF4α. Quantification of ERRA and PROX1 normalized to the amount of HNF4α immunoprecipitated.

**
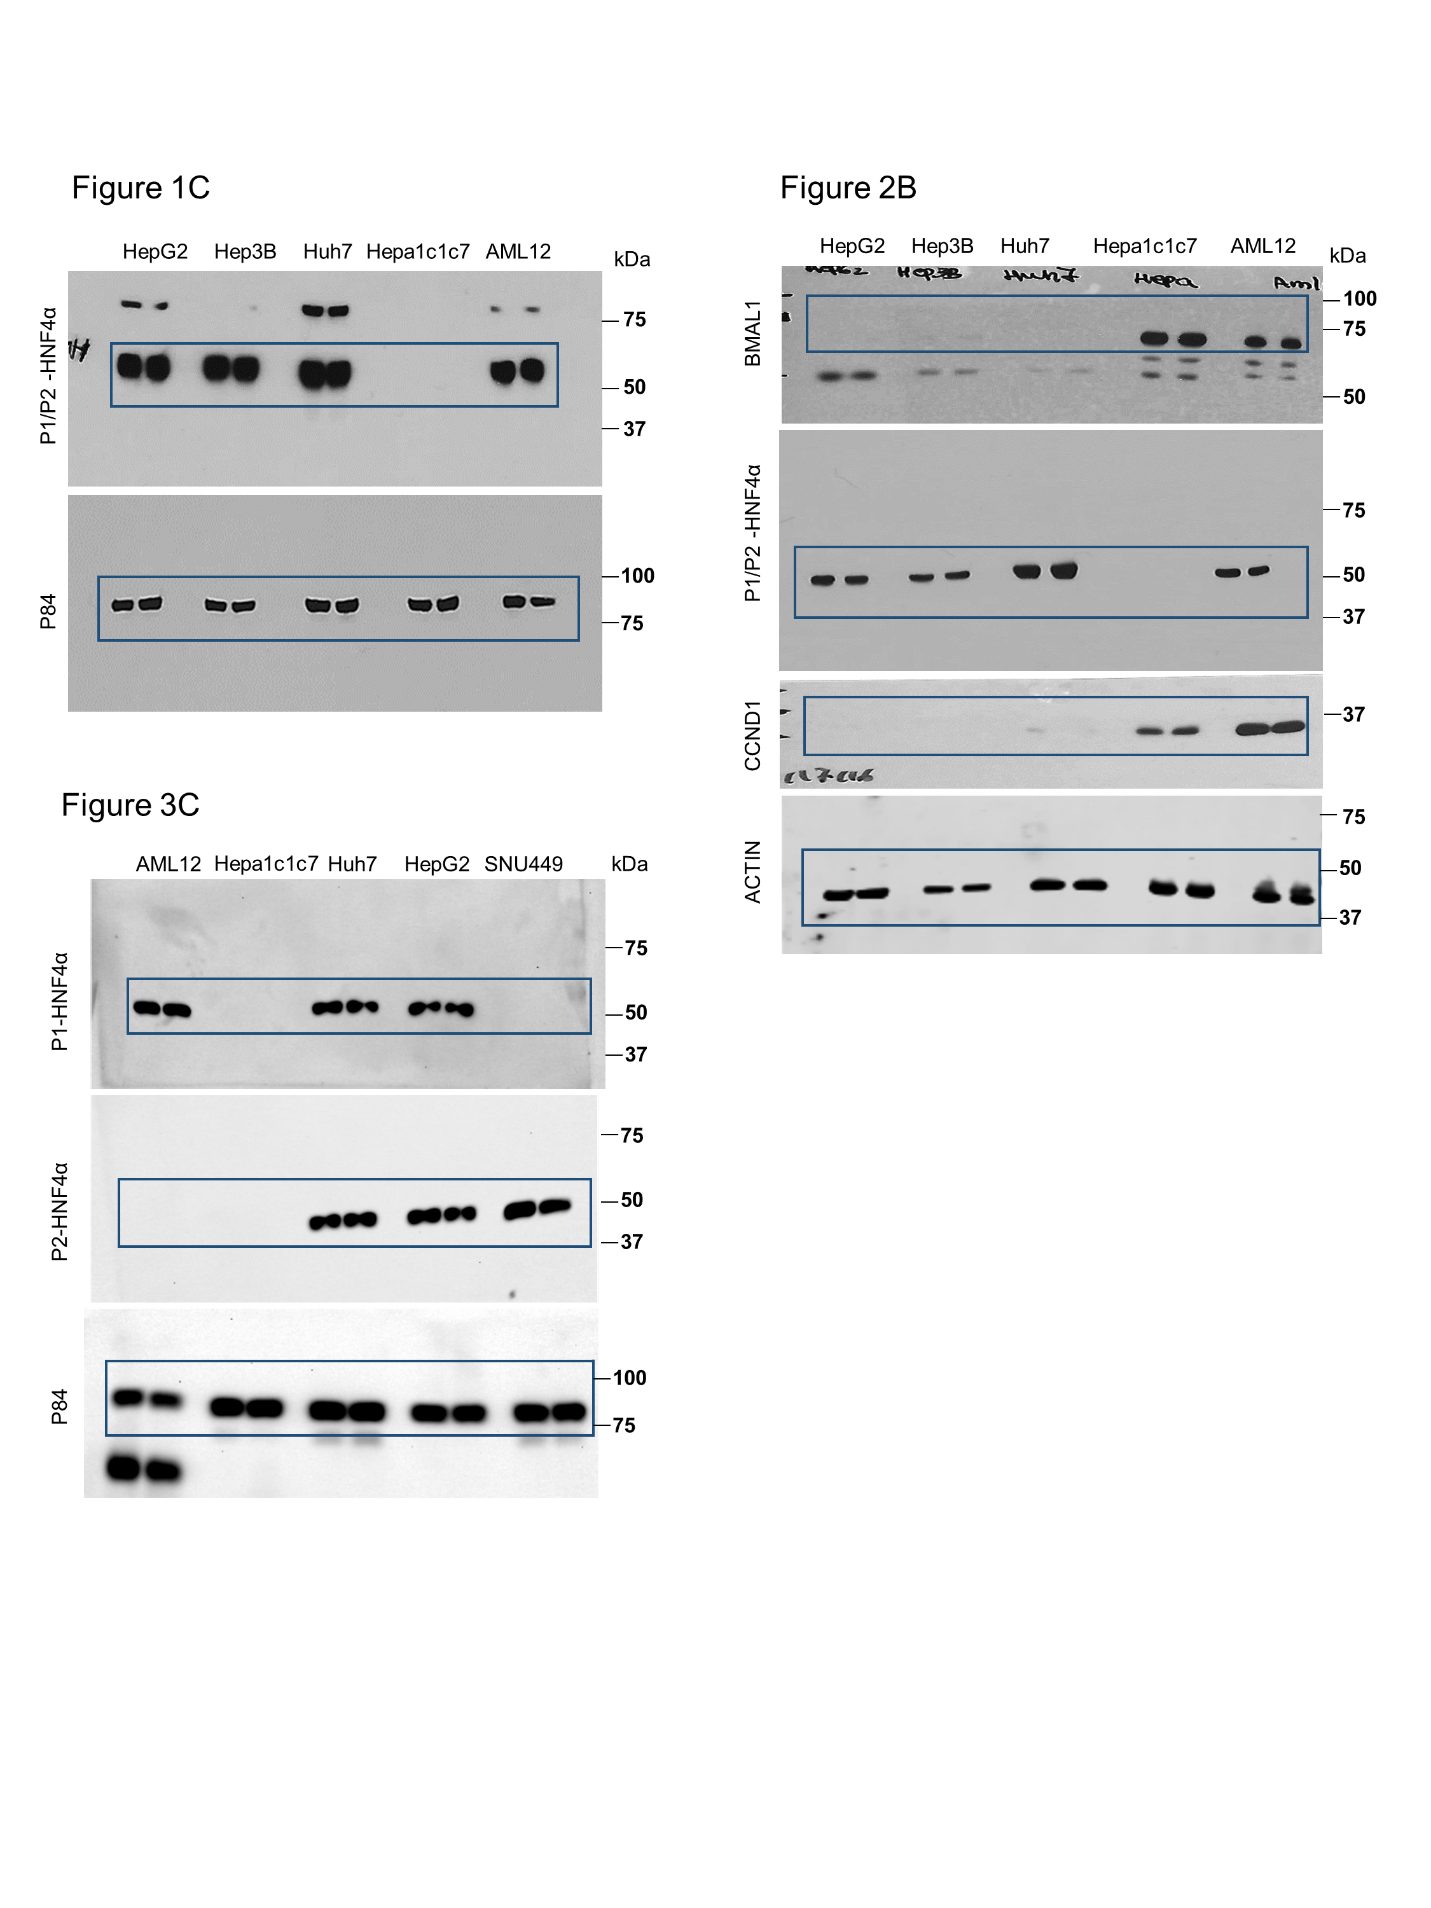
**

**Supplementary Figure 8**. Original western blots shown in figures 1C, 2B and 3C. Each figure corresponds to the western blots in the indicated figure number.

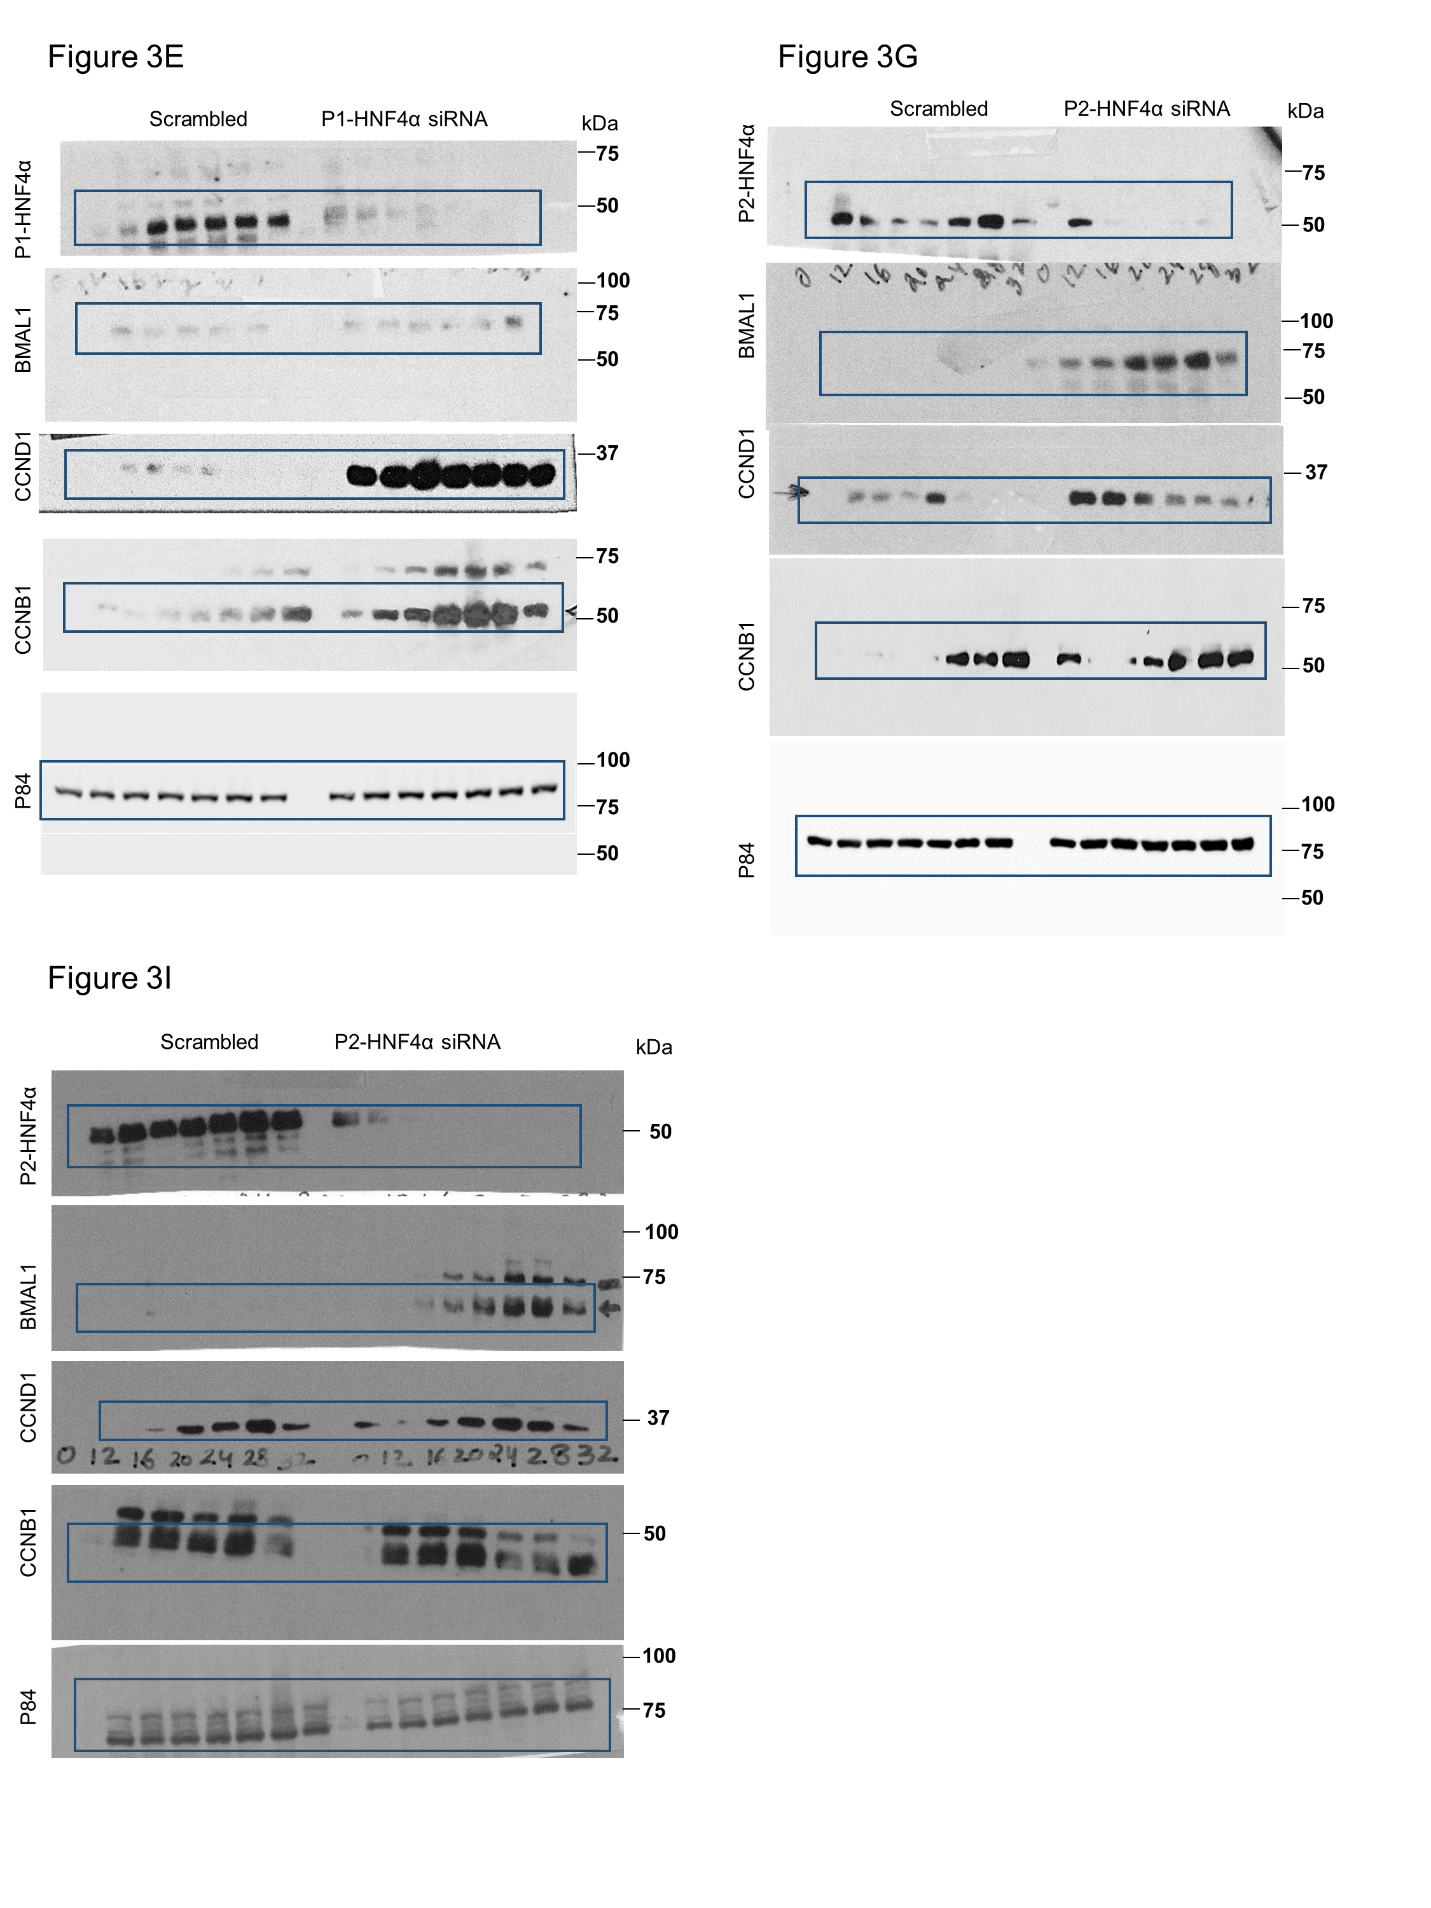

**Supplementary Figure 9**. Original western blots shown in figures 3E, 3G and 3I. Each figure corresponds to the western blots in the indicated figure number.

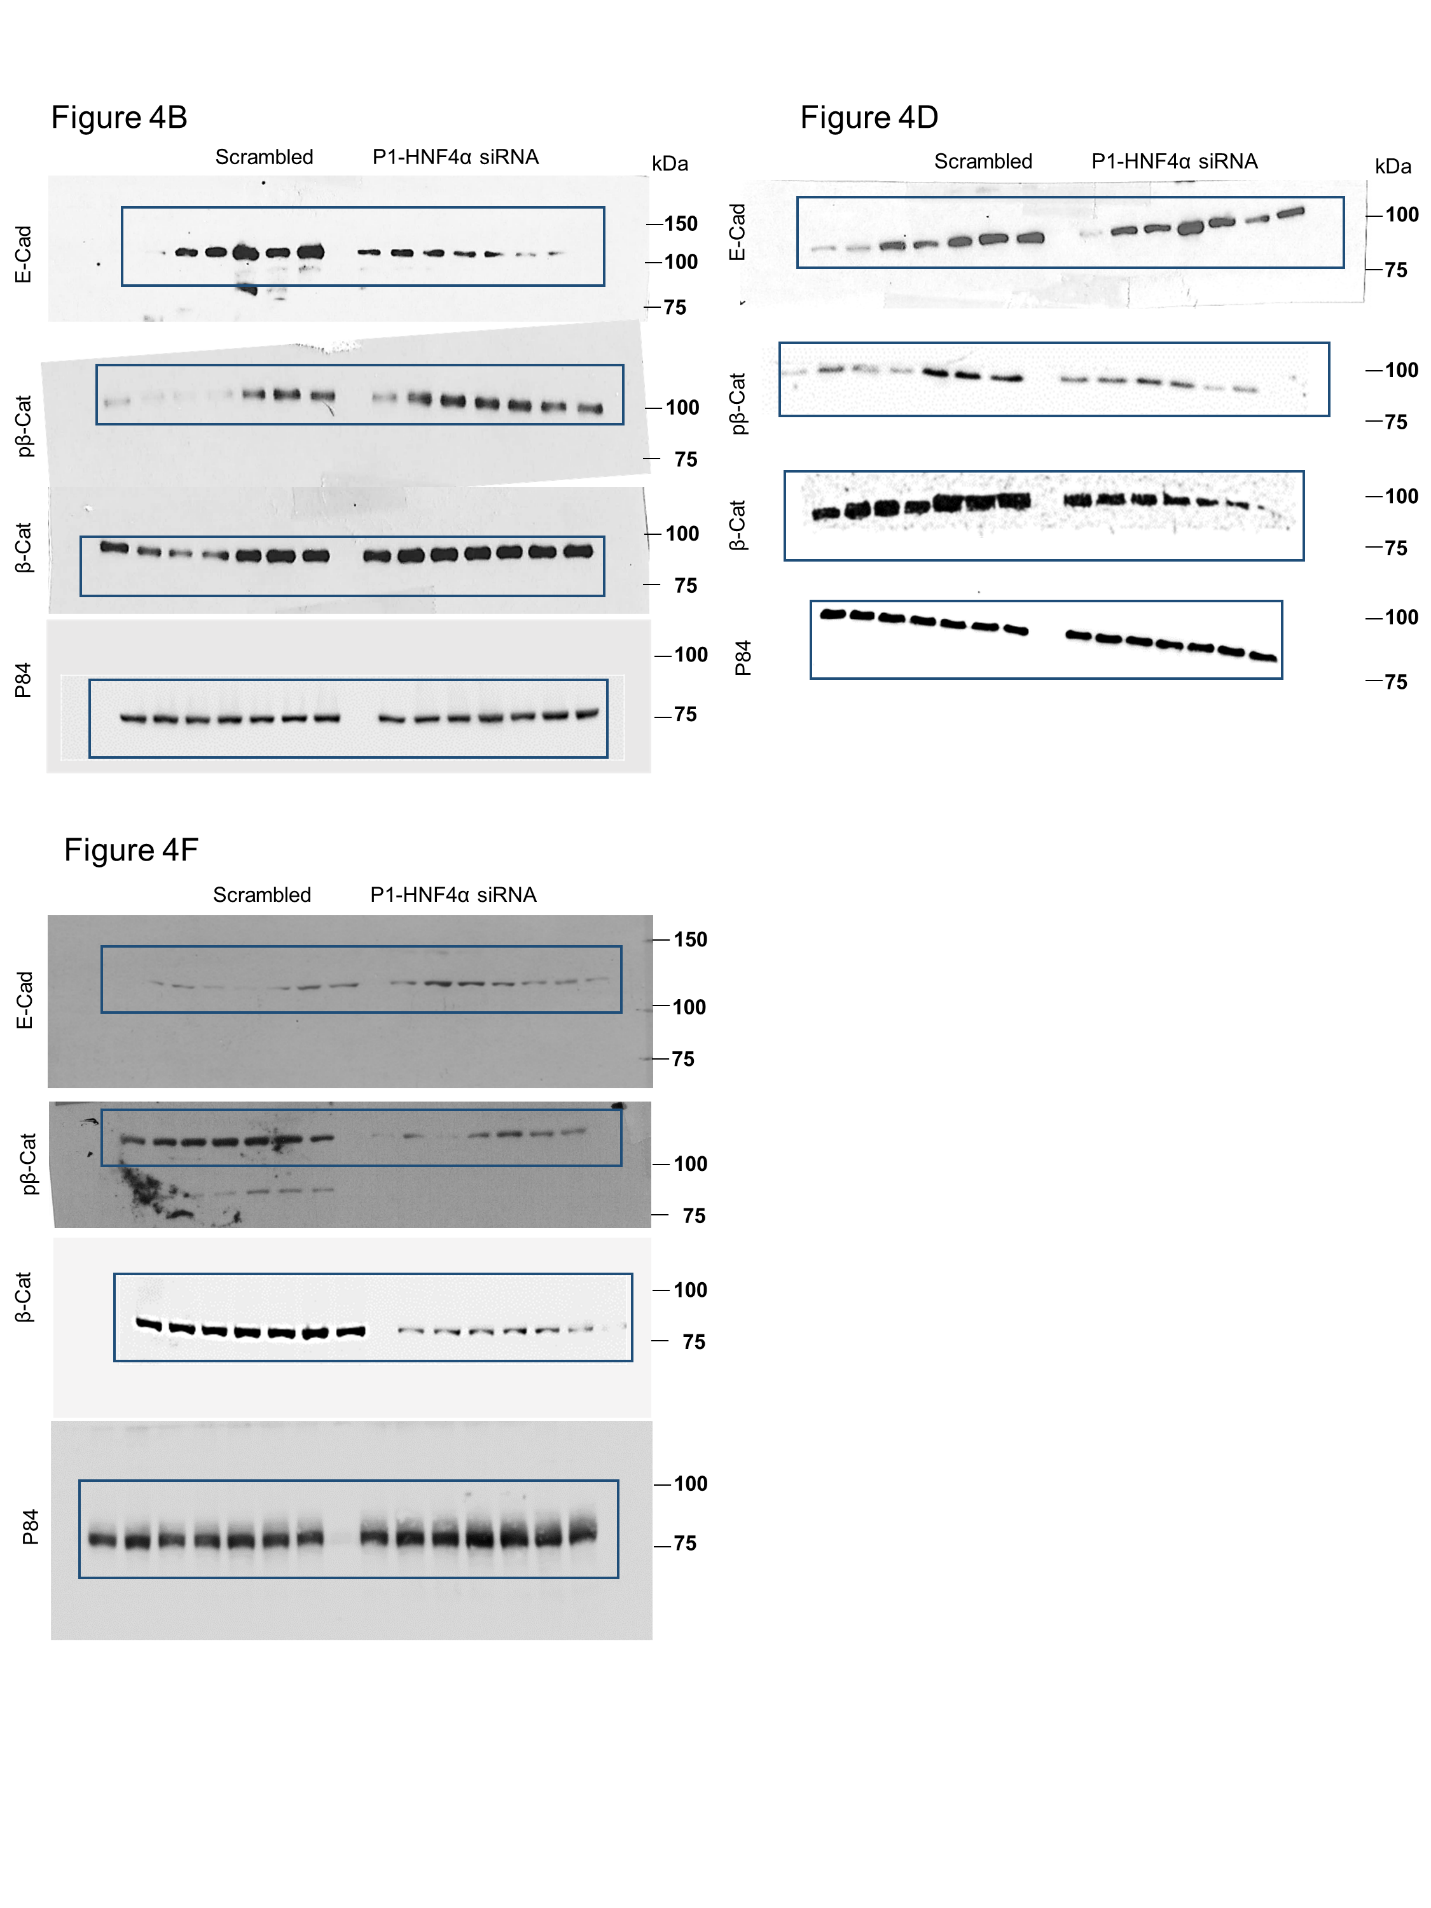

**Supplementary Figure 10**. Original western blots shown in figures 4B, 4D and 4F. Each figure corresponds to the western blots in the indicated figure number.

**
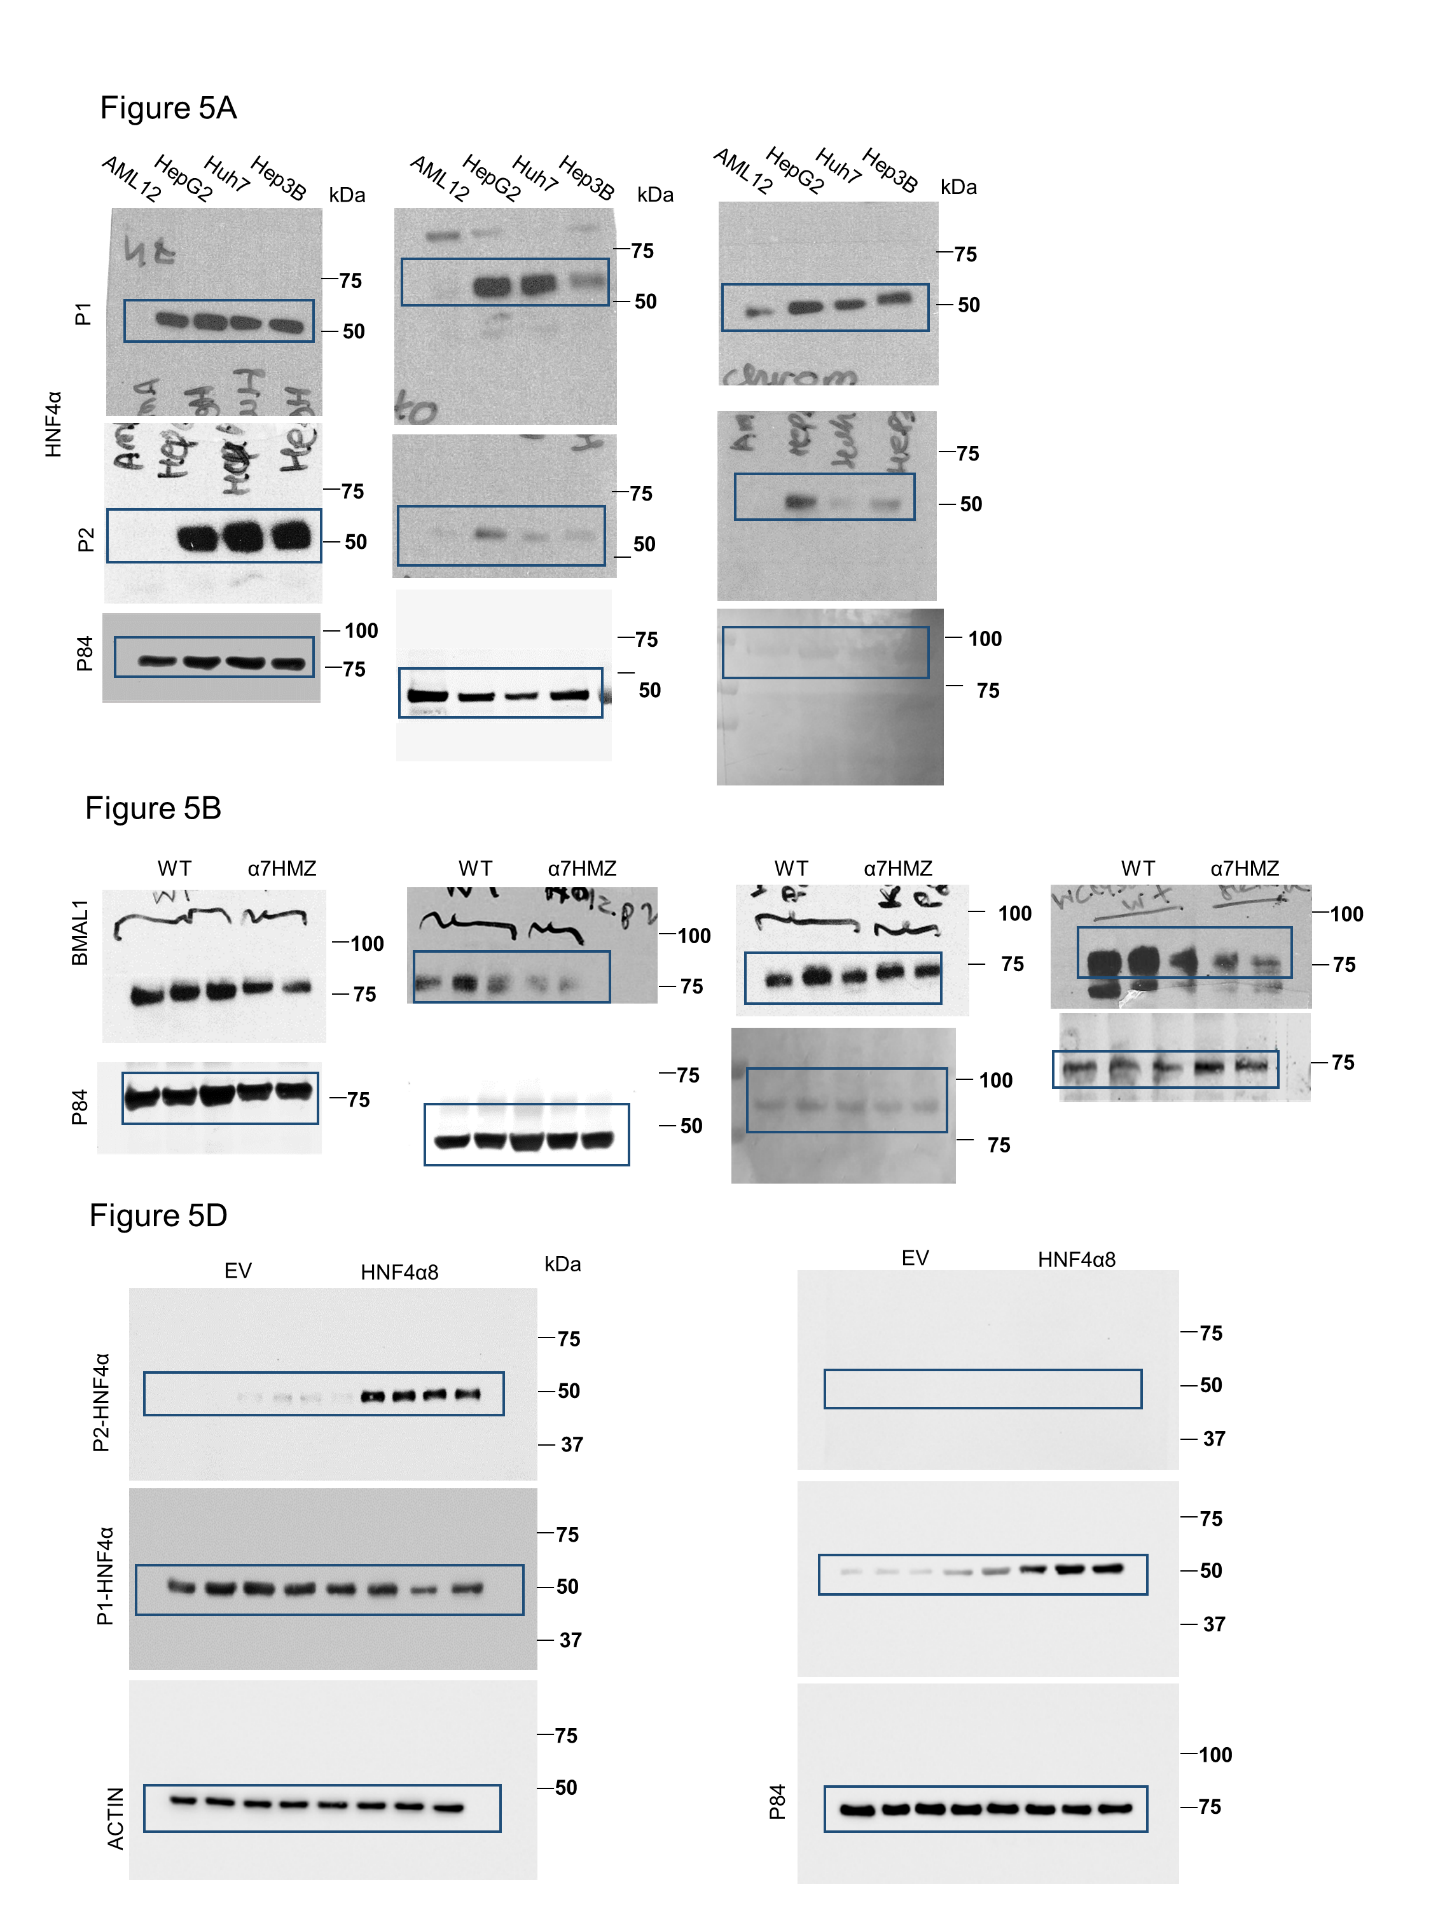
**

**Supplementary Figure 11**. Original western blots shown in figures 5A, 5B and 5D. Each figure corresponds to the western blots in the indicated figure number.

**
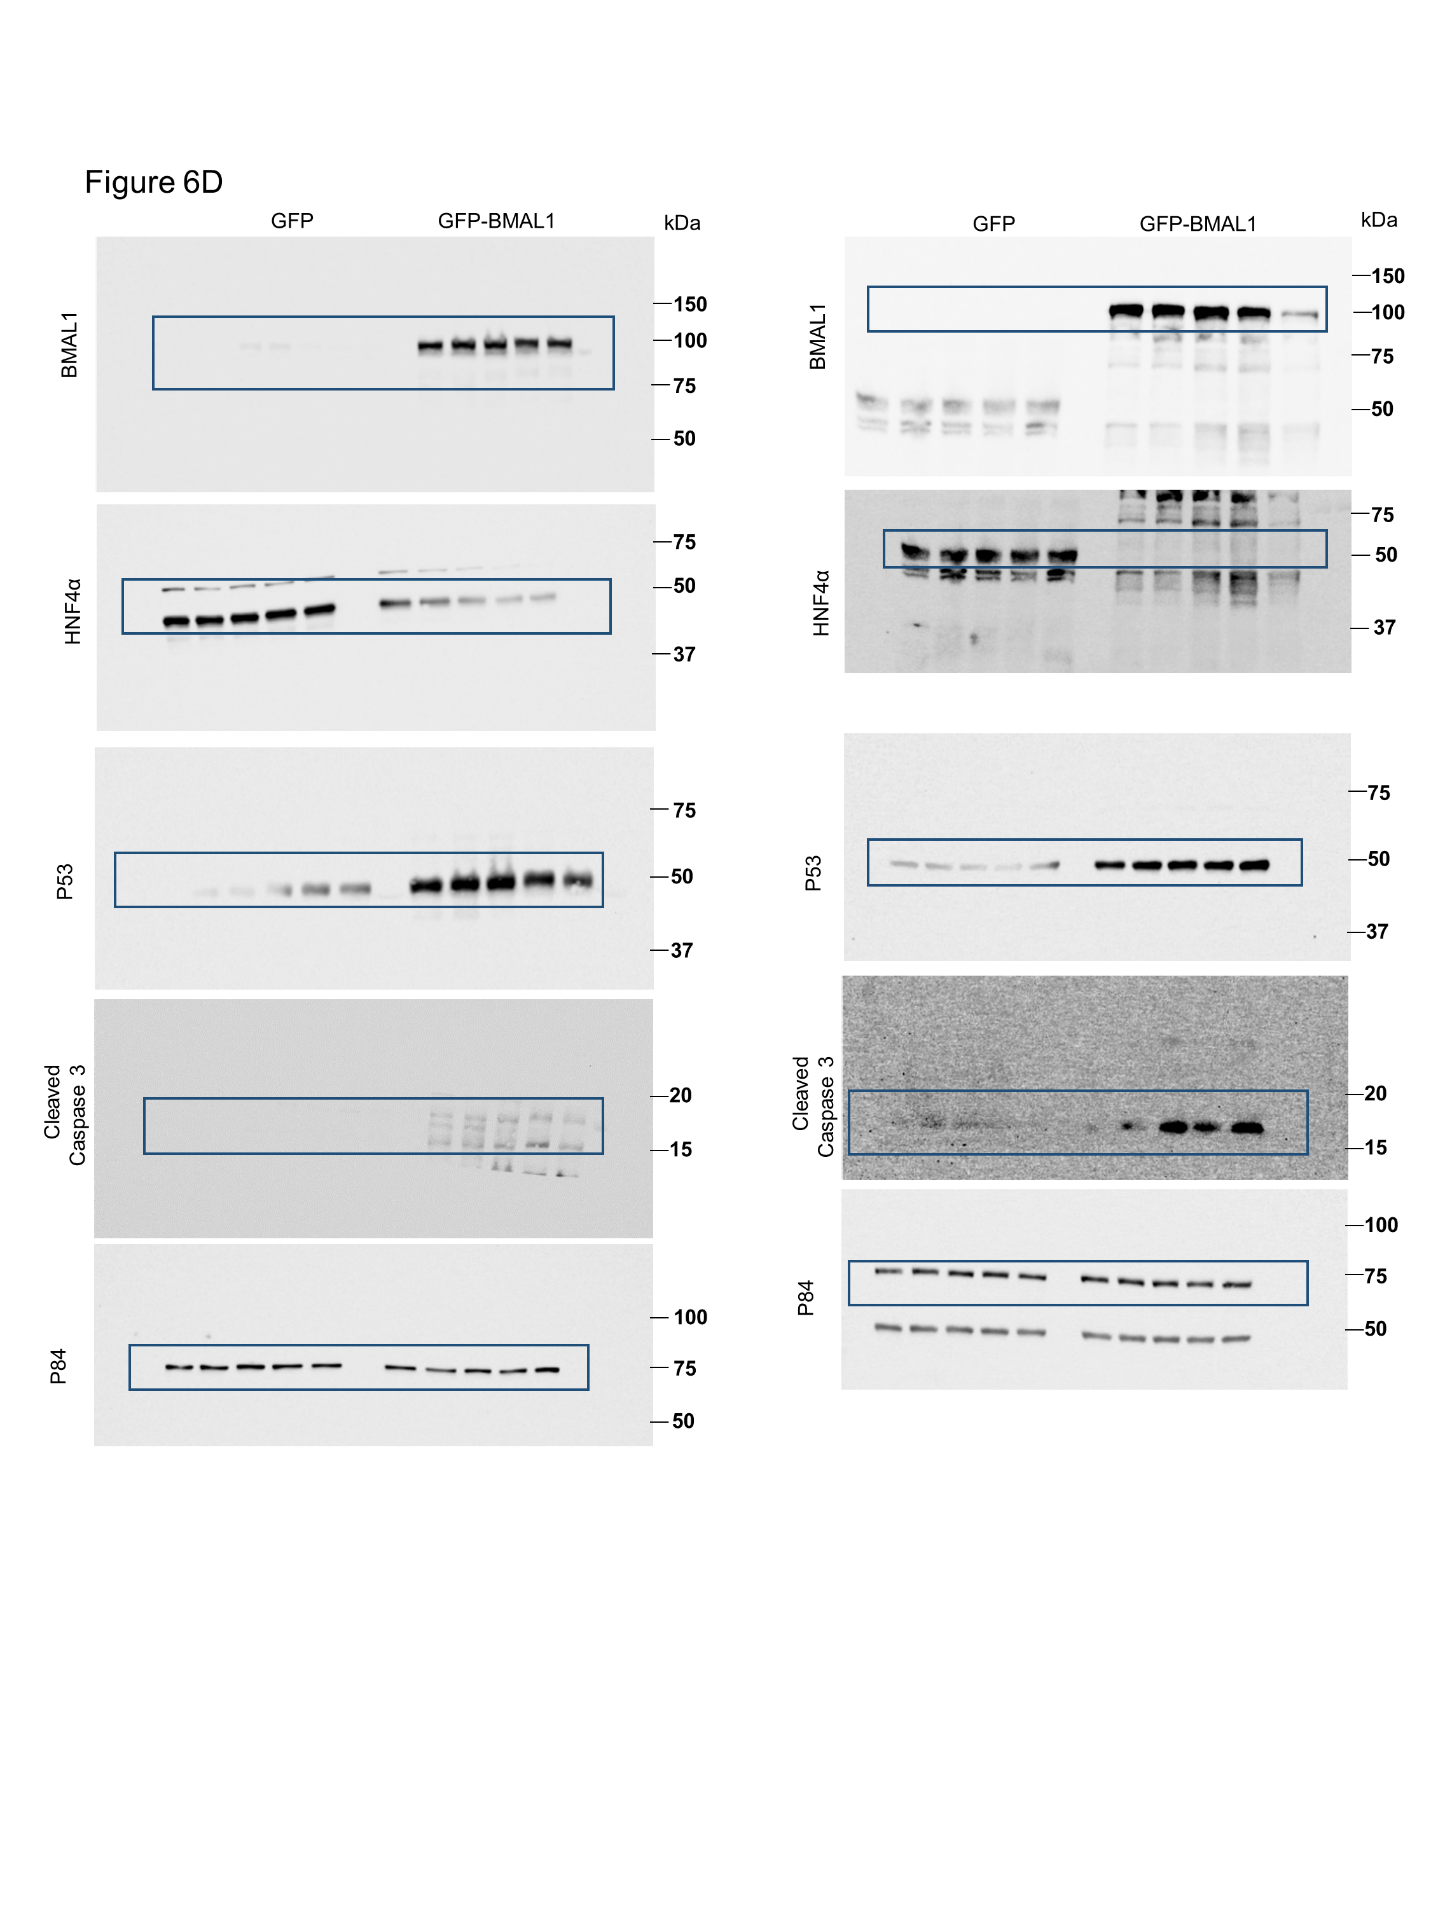
**

**Supplementary Figure 12**. Original western blots shown in figure 6D. Each figure corresponds to the western blots in the indicated figure number.

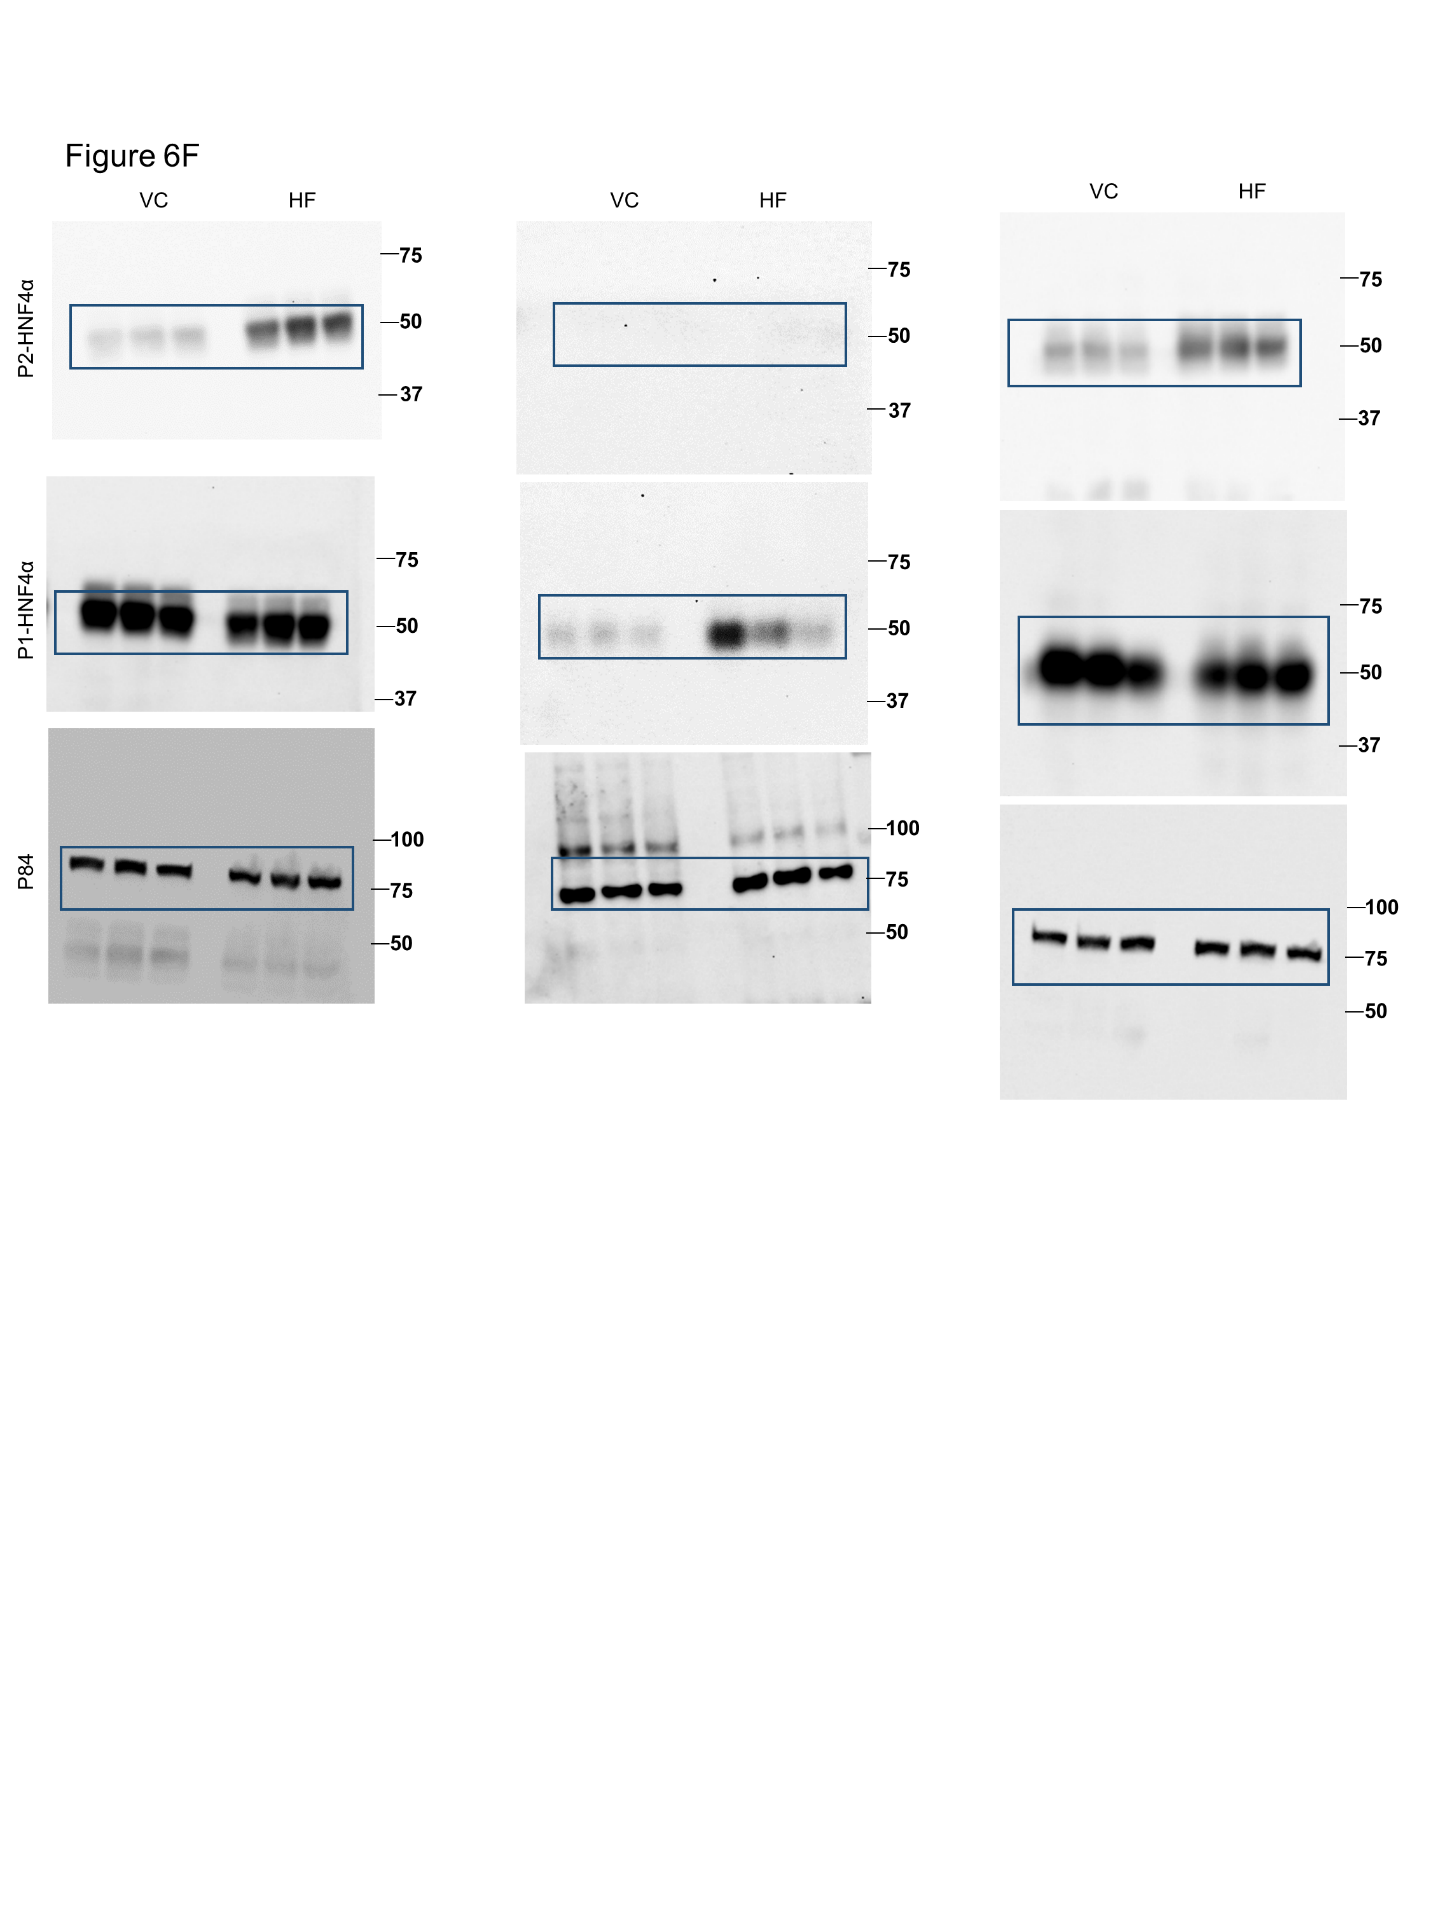

**Supplementary Figure 13**. Original western blots shown in figure 6F. Each figure corresponds to the western blots in the indicated figure number.

**
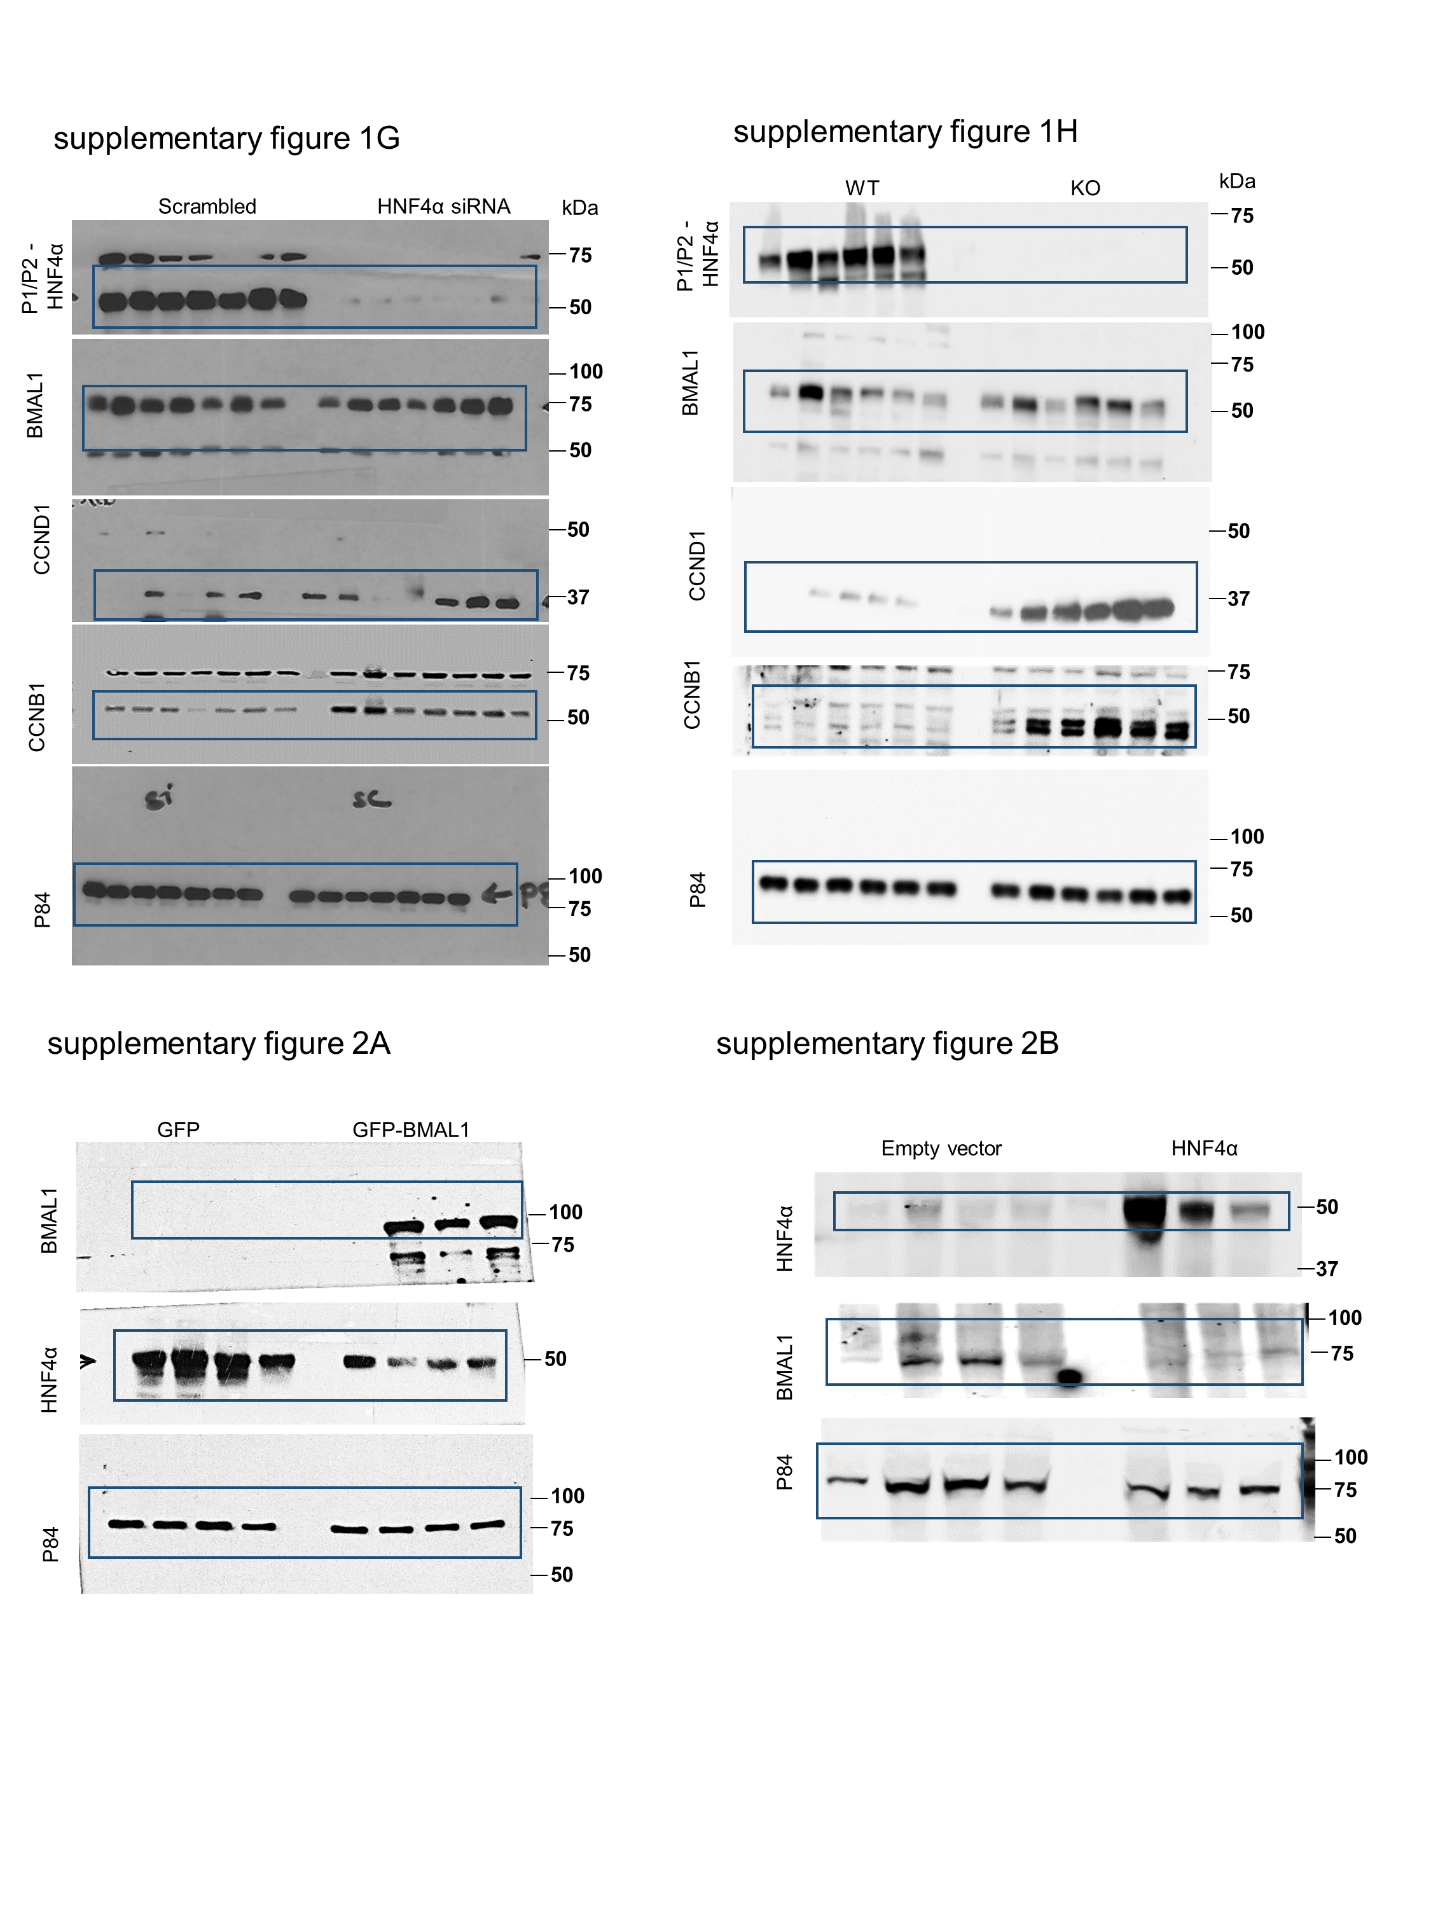
**

**Supplementary Figure 14**. Original western blots shown in supplementary figures 1G, 1H, 2A and 2B. Each figure corresponds to the western blots in the indicated figure number.

**
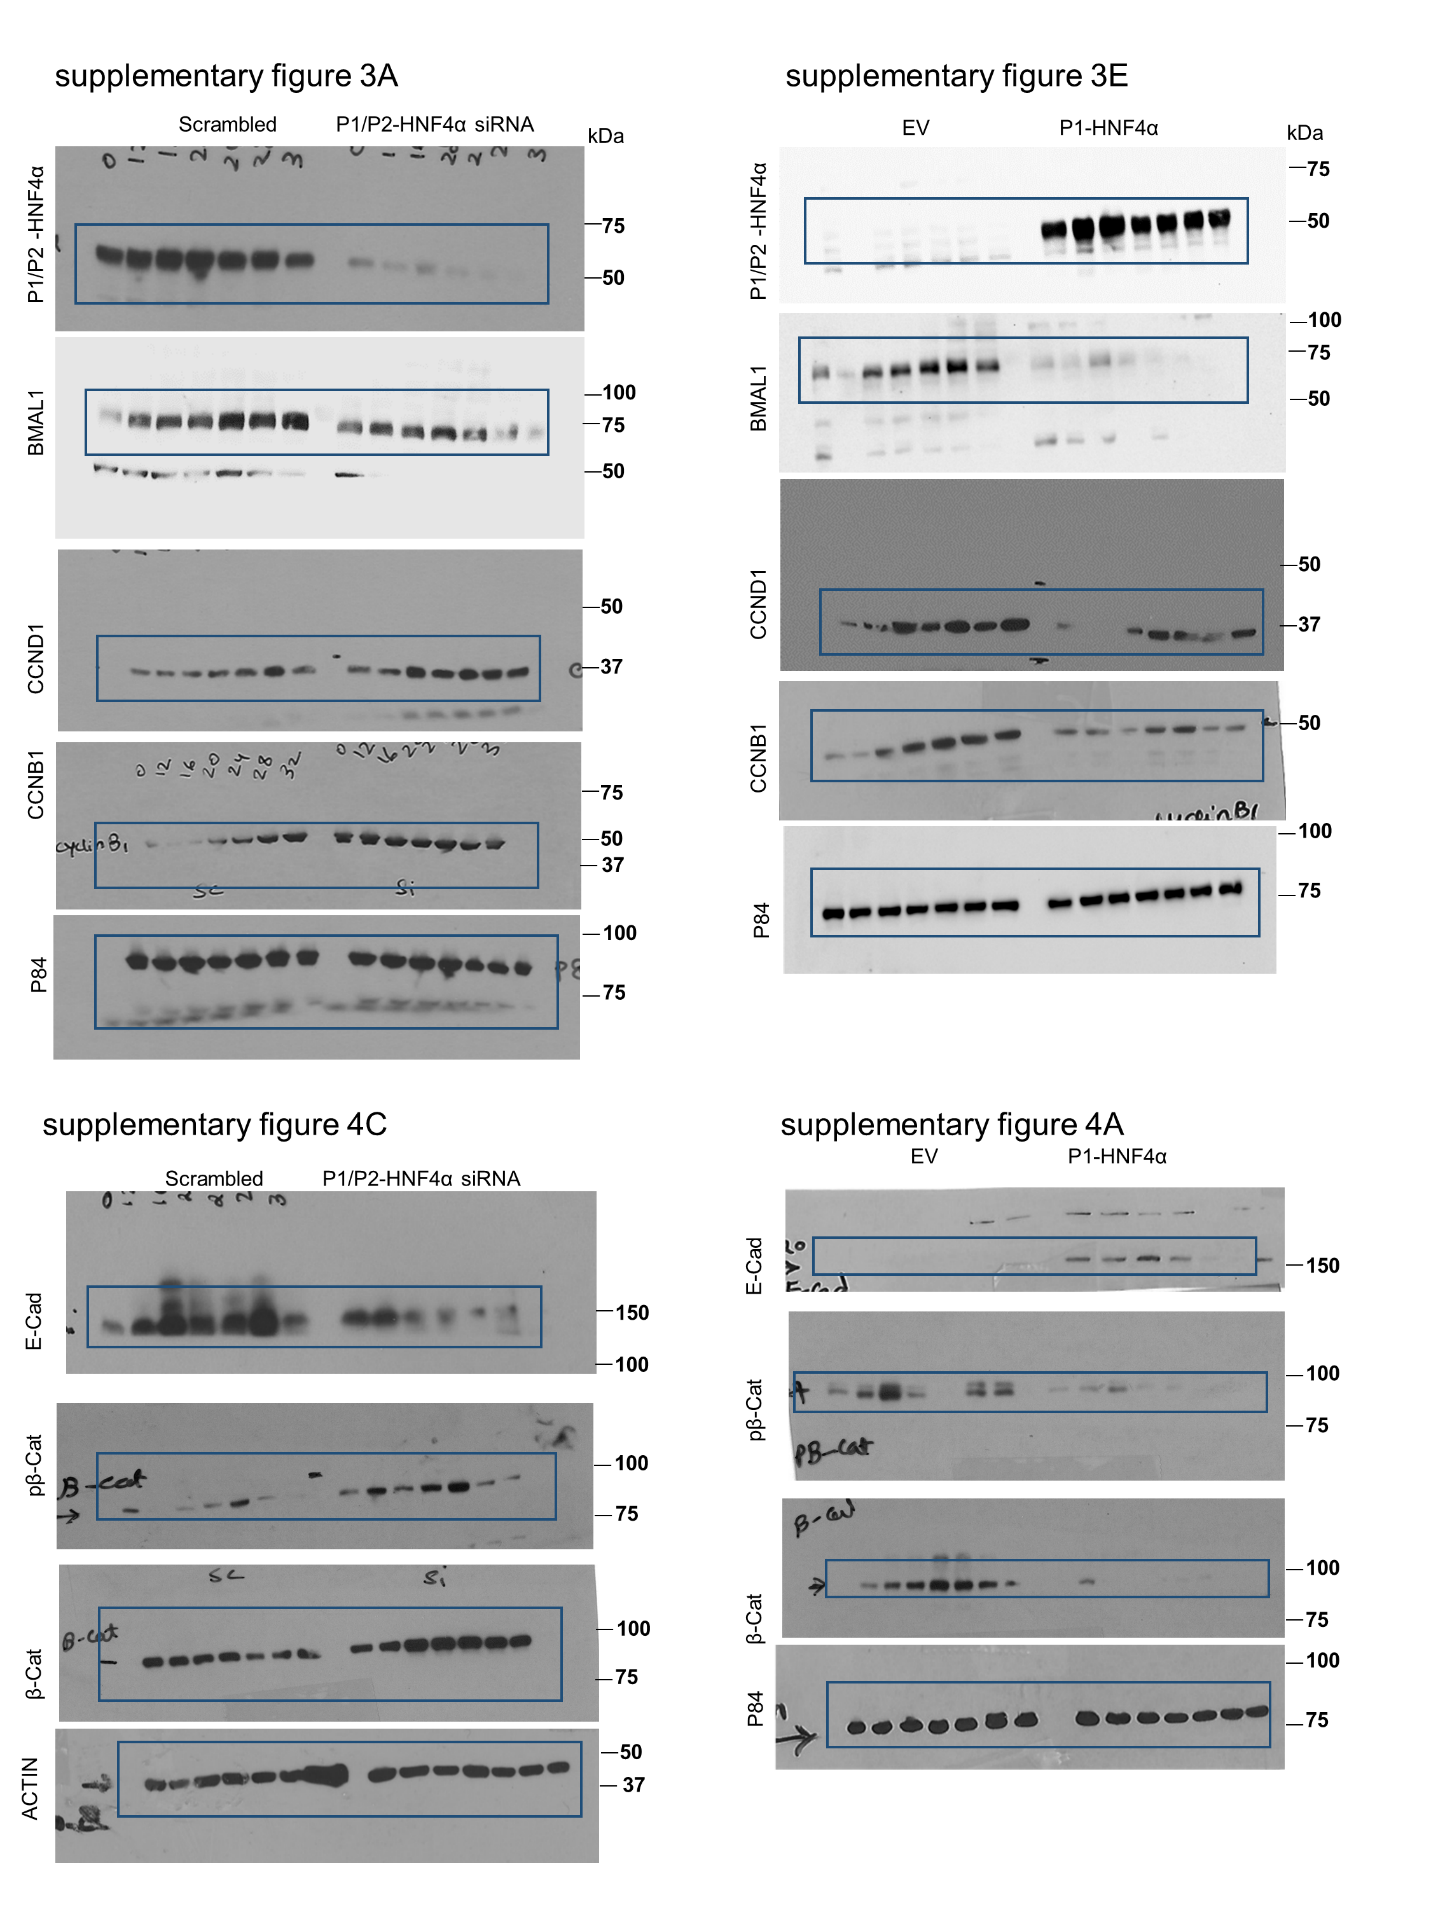
**

**Supplementary Figure 15**. Original western blots shown in supplementary figures 3A, 3E, 4A and 4C. Each figure corresponds to the western blots in the indicated figure number.

**
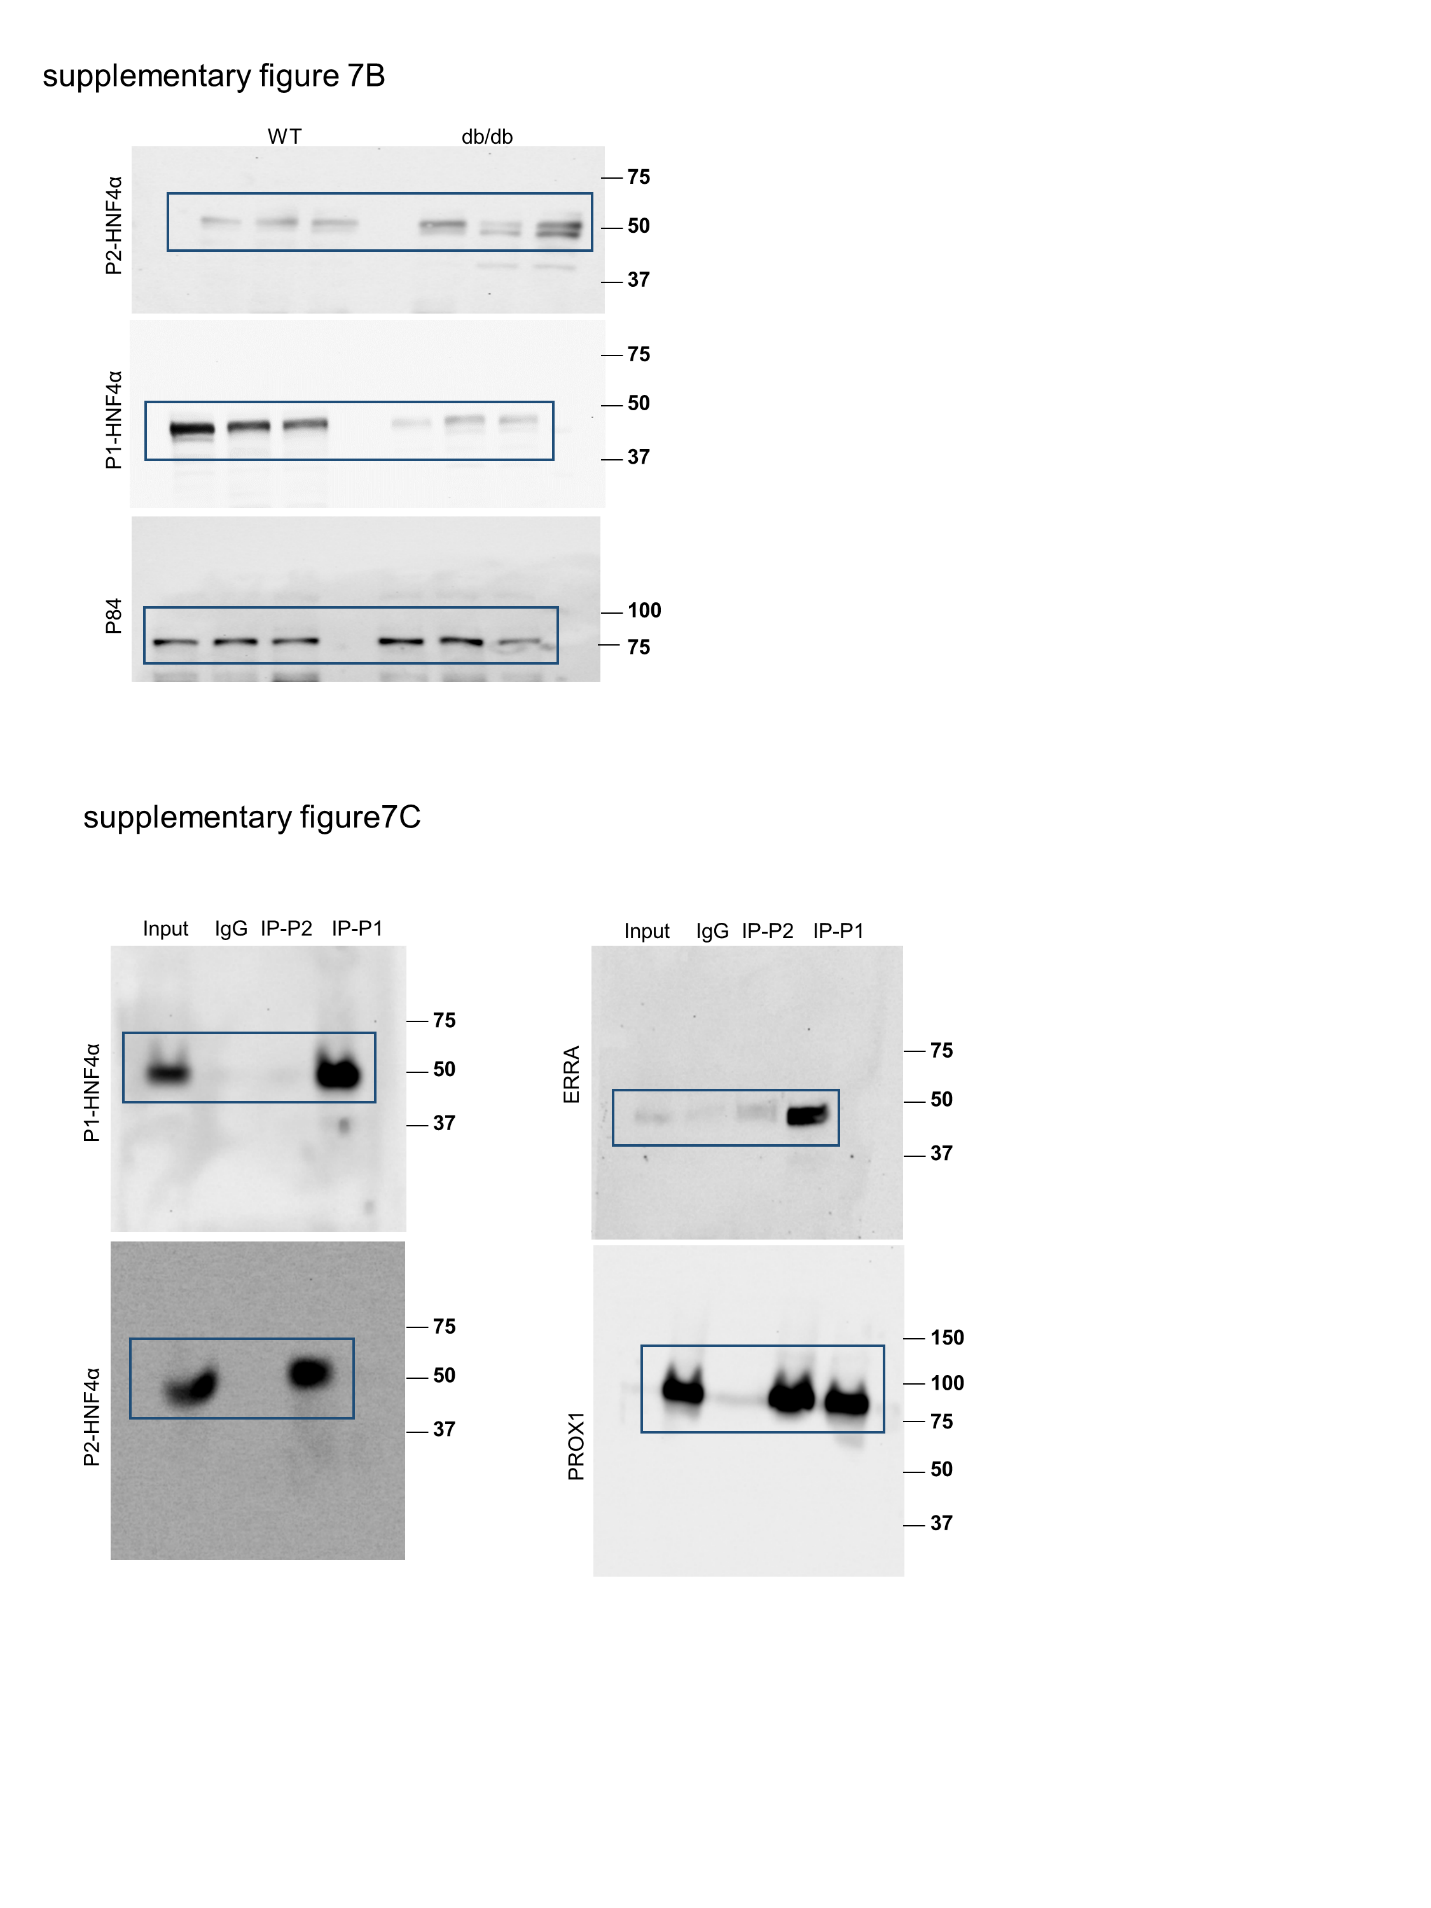
**

**Supplementary Figure 16**. Original western blots shown in supplementary figure 7B and C. Each figure corresponds to the western blots in the indicated figure number.

**Supplementary Methods**

**Supplementary Table 1: JTK results**

Figure 1H, S1E

**Supplementary Table 2: Plasmid Resources**

| Plasmid | Source |
| --- | --- |
| pcDNA3.1 HNF4α2 | Gift from Dr Frances Sladek ^1^ ^1^ |
| pcDNA3.1 HNF4α8 | Gift from Dr Frances Sladek ^1^ |
| pcDNA3.1 flagBmal1 | Gift from Dr by Dr. Seung-Hee Yoo ^2^ |
| pcDNA3.1 flag RORα | Gift from Dr by Dr. Seung-Hee Yoo ^3^ |
| pcDNA3.1flag | Gift from Dr by Dr. Seung-Hee Yoo ^3^ |
| pEGFP-C1 | CLONTECH Cat#6086-1 |
| pGL3 Bmal-luc | Gift from Shin Yamazaki ^4^ |
| pLenti CMV Puro LUC(Transfer vector) | Eric Campeau (Addgene plasmid # 17477) ^5^ |
| pLenti CMV GFP Puro(Transfer vector) | Eric Campeau (Addgene plasmid # 17448) ^5^ |
| pMD2.G (Envelope vector) | Didier Trono (Addgene plasmid # 12259) (unpublished) |
| pRSV-Rev(Packaging vector ) | Didier Trono (Addgene plasmid # 12253) ^6^ |
| pMDLg/pRRE(Packaging vector ) | Didier Trono (Addgene plasmid # 12251) ^6^ |
| pGL3Luc(Transfer vector) | Joshua Mendell (Addgene plasmid # 64784) ^7^ |
| pLenti CMV GFP Bmal1(Transfer vector) | This Study |
| pLenti CMV Hnf4α(Transfer vector) | This Study |
| pEGFPBmal1 | This Study |
| pEGFP Hnf4α | This Study |
| pEGFP Hnf4α8 | This Study |
| PCDNA3.1 lacZ | Invitrogen |

**Supplementary Table 3: siRNA**

| Name | Sequences(5`to 3`) |
| --- | --- |
| Human P1/P2-HNF4α Sense | UGUGCAGGUGUUGACGAUGdTdT |
| Human P1/P2-HNF4α Antisense | CAUCGUCAACACCUGCACAdTdT |
| Human P1-HNF4α Sense | UUGAGAAUGUGCAGGUGUUUUdTdT |
| Human P1-HNF4α Antisense | UUAACUCUUACACGUCCACA AdTdT |
| Human P2-HNF4α Sense | GUGGAGAGUUCUUACGACAUUdTdT |
| Human P2-HNF4α Antisense | UUCACCUCUCAAGAAUGCUGUdTdT |
| Mouse P1/P2-HNF4α Sense | CGCUUGAGGAAGACCUACUdTdT |
| Mouse P1/P2-HNF4αAntisense | UCAUCCAGAAGGAGUUCGC dTdT |
| Mouse siMyc | THERMOFISHER Cat#AM16708 |
| Mouse siBmal1 | THERMOFISHER Cat#4390771 |
|  |  |

| Name | Sequences(5`to 3`) |
| --- | --- |
| ALB F | TTTGCAGATGTCAGTGAAAGAGA |
| ALB R | TGGGGAGGCTATAGAAAATAAGG |
| WPRE F | GTCCTTTCCATGGCTGCTC |
| WPRE R | CCGAAGGGACGTAGCAGA |

**Supplementary Table 4: Titration Primers**

**Supplementary Table 5: qPCR Primers**

| Name | Sequences(5`to 3`) Mouse | Sequences(5`to 3`) Human |
| --- | --- | --- |
| Bmal1 F | GCAGTGCCACTGACTACCAAGA | TTAGCCAACGTCCTGGAAGG |
| Bmal1 R | TCCTGGACATTGCATTGCAT | CCTTCTCCAGAGGGCAGCAT |
| CMyc F | ACCACCAGCAGCGACTCT | AACACAAACTTGAACAGCTAC |
| CMyc F | GCTGTGAGGAGGTTTGCTGT | ATTTGAGGCAGTTTACATTATGG |
| Clock F | ACCACAGCAACAGCAACAAC | TTCTCTTCTTCCGTCCACCC |
| Clock R | GGCTGCTGAACTGAAGGAAG | TTCTCTTCTTCCGTCCACCC |
| CyclinD1 F | TGCTACCGCACAACGCA | AAGGCGGAGGAGACCTGCGCG |
| CyclinD1 R | TCAATCTGTTCCTGGCAGGC | ATCGTGCGGCATTGCGGC |
| Cyclin B1 F | GGAAATTCTTGACAACGGTG | AATAAGGCGAAGATCAACATGGC |
| Cyclin B1 R | TGCCTTTGTCACGGCCTTAG | TTTGTTACCAATGTCCCCAAGAG |
| DBP F | AATGACCTTTGAACCTGATCCCGCT | CGTGGAGGTGTTGATGACCTT |
| DBP R | GCTCCAGTACTTCTCATCCTTCTGT | CGATGTCTTCGAGGGTCAAAG |
| P1/P2 HNF4α F | ACCAAGAGGTCCATGGTGTTT | CCTACCTCAAAGCCATCAT |
| P1/P2 HNF4α R | GTGCCGAGGGACGATGTAG | ATGTAGTCCTCCAAGCTCAC |
| P1HNF4α F | CATGGATATGGCCGACTACAG | GTCGACATGGACATGGCCGACTACAGTG |
| P1HNF4α R | GCCCGAATGTCGCCATTGATCCCAGAGA | GCCCGAATGTCGCCGTTGATCCCGGAGACG |
| P2HNF4α F | CATGGTCAGTGTGAACGCGCCCCTCGG | GCCATGGTCAGCGTGAACGCGCCCCTCGG |
| P2HNF4α R | GCCCGAATGTCGCCATTGATCCCAGAGA | GCCCGAATGTCGCCGTTGATCCCGGAGACG |
| Per2 F | CGCCTAGAATCCCTCCTGAGA | GGGTGCGCTCGTTTGAACT |
| Per2 R | CCACCGGCCTGTAGGATCT | GGAACGAAGCTTTCGGACCTC |
| E-cadherin F | CAAAGTGACGCTGAAGTCCA | GTCAGTTCAGACTCCAGCCC |
| E-cadherin R | TGATGACACGGCATGAGAAT | AAATTCACTCTGCCCAGGACG |
| Snail1 F | CACCCTCATCTGGGACTCTC | ACCACTATGCCGCGCTCTT |
| Snail1 R | CTTCACATCCGAGTGGGTTT | GGTCGTAGGGCTGCTGGAA |
| Snail2 F | GCGAACTGGACACACACACAGTTAT | TGTTGCAGTGAGGGCAAGAA |
| Snail2 R | CCCCAGTGTGAGTTCTAATGTGTCC | GACCCTGGTTGCTTCAAGGA |
| *β*-catenin | CGAGTCATTGCATACTGTCC | CGATTTGCGGG CAAAGG GCAA |
| 18s F | CGCCGCTAGAGGTGAAATTC | TGACTCTAGATAACCTCGGG |
| 18S R | CGAACCTCCGACTTTCGTTCT | GACTCATTCCAATTACAGGG |

**Supplementary Table 6: Luciferase Assay Buffers**

| Luciferase assay Buffer | Composition |
| --- | --- |
| Luciferase Lysis buffer | 25m M Tris (pH 7.8), 2 mM EDTA, 10% glycerol,1% Triton X-100, 1mM DTT |
| Luciferase React Buffer | 20mM Tris Phosphate (pH7.8), 1mM MgCl_2_, 3mM MgSO_4_,0.2M EDTA, 60mM DTT, 0.5mM Luciferin, 0.1 mM ATP, 1mM CoA |
| Z buffer | 60mM Na_2_HPO_4_, 40mM NaH_2_PO_4_, 10mM Kcl, 1Mm MgSO4,50 mM beta-Mercaptoethanol |

**Supplementary Table 7: Protein Extraction Buffers**

| Buffer | Composition |
| --- | --- |
| RIPA | 50 mm Tris-HCl (pH 8.0),150 mM NaCl, EDTA 5mM, MgCl_2_ 15mM protease inhibitors ,and NP-40 1%, 1 mm PMSF, 1Mm NaF , 400mM NAM and 3.3 Mm TSA |
| Buffer A(BA) | 10 mM HEPES (pH 7.6), 25 mM KCL, 1 mM EDTA, 1 mM EGTA, 3%triton, 1mM DTT, protease inhibitors, , 1mM PMSF,1Mm NaF , 400mM NAM and 3.3 Mm TSA |
| Low Salt Buffer (LSB) | 10 mM HEPES (pH 7.6), 25 mM KCL, 0.1 mM EDTA,1 mM EGTA, 20% glycerol, 1 mM DTT ,protease inhibitors, 1mM PMSF,1Mm NaF , 400mM NAM and 3.3 Mm TSA |
| High Salt Buffer (HSB) | 10 mM HEPES (pH 7.6), 500 mM KCL, 0.1 mM EDTA,1 mM EGTA, 20% glycerol, 1 mM DTT , protease inhibitors, 1mM PMSF,1Mm NaF , 400mM NAM and 3.3 Mm TSA |

**Supplementary Table 8: Antibodies**

| Name | Catalog #, Company and working dilution for Western blotting (WB) or immunofluorescence (IF) |
| --- | --- |
| P1/P2-HNF4α | #PP-H1415-00 R&D Systems  WB (1:5000)- IF (1:500) |
| P1-HNF4α | #PP-K9218-00 R&D Systems  WB (1:2000)- IF (1:200) |
| P2-HNF4α | #PP-H6939-00 R&D Systems  WB (1:1000)- IF (1:100) |
| BMAL1 | #93806 Abcam  WB (1:1000) |
| BMAL1 | #NB100-129 [Novus Biologicals](https://www.googleadservices.com/pagead/aclk?sa=L&ai=DChcSEwjS0tOMzK_WAhUGgWkKHdD1DD8YABAAGgJpcQ&ohost=www.google.com&cid=CAASE-RoXQZW70jBsUUEYUG82GqIcQ4&sig=AOD64_0seqauInza9fq9njnsRcEFp89Zbw&q=&ved=0ahUKEwjl6cuMzK_WAhVD0GMKHf6HAMkQ0QwIJA&adurl=)  IF (1:100) |
| β-Catenin | #8 480 Cell Signaling  WB (1:1000) |
| Phospho-β-Catenin (Ser552) | #9566 Cell Signaling  WB (1:1000) |
| ERRα | #13826 Cell Signaling  WB (1:1000) |
| Prox1 | #07-537 Millipore  WB (1:1000) |
| E-Cadherin | #610181 BD Transduction Laboratories  WB (1:1000) |
| CCND1 | #EPR2241 Abcam  WB (1:10,000) |
| CCNB1 | #SC-245 Santa Cruz biotechnology  WB (1:200) |
| H3 | # GTX122181 GeneTex  WB (1:1000) |
| P84 | # GTX70220 GeneTex  WB (1:1000) |
| ACTIN | # A5441 Sigma  WB (1:5000) |
| TUBULIN | #ab6046 Abcam  WB (1:1000)- IF (1:400) |
| Anti-Mouse CF^™^488A antibody | #SAB4600388  Sigma  IF (1:500) |
| Anti-Rabbit IgG (H+L) Antibody Alexa Fluor 555 | #A-21430 Thermo Fisher  IF (1:500) |
| Anti-Rabbit IgG (H+L) Antibody Alexa Fluor 647 | #A-21235 Thermo Fisher  IF (1:500) |
| Anti-Mouse IgG (H+L) Antibody, Alexa Fluor 555 | **#**A-31570 Thermo Fisher  IF (1:500) |
| Anti-Mouse IRDYe 800CW | #926-32212 LICOR  WB (1:15,000) |
| Anti-Rabbit IRDYe 800CW | #925-32211 LICOR  WB (1:15,000) |
| Anti-Mouse-HRP | #1706516 BioRad  WB (1:10,000) |
| Anti-Rabbit-HRP | #1791019 BioRad  WB (1:10,000) |

**Supplementary Table 9: Construction Primers**

| Name | Sequences(5` to 3`) |
| --- | --- |
| SalI HNF4α-F | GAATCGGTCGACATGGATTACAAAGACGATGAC |
| SalI Bmal1-F | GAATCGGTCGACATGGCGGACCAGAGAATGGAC |
| XbaI-HNF4F | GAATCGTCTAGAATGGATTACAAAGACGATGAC |
| XbaI-Bmal1-F | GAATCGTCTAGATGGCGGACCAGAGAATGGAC |
| BamH1HNF4α-R | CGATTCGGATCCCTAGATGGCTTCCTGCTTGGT |
| BamH1Bmal1-R | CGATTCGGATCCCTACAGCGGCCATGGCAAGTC |
| SalI HNF4α8-F | GAATCGGTCGAC ATGGTCAGCGTGAACGCGCC |
| XbaI HNF4α8-F | CGATTCTCTAGA CTAGATAACTTCCTGCTTGGTG |

**Supplementary Table 10: Key Resources**

**Supplementary References**

1 Vuong, L. M. *et al.* Differential Effects of Hepatocyte Nuclear Factor 4alpha Isoforms on Tumor Growth and T-Cell Factor 4/AP-1 Interactions in Human Colorectal Cancer Cells. *Mol Cell Biol* **35**, 3471-3490, doi:10.1128/MCB.00030-15 (2015).

2 Jeong, K. *et al.* Dual attenuation of proteasomal and autophagic BMAL1 degradation in Clock Delta19/+ mice contributes to improved glucose homeostasis. *Sci Rep* **5**, 12801, doi:10.1038/srep12801 (2015).

3 He, B. *et al.* The Small Molecule Nobiletin Targets the Molecular Oscillator to Enhance Circadian Rhythms and Protect against Metabolic Syndrome. *Cell Metab* **23**, 610-621, doi:10.1016/j.cmet.2016.03.007 (2016).

4 Yeom, M., Pendergast, J. S., Ohmiya, Y. & Yamazaki, S. Circadian-independent cell mitosis in immortalized fibroblasts. *Proc Natl Acad Sci U S A* **107**, 9665-9670, doi:10.1073/pnas.0914078107 (2010).

5 Campeau, E. *et al.* A versatile viral system for expression and depletion of proteins in mammalian cells. *PLoS One* **4**, e6529, doi:10.1371/journal.pone.0006529 (2009).

6 Dull, T. *et al.* A third-generation lentivirus vector with a conditional packaging system. *J Virol* **72**, 8463-8471 (1998).

7 Chang, T. C. *et al.* Transactivation of miR-34a by p53 broadly influences gene expression and promotes apoptosis. *Mol Cell* **26**, 745-752, doi:10.1016/j.molcel.2007.05.010 (2007).

How the deposited data were processed for this re-analysis (not part of the article)

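Poly(A) RNA of mouse livers was sequenced in 24 libraries, with 3 mice in each of 8 groups. WT and α7HMZ mice were fed ad libitum and killed at 10:30, 13:30 or 20:30. A further group of each genotype was fasted for 12 h and killed at 10:30. Conditions and replicate numbers came from the sample labels and the methods of the paper. The labels place the fed 10:30 libraries of both genotypes and the fasted WT libraries on one flow cell and all other libraries on another, so each fed comparison of genotypes lies within a flow cell, and the fasted comparison of genotypes does not.

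Per the methods and the submitters' processing notes, the authors aligned single-end reads to mm10 with TopHat2 2.1.1, allowing 1 unique alignment per read, and counted reads per gene with HTSeq 0.6.1; the deposited count table holds these raw counts for 23411 gene symbols. The library kit does not mark strand, so reads of overlapping antisense genes cannot be told apart. The methods then name EDASeq (loess on GC content within lanes, full quantile between lanes), whose factors were used in DESeq2, and FPKM. EDASeq itself was not run here, and the GC content and full quantile offsets follow its description. The deposited FPKM were tested on the files and equal the count divided by 1 DESeq2 size factor per library and by a whole-number length per gene, in all 18536 genes with a count (100% whole within a tolerance of 0.0001), with no further factor per gene. The levels of FPKM were used only to set group means beside Fig. 5e, f, and tests were run on the counts.

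Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM factors, glmQLFit and glmQLFTest, Benjamini-Hochberg adjusted p under 0.05). The 18 fed libraries formed 1 fit with 6 groups (13334 genes tested), which gave the genotype difference at each time, its average over the times, and the test of genotype by time. The 12 libraries at 10:30 formed another fit (13103 genes tested), which gave fasted against fed WT livers and α7HMZ against WT fasted livers. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values are the count divided by the library size times the TMM factor over all 24 libraries. The p-values measure the spread between mice, with 3 mice per group.

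Gene lists of the core clock, Wnt positive and Wnt negative regulators, perivenous and periportal genes, cell cycle, EMT, oncogenes, HNF4α targets, bile acids, cytochrome P450, fatty acid synthesis, fatty acid oxidation, cholesterol synthesis, gluconeogenesis and glycolysis, urea cycle and amino acids, fetal liver, male- and female-biased genes, acute phase, interferon, immediate early genes, the unfolded protein response and markers of 8 other cell types (31 lists) were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. Gene coordinates came from GENCODE, which is on the mm10 assembly that the authors used; of the gene symbols, 21777 were paired by symbol, 1275 by an older symbol, and 359 were not paired. Genes within 10 Mb of Hnf4a were compared with all other tested genes by Fisher's exact test. The design, the lists, the alternatives and the rule for named genes were set before the data were examined, except that leaving out Rn45s, and leaving out the 4 fed libraries with the most Rn45s, Krt19 or Ctrb1, were added afterwards. The rule names every gene of Fig. 5e, f and every mouse gene the paper names elsewhere; for the fed average and both fasted contrasts the 10 genes with the largest change in each direction, with a mean log2 CPM of at least 1 and no overlap between the groups; the 4 genes with the smallest p of each list; the 10 genes with the smallest p of the genotype by time test; and 10 genes near Hnf4a. Hnf4a itself is named in every group.

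The alternatives were relative log expression and upper quartile factors, GC content and full quantile offsets, DESeq2 1.42.0, no filter on low counts, at least 50 counts in at least 3 libraries, all 24 libraries in 1 fit, only the compared groups, a replicate block, a test against a 1.2-fold change, an absolute log2 fold change of at least 1, windows of 5 and 20 Mb, and leaving out each library. The same tests were run on simulated counts with 200 of 13334 genes changed. For the fed average 70.2% of the genes changed by 1.5-fold and 95.5% of those changed by 2-fold were recovered, with 4.84% of the calls false. For the difference at 10:30 these were 28.4% and 71.6%, with 5.84% false, and for genotype by time 1.49% and 38.8%, with 7.78% false. Most 1.5-fold changes at 10:30 were therefore missed in the simulation. The smallest chi-square per degree of freedom of a pair of replicates, over genes with at least 20 counts, was 11.0, so no library was counted as a duplicate. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots. The ChIP-seq, western blot and cell line experiments of the paper were not analysed here. Some genes that meet the rule are not reported here.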

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

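The test for female mice and the setting without the libraries with the most Rn45s, Krt19 or Ctrb1 were chosen after the results were seen, and the tests on clock genes were set after the values of Arntl, Clock and Dbp at each time had been seen. The average genotype difference in fed livers called 3536 genes, and the other of 100 splits of the libraries within times called at most 735, with 1 split as large, the real one, so that chance can be excluded. At single times the real groups called 2312, 1706 and 2551 genes at 10:30, 13:30 and 20:30, and the other of 10 splits at most 0, 0 and 70; with 1 split as large, the real one, 10 splits are too few for a share under 0.05. A difference between times was tested by genotype by time, which called 665 genes. Of 100 reassignments of the times within each genotype 2 called as many, the real one included, and the highest other called 1533. Such reassignments put the differences between times into the spread between mice, so that chance cannot be told apart there, and what gave the 1533 calls was not tested. The smallest adjusted p values of this test, from edgeR, were 8.73e-04 for Cd207, Slc10a2, Gm826 and Mbd1, 9.41e-04 for Got1, 0.00116 for Pla2g12a, 0.00202 for 8430419L09Rik, and 0.00217 for Fermt2 and Hspa1a.

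Genes around Hnf4a on chromosome 2 differed between α7HMZ and WT livers more often than genes elsewhere. Of 168 tested genes within 10 Mb, 58 differed in the average over the fed times (25 higher, 33 lower), which is 34.5% against 26.4% of the other genes (odds ratio 1.47, 95% interval 1.05 to 2.04, Fisher's exact test, two-sided, p = 0.0219), among them Serinc3 (log2 fold change -1.06), Neurl2 (-2.25), Pkig (-1.14), Ahcy (-0.67), Slc35c2 (0.47) and Tgm2 (0.59), with Src at 6.09 Mb. This excess is in line with alleles of another strain linked to the modified locus, a candidate explanation that stays open. An excess as large was seen in 6.55% of 12155 windows on other chromosomes, so that a regional excess of a size common elsewhere stays open too. The odds ratio was 1.65 (exact p = 0.039) within 5 Mb, 1.13 (exact p = 0.327) within 20 Mb and 1.04 (exact p = 0.633) over chromosome 2, and regulation of these genes by the HNF4α isoforms, the biological explanation, was not tested.

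Of 47 genes known to differ between male and female livers, 29 differed between α7HMZ and WT livers, mostly toward the female pattern. Female mice among the samples are argued against, since the summed CPM of the Y-linked genes was at least 162 times that of Xist in every library. A GC content bias is argued against as the whole cause, since 28 of the 29 were called with GC content and full quantile offsets. Reads shared between close paralogs, such as Cyp2b9 and Cyp2b13 or the Mup genes, stay open and were not tested. An effect of the HNF4α isoforms on the sex-biased expression of the liver is the biological explanation, which was not tested apart from these values.

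Arntl (edgeR adjusted p = 0.014), Clock (adjusted p = 0.0113) and Dbp (adjusted p = 0.0187) differed between genotypes by an amount that depends on time, among 4 of 19 core clock genes that passed genotype by time. One library deciding this is argued against, since 4 of the 4 genes were called without any single library. The 10:30 libraries were on another flow cell, but each genotype difference lies within a flow cell, so a factor shared by the libraries of a flow cell cancels and does not account for opposite signs. Within the flow cell of 13:30 and 20:30 the difference between these times passed for 1 clock gene, Clock (difference of log2 fold changes 0.98, edgeR adjusted p = 0.0219), and was 2.18 (adjusted p = 0.0653) for Arntl and -1.70 (adjusted p = 0.139) for Dbp, so a difference between flow cells that acts on the genotypes unequally cannot be told apart for these 2 genes with 3 mice per group. A shift in the phase of the clock in α7HMZ livers may account for opposite signs of Arntl and Dbp at 10:30 and 20:30. However, 3 times of day cannot fit a phase, and this was not tested. In fasted livers at 10:30 the log2 fold change of Dbp was -1.35 (edgeR adjusted p = 0.0988), opposite in sign to fed livers. It was -0.21 (adjusted p = 0.586) for Arntl and 0.39 (adjusted p = 0.229) for Clock, and none passed. The fasted genotypes were on different flow cells, so these values do not decide the question.

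The fasted livers are not part of Fig. 5. Between fasted and fed WT livers 1575 genes were higher and 1393 lower, 2968 in all, against at most 0 in the other of 10 splits, with 1 split as large, the real one, and too few splits for a share under 0.05. Between α7HMZ and WT fasted livers 904 genes were higher and 1133 lower, 2037 in all, against at most 0 in the other of 10 splits, with 1 split as large, the real one, again too few. The fasted genotypes were on different flow cells, so the flow cell and the genotype cannot be told apart there.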

How the results depend on the processing

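The settings without Rn45s and without the 4 libraries with the most Rn45s, Krt19 or Ctrb1 were chosen after the libraries were seen; a fit of only the compared groups was not run for the fed average and for genotype by time, which use all 6 fed groups. Of 164 counts of genes under other settings 132 were within 1.5 times the reported count and 32 were not, and of 114 with 1 library left out 82 were and 32 were not. For the genes of Fig. 5e, f, 278 of 297 values under other settings and 128 of 162 with 1 library left out had the direction and the side of the threshold that are reported, with 11 and 26 weaker, 4 and 2 stronger, and 4 and 6 reversed. Fgfr1 and Serpinf1 were called at each time in all of these; the thresholds on the fold change were run for counts of genes and not for single genes. Depth limits Src, with 14 to 107 counts per fed library. The causes of the changes below were not tested, except that stricter thresholds and fewer libraries call fewer genes by construction.

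Against a 1.2-fold change (glmTreat) the counts higher and lower were 656 and 809 for the fed average, 400 and 652 at 10:30, 407 and 485 at 13:30, 478 and 658 at 20:30, 883 and 806 for fasting in WT livers, and 454 and 608 for genotype in fasted livers. With an absolute log2 fold change of at least 1 they were 246 and 315, 260 and 374, 301 and 311, 338 and 329, 442 and 462, and 420 and 382. With only the compared groups 577 were higher at 10:30, 723 higher and 821 lower at 20:30, and 574 higher in the fasted genotype comparison. Without the libraries with the most Rn45s, Krt19 or Ctrb1, which leaves 1 α7HMZ and 2 WT mice at 20:30 and takes the spread from the other groups, 481 were higher and 668 lower at 20:30, and 1201 genes passed genotype by time; DESeq2 called 1614 there. Upper quartile factors called 2265 higher and 1499 lower genes for the fed average (60.2% higher, 50.2% as reported), 1060 and 705 at 13:30 (60.1%, 48.4% as reported) and 1354 and 1153 at 20:30 (54.0%, 43.3% as reported), and no scaling moved the median of all genes by more than 0.0672. Of 31 gene lists, camera called 11 at the preset correlation and 0 with an estimated correlation, and 8 with GC content and full quantile offsets; fry, which does not compare a list with other genes, called 15. The odds ratio near Hnf4a was 1.13 within 20 Mb and 1.04 over the whole chromosome.

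Src had a log2 fold change at 10:30 of 1.02 (edgeR adjusted p = 0.0508) with all 24 libraries in 1 fit, and at 20:30 of 0.83 (adjusted p = 0.0901) with all 24 libraries, 0.75 (adjusted p = 0.0575) with GC content and full quantile offsets and 0.84 (adjusted p = 0.156) with only the compared groups. At 13:30 Src was 0.76 with only the compared groups (edgeR adjusted p = 0.0224) and 0.76 (adjusted p = 0.011) without the libraries with the most Rn45s, Krt19 or Ctrb1. With 1 α7HMZ mouse left at 20:30 in that setting, Src at 20:30 was -0.16 (edgeR adjusted p = 0.804), Myc at 20:30 -1.01 (adjusted p = 0.483), Mmp14 at 10:30 -0.23 (adjusted p = 0.429), Cdh1 at 20:30 0.011 (adjusted p = 0.985) and Ctnnbip1 at 20:30 -0.86 (adjusted p = 0.0653). With only the compared groups Myc at 10:30 was 1.53 (edgeR adjusted p = 0.0384), Mmp14 at 20:30 0.52 (adjusted p = 0.0405) and Porcn at 20:30 0.76 (adjusted p = 0.106). Porcn at 20:30 was 0.64 (edgeR adjusted p = 0.0641) with GC content and full quantile offsets, and Cdh1 at 10:30 was -0.76 with upper quartile factors (adjusted p = 0.0552) and with all 24 libraries (adjusted p = 0.0621).

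The replicate numbers do not pair the samples: libraries of the 2 genotypes with the same number and time had correlations of their deviations from -0.123 to 0.0766, and 2 of 18 libraries correlated best with their own number. With a replicate block the counts were 1693 higher and 1706 lower for the fed average, 1000 and 1134 at 10:30, 757 and 828 at 13:30, 1046 and 1389 at 20:30, 1471 and 1404 for fasting, 850 and 1073 for genotype in fasted livers, and 454 for genotype by time. Src at 20:30 was 0.83 (edgeR adjusted p = 0.063) and Cdh1 at 10:30 -0.75 (adjusted p = 0.0605) with the replicate block, which changed no other call of a gene of Fig. 5e, f.

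With each library left out in turn, the counts higher and lower were 1416 to 1888 and 1559 to 1959 for the fed average, 571 to 1262 and 843 to 1432 at 10:30, 446 to 717 and 606 to 774 at 13:30, 544 to 1021 and 852 to 1352 at 20:30, 935 to 1549 and 849 to 1372 for fasting, and 436 to 884 and 676 to 964 for genotype in fasted livers. The counts higher moved by over 1.5 times at 10:30 without WT replicates 1, 2 and 3 (660, 571 and 698), at 13:30 without WT replicates 1 and 3 (446 and 519) and α7HMZ replicates 1, 2 and 3 (543, 478 and 547), and at 20:30 without WT replicate 3 (544, with 852 lower). For fasting they moved without fed WT replicates 1, 2 and 3 (994, 935 and 1042 higher; 911 and 849 lower without 1 and 2), and for genotype in fasted livers without WT replicates 2 and 3 and α7HMZ replicate 3 (436, 572 and 583 higher; 676 lower without WT 2). Genotype by time called 114 to 1884 genes: 143, 114 and 265 without WT replicates 1, 2 and 3 at 10:30, 405 and 200 without WT 1 and 3 at 13:30, 258 without WT 3 at 20:30, 1884 and 188 without α7HMZ 1 and 2 at 10:30, 288, 312 and 245 without α7HMZ 1, 2 and 3 at 13:30, and 437 and 407 without α7HMZ 1 and 3 at 20:30.

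The log2 fold changes then ranged from 0.87 to 1.12 for Src at 10:30, 0.61 to 1.15 for Src at 20:30, 0.91 to 2.12 for Myc at 13:30, -0.22 to 0.20 for Mmp14 at 10:30, 0.44 to 0.80 for Mmp14 at 13:30, 0.43 to 0.63 for Mmp14 at 20:30, -0.89 to -0.65 for Cdh1 at 10:30, -0.23 to 0.048 for Cdh1 at 13:30, -0.31 to 0.35 for Cdh1 at 20:30, -0.73 to -0.52 for Ctnnbip1 at 10:30, -0.27 to 0.056 for Axin1 at 20:30, 0.78 to 1.002 for Porcn at 13:30 and 0.50 to 1.01 for Porcn at 20:30. Signs turned for Mmp14 at 10:30 without α7HMZ replicate 1 (-0.22), for Cdh1 at 13:30 without WT replicate 2 (0.048) and at 20:30 without WT replicate 2 (0.35) or α7HMZ replicates 2 or 3 (0.081 and 0.0044), and for Axin1 at 20:30 without WT replicate 3 (0.056). Calls were gained for Myc at 13:30 without α7HMZ replicate 1 (edgeR adjusted p = 0.00951) and for Mmp14 at 20:30 without α7HMZ replicate 2 (adjusted p = 0.0461).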

Differences from the paper's values

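The mean total of the deposited counts over the 24 libraries was 18.8 M, and the paper's reported mean is 50 M reads per sample; the paper's value is of sequenced reads and the other of reads counted in genes. None of the alternatives set before the data were examined changes the deposited totals. The group means of the deposited FPKM lay close to the bars of Fig. 5e, f in 54 of 54 readings by eye.

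The legend of Fig. 5e, f gives p thresholds and names no test; the methods describe DESeq2 contrasts with EDASeq factors for differential expression, and a general statistics section names t tests and ANOVA at P under 0.05. The paper states that Fgfr1 was higher and Serpinf1 lower, and both passed edgeR's test at each time. It states that Myc was higher, and marks 13:30 and 20:30 in Fig. 5e. The edgeR adjusted p was 0.08 and 0.402 at these times, and the unadjusted edgeR p was 0.0126 and 0.22. The legend does not say whether the marks rest on adjusted p, so the 2 criteria may be unlike. Myc at 13:30 was called without α7HMZ replicate 1 (edgeR adjusted p = 0.00951). No setting run called Myc at 20:30, while the average over the times was higher. It states that Mmp14 was higher at several times and marks 13:30 and 20:30, of which 13:30 passed. Mmp14 at 20:30 had an edgeR adjusted p of 0.0784 and an unadjusted p of 0.0186. It was called with only the compared groups (adjusted p = 0.0405) and without α7HMZ replicate 2 (adjusted p = 0.0461). Its average over the times was higher. The paper's text on Axin1 differs. The paper states that Axin1 was lower and marks 10:30 and 13:30. The bars of the figure are themselves higher in α7HMZ than in WT livers at 10:30, about 6.7 and 5.7, and lower at 13:30. The log2 fold change of Axin1 was 0.24 (edgeR adjusted p = 0.269) at 10:30 and -0.23 (adjusted p = 0.331) at 13:30, in the directions of the bars, and no setting run called either. The paper marks Ctnnbip1 as lower also at 13:30, where the log2 fold change was -0.20 (edgeR adjusted p = 0.528). It marks Porcn as higher at 10:30, where the log2 fold change was 0.43 (edgeR adjusted p = 0.241). No setting run called either, and Ctnnbip1 passed at 10:30 and 20:30. Unadjusted edgeR p values were 0.109 and 0.11 for Axin1 at 10:30 and 13:30. They were 0.252 for Ctnnbip1 at 13:30 and 0.091 for Porcn at 10:30, all above 0.05. Src at 10:30 and Porcn at 13:30 passed edgeR's test and carry no mark in the figure.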

Other observations

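The second test of gene lengths was chosen after the first had been seen. Of 34 genes of fatty acid oxidation and ketogenesis 26 were higher in fasted than in fed WT livers, and of 23 genes of cholesterol synthesis 21 were lower, as were 14 of 25 genes of fatty acid and triglyceride synthesis, of which 4 were higher. Cyp4a14, a fatty acid hydroxylase gene, rose by 6.07 on the log2 scale (SE 0.36, edgeR adjusted p = 6.69e-07) and Fgf21, a fasting hormone gene, by 5.59 (SE 0.79, adjusted p = 3.00e-04), while Fdps and Idi1 of cholesterol synthesis fell by 3.93 (SE 0.28) and 3.49 (SE 0.33). In α7HMZ fasted livers, against WT fasted livers on the other flow cell, 22 of 36 cytochrome P450 genes were lower and 3 higher, and 17 of 40 HNF4α targets were lower and 1 higher. Of 23 genes of cholesterol synthesis 3 were lower. Of 21 female-biased genes 6 were higher and 4 lower. The median log2 fold change of that list was -0.36, against 0.39 in the fed average. Apoa4 fell by 6.52 (SE 0.32, edgeR adjusted p = 2.94e-08), and Src had a log2 fold change of 1.87 (SE 0.33, adjusted p = 0.00202). Hnf4a, counted over the whole gene, reached 1245 ± 184 CPM in α7HMZ and 818 ± 6.15 CPM in WT fasted livers (mean ± SD, n = 3 mice each; log2 fold change 0.60, SE 0.15, edgeR adjusted p = 0.0154). Of 25 interferon response genes 16 were higher, as were 10 of 15 Kupffer cell and macrophage markers and 6 of 15 sinusoidal endothelial markers. In WT livers fasting lowered 6 Kupffer cell and macrophage, 10 sinusoidal endothelial and 6 interferon genes of these lists. Of 19 genes of the unfolded protein response, 10 were higher and 3 lower in α7HMZ than in WT fasted livers. Fasting in WT livers raised 2 of the 19 and lowered 12. Both comparisons use the same 3 fasted WT libraries, so their opposite directions are not separate evidence. These directions were the same under each scaling run.

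Of 22 genes of gluconeogenesis and glycolysis in fed α7HMZ livers 11 were lower and 1 higher (11 and 1 when adjusted over the list alone; camera adjusted p = 6.73e-04, and adjusted p = 0.208 with an estimated correlation), with the glycogen synthase gene Gys2 at -0.89 (SE 0.077) and the pyruvate carboxylase gene Pcx at -0.73 (SE 0.070). Of 17 periportal genes 9 were lower and 3 higher, and of 19 genes of the urea cycle and amino acid catabolism 10 were lower and 2 higher, with the same counts when each was adjusted over the list alone (camera adjusted p = 0.00381 and 0.0037, and adjusted p = 0.28 and 0.437 with an estimated correlation). With GC content and full quantile offsets the urea cycle list turned, with 6 higher and 3 lower, 5 periportal genes were higher and 5 lower, and 2 genes of gluconeogenesis and glycolysis were higher and 3 lower. Of 34 genes of fatty acid oxidation 9 were higher and 8 lower (10 and 10 when adjusted over the list alone; 21 and 4 with GC content and full quantile offsets), with Acot2 at 1.07 (SE 0.12) and Fabp2 at -1.05 (SE 0.12). Of 28 acute phase genes 6 were higher and 10 lower (6 and 12 when adjusted over the list alone; 8 and 6 with GC content and full quantile offsets), of 20 fetal liver genes 4 were higher and 1 lower (3 and 1), and of 25 immediate early and heat shock genes 5 were higher and 1 lower (5 and 1). The fatty acid oxidation, acute phase, fetal liver and immediate early lists did not pass limma's camera test (adjusted p = 0.66, 0.302, 0.426 and 0.212). The counts higher and lower turned between the times for immediate early and heat shock genes (11 and 1 at 10:30, 1 and 5 at 13:30, 3 and 0 at 20:30), of which 9 passed genotype by time. For fatty acid oxidation they were 9 and 2 at 10:30, 6 and 5 at 13:30 and 2 and 8 at 20:30, and for the urea cycle and amino acids 1 and 6, 0 and 5, and 4 and 1, with 1 and 4 genes that passed genotype by time. Of 25 interferon genes 3 were higher, and of 19 genes of the unfolded protein response 1 was higher and 2 were lower. The counts were the same when adjusted over the list alone (3 and 2 for the unfolded protein response with GC content and full quantile offsets). Neither list passed limma's camera test (adjusted p = 0.504 and 0.66). The median log2 fold change of the interferon list was 0.185. It was -0.164 without the libraries with the most Rn45s, Krt19 or Ctrb1, which leaves 1 α7HMZ mouse at 20:30.

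Of 11 cholangiocyte markers 4 were higher and 1 lower, with the same counts when adjusted over the list alone, among them Sox9 at 1.24 (SE 0.16) and Krt23 at -1.22 (SE 0.23). Slc40a1 was the marker that was higher of 15 Kupffer cell and macrophage markers, Oit3 the lower one of 15 sinusoidal endothelial markers, Cd4 the lower one of 8 lymphocyte and neutrophil markers and Cela1 the lower one of 3 pancreatic acinar markers. Of 16 stellate cell and fibroblast markers 2 were lower, of 3 erythroid markers 1 was higher and 1 lower, and the 4 adipocyte markers missed the threshold. Adjusted over the list alone, 1 stellate cell marker was lower, Oit3 did not pass, 1 acinar marker was higher and 1 lower, and 1 erythroid marker was higher and 2 lower. Without the libraries with the most Rn45s, Krt19 or Ctrb1, which leaves 1 α7HMZ mouse at 20:30, 12 Kupffer cell and 11 sinusoidal endothelial markers were lower.

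Among the largest differences of the average over the fed times were Rad51b at 5.58 (SE 0.20), Pcp4l1 at 3.71 (SE 0.14) and Myom3 at 3.06 (SE 0.24), which were higher in α7HMZ livers, and Aqp4 at -6.09 (SE 0.33), Lrtm1 at -5.08 (SE 0.33) and Scnn1a at -4.82 (SE 0.10), which were lower. Of genes that the paper names elsewhere, the log2 fold changes from edgeR were Hdac3 0.19 (adjusted p = 0.0167), Ctnnb1 -0.052 (adjusted p = 0.558), Snai1 0.055 (adjusted p = 0.882), Snai2 -0.51 (adjusted p = 0.0778), Per2 0.29 (adjusted p = 0.237), Prox1 0.32 (adjusted p = 0.209), Esrra -0.028 (adjusted p = 0.876), Rora -0.073 (adjusted p = 0.818) and Trp53 -0.094 (adjusted p = 0.404), of which Hdac3 passed. At single times Hdac3 passed at 13:30 (0.31, edgeR adjusted p = 0.0449), Snai2 at 10:30 (-1.35, adjusted p = 0.0112), and Prox1 and Esrra at 20:30 (0.98, adjusted p = 0.038, and -0.52, adjusted p = 0.0457).

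The deposited FPKM raised the question which length they were divided by, since the lengths they imply had a median of 390 bases against 3054 for the annotated transcripts, with a Spearman rho of 0.131 across genes, which are not independent replicates. A first hypothesis, that the length is that of a single exon or coding segment of the gene, is argued against: 3.31% of the implied lengths equalled one, and 2.73% did after lengths were shuffled among genes. After 23 combinations had been tried, lengths taken from a single exon, as end minus start, of the gene at the same rank in an alphabetical order that ignores case equalled the implied length in 49.35% of genes, and in 2.55% after shuffling. A shift between genes in the order of the length table may therefore account for part of the lengths, as a hypothesis found and tested on the same files. Fold changes within a gene do not depend on it.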
